# Evaluating the transcriptional landscape and cell-cell communication networks in chronically irradiated parotid glands

**DOI:** 10.1016/j.isci.2023.106660

**Published:** 2023-04-11

**Authors:** Brenna A. Rheinheimer, Mary C. Pasquale, NIDCD/NIDCR Genomics and Computational Biology Core, Kirsten H. Limesand, Matthew P. Hoffman, Alejandro M. Chibly

**Keywords:** Cell biology, Immunology, Transcriptomics

## Abstract

Understanding the transcriptional landscape that results in chronic salivary hypofunction after irradiation will help identify injury mechanisms and develop regenerative therapies. We present scRNA-seq analysis from control and irradiated murine parotid glands collected 10 months after irradiation. We identify a population of secretory cells defined by specific expression of *Etv1*, which may be an acinar cell precursor. Acinar and *Etv1*+ secretory express *Ntrk2* and *Erbb3,* respectively while the ligands for these receptors are expressed in myoepithelial and stromal cells. Furthermore, our data suggests that secretory cells and CD4^+^CD8^+^T-cells are the most transcriptionally affected during chronic injury with radiation, suggesting active immune involvement. Lastly, evaluation of cell-cell communication networks predicts that neurotrophin, neuregulin, ECM, and immune signaling are dysregulated after irradiation, and thus may play a role in the lack of repair. This resource will be helpful to understand cell-specific pathways that may be targeted to repair chronic damage in irradiated glands.

## Highlights

• *Etv1* defines a discrete cluster of secretory cells that may be acinar precursors
• Ntrk2 and Erbb3 are highly specific secretory cell receptors
• CD4^+^CD8^+^T-cells and acinar cells have the greatest transcriptional changes after IR
• Ntrk2, Erbb3, ECM, and immune signaling are altered in secretory cells after IR

## Introduction

Of the three major pairs of salivary glands (SGs): the parotid (PG), submandibular (SMG), and sublingual (SLG), the human PG is the largest and produces the largest volume of saliva, particularly in response to gustatory simulation. In mice, the PG is smaller than the SMG but also contributes to the majority of stimulated saliva.^1^ In addition, the PG is thought to be the most sensitive to irradiation (IR) damage during treatment of head and neck cancer with radiotherapy,^2^^,^^3^ which results in permanent salivary hypofunction. In terms of understanding salivary gland biology, most studies have focused on the SMG both in the context of development and response to injury; however, each gland has unique functions and transcriptional profile.^4^ Here we set out to investigate the effects of irradiation damage to PGs in mice using single cell (sc)RNA-seq.

The PG primarily comprises serous acinar cells which produce large volumes of watery serous saliva that is transported through the ductal system into the oral cavity to aid in digestion and protection of mucosal surfaces. Despite advances in radiotherapy, it is estimated that ∼40% of head and neck cancer patients suffer from the chronic consequences of salivary gland damage months to years after the completion of radiotherapy, even with newer modalities such as intensity-modulated radiation treatment (IMRT) that reduces exposure to non-tumor tissues.^5^^,^^6^^,^^7^^,^^8^^,^^9^ Animal studies show that the acute effects of radiotherapy in the PG occur in the days and weeks following initial treatment and are likely a result of high levels of acinar cell death,^10^ DNA damage,^11^ dysregulated calcium signaling and ROS generation,^12^ inflammatory responses,^13^ and alterations to the nerves and vasculature, whereas the chronic effects arise months to years after initial treatment (Reviewed in Jasmer et al.^14^). Chronic loss of function is often attributed to fibrosis and the inability of acinar regeneration to occur, and preclinical studies suggest that persistent acinar cell proliferation, vascular damage, and parenchymal cell loss may be contributing factors.^15^^,^^16^^,^^17^^,^^18^ In a similar manner, patients with Sjogren’s syndrome, an autoimmune disease that damages the acinar cells of salivary and lacrimal glands, life-long consequences include dental caries, reduced taste and smell, malnutrition, mucositis, and increased risk for oral infections leading to a significant decrease in quality of life.^19^ Therefore, translational frameworks to understand chronic glandular dysfunction following IR therapy along with the development of regenerative therapies remains an unmet need.

The development of scRNA-seq has made it possible to identify previously uncharacterized cell types within a tissue and to uncover and gene regulatory networks and mechanisms regulating cell-cell communication and specific cell states.^20^^,^^21^^,^^22^^,^^23^ To date, there have been scRNA-seq studies performed for virtually all major tissues, including atlas-level scRNA-seq datasets such as the Tabula Muris^24^ or the Tabula Sapiens^25^ which integrate data from multiple organs in mouse and human, respectively. There are also numerous scRNA-seq studies on disease-specific models, which are important to understand the cellular mechanisms involved that could be targeted for repair or regeneration. In SGs, scRNA-seq studies have focused on understanding homeostasis and development,^26^^,^^27^^,^^28^^,^^29^^,^^30^ as well as particular disease states, such as cancer,^31^ Sjogren syndrome,^32^^,^^33^ and COVID-19 infection.^27^

In this study, we use scRNA-seq to characterize the adult mouse PG and compare the transcriptional landscape 10 months after IR damage to explore chronic dysfunction after irradiation. Owing to the complex heterogeneity of the SGs, distinguishing cell-type compositional differences and their specific and direct contribution to the loss of saliva following radiation therapy is complex, and single-cell transcriptomics will begin to resolve this issue.

This dataset allows for discovery and exploratory research into the mechanisms and cellular processes driving PG dysfunction after IR in a model of fractionated IR with limited acinar cell loss. Our work has been validated by immunofluorescence staining to confirm the presence of selected markers in specific cell populations, confirming the potential to reveal meaningful biological insights. It is noteworthy that scRNA-seq of *in vivo* models of chronic IR injury has only been performed in liver,^34^ lung,^35^ and skin,^36^ and data is only publicly available for lung and skin. Thus, our study will also be an essential resource to better understand cell-specific responses to IR in general.

## Results

### Generation of a single-cell resource of healthy and irradiated mouse parotid gland

Using the 10X Genomics platform, we generated 2 individual scRNA-seq libraries of healthy and IR mouse PG collected 10-month after irradiation (Figure 1A). 

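The Control library and the IR library were each made from the pooled parotid glands of 2 female C3H mice. The IR mice had received 5 daily fractions of 6 Gy, 30 Gy in total, and both glands were taken 10 months later. The deposited files give the authors' raw Cell Ranger counts of unique molecular identifiers (UMIs) per gene and barcode. Keeping barcodes with at least 200 genes and at most 5% of UMIs from mitochondrial genes left 3378 Control cells with a median of 2908 UMIs and 5286 IR cells with a median of 2462 UMIs. The cells were integrated and clustered with Seurat, and the 17 clusters that formed at a resolution of 0.4 were named from marker lists fixed before the data were examined. The names are therefore rebuilt ones and are given as likenesses (acinar-like, B-cell-like). A class named after its leading gene, the Lef1+ T-cell class, is made of 2 clusters, and the marker lists matched both to the paper's CD4+CD8+ T-cells. The first was matched to the paper's CD4+ T-cells and the second to its CD4+CD8+ T-cells only later, by their Cd8b1. Levels are UMIs summed over a class and library, scaled to a common total of UMIs (CPM), and a difference is the log2 ratio of IR over Control. Because each condition has 1 library, no test and no p-value was computed. The intervals given in brackets are exact 95% Poisson or binomial intervals, which cover counting error only and not the variation between mice or libraries. In the median gene, IR was higher than Control by 0.35 in the acinar-like class, 0.25 in the Etv1+ class, 0.23 in the Lef1+ T-cell class and 0.15 in the B-cell-like class on the log2 scale, and the value was -0.87 in the striated duct-like class. Scaling by the trimmed mean of M values (TMM) within a class lowers its ratios by 0.38, 0.29, 0.20, 0.14 and -0.72 in the same order.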

Mice received 6 Gy IR/day to the head and neck region on five consecutive days, for a total dose of 30 Gy. This mouse model of IR damage to SGs results in chronic loss of saliva with partial loss of epithelial cells.^37^ Control and IR PG samples were bioinformatically integrated with SEURAT v4 and clustered following SEURAT’s standard workflow.^38^^,^^39^ The optimal resolution for clustering was determined using clustree package^40^ and the resulting 17 cell clusters were annotated based on their gene expression profile (Figures 1B, S1A, and S1B) and a previously generated atlas of SMG development which provided cell type specific markers.^28^ Stromal and myoepithelial cells (MECs) clustered together with endothelial cells likely because of the low number of cells recovered for these populations. Thus, they were manually annotated based on expression of a combination of stromal (*Col1a12* and *Vim*) and myoepithelial (*Krt14* and *Acta2*) markers which were highly specific (Figures S1C and S1D). 

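In the Control library, stromal and myoepithelial transcripts sat in different cells. Col1a1, a chain of the type I collagen of fibroblasts, was at 665 CPM (559 to 785) in the 33 stromal-like cells and had a UMI in 32 of them, with no UMI in the 5 myoepithelial-like or 91 endothelial-like cells. Vim, an intermediate filament protein of mesenchymal cells, was at 3144 CPM in stromal-like cells and 673 CPM in endothelial-like cells. Krt14, a keratin of basal and myoepithelial cells, was at 3517 CPM in the 5 myoepithelial-like cells, and Acta2, the smooth muscle actin of contractile cells, was at 6458 CPM there and at 9.57 CPM in stromal-like cells. No UMI of Krt14 was counted in stromal-like or endothelial-like cells, which allows shares of cells with a UMI of up to 9.09% and 3.30%. Krt14 also had a UMI in 18.9% of intercalated duct-like cells (3.75% after each cell was thinned to 1000 UMIs, with 47 shallower cells left out), against 0.239% of B-cell-like cells. The stromal-like and myoepithelial-like cells were picked out of the endothelial-like cluster by these same markers, so their levels describe the choice.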

We did not identify discrete clusters of basal duct cells (*Krt14+Krt5+*) or peripheral nerves presumably because of limitations in the dissociation technique, which has been previously reported for adult SG tissue dissociation.^28^

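Basal duct transcripts were present in few intercalated duct-like cells of the Control library. Krt5, a keratin of basal cells, had a UMI in 4 of 127 intercalated duct-like cells (3.15%, 0.865 to 7.87) and in 3 of the 5 myoepithelial-like cells, where it stood at 243 CPM. Trp63, the transcription factor that maintains basal cells, had a UMI in 2 of the intercalated duct-like cells (1.57%) and in all 5 myoepithelial-like cells. Krt15 had no UMI among the intercalated duct-like cells, which allows a share of up to 2.36%. S100b, a calcium-binding protein of glia, also had none there. Sox10, a transcription factor of glia that salivary epithelium also expresses, had a UMI in 8.66% of intercalated duct-like cells and in 18.8% of Etv1+ cells (1.25% and 0.926% after thinning), and in 0.119% of B-cell-like cells. No cluster was led by basal duct or nerve genes.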

**Figure 1:**
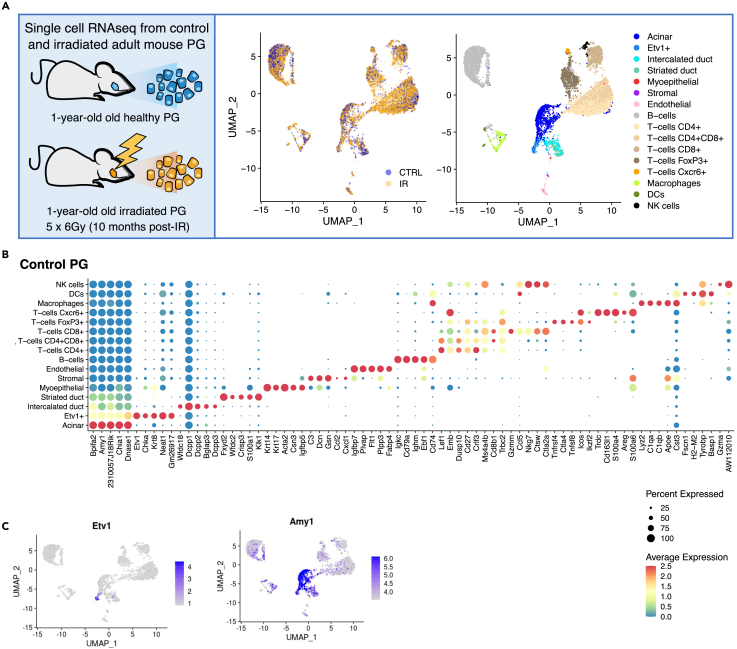
scRNA-seq analysis of control and irradiated PG (A) Single cell suspensions from 1-year-old control and irradiated PG from 2C3H female mice were used to build scRNA-seq libraries. Representative UMAP plots are colored by treatment group or cell type. Clusters were annotated based on the expression of known markers. (B) Balloon Plot with top 5 DEGs per cluster sorted by fold change. Statistical analysis was performed with SEURAT, which uses a non-parametric Wilcoxon rank-sum test for differential expression. Color is relative to scaled gene expression and size of the dot represents the percentage of cells expressing the gene. (C) Representative UMAP plots showing expression of Etv1 and Amy1.

The identified populations included acinar cells (*Amy1+*), intercalated duct (*Dcpp1-3+*), striated duct (*Fxyd2+, Klk1+*), MECs (*Acta2+Krt14+*), stromal (*Col1a1+Vim+*), endothelial (*Pecam1+*), and 9 distinct immune populations including B-cells (*Cd79a+*and Immunoglobulin genes), five subtypes of T-cells (*CD4+; CD8+; CD4+CD8+; FoxP3+; Cxcr6+*), macrophages (*Adgre1+*), dendritic cells (*S100a8/9+*), and natural killer cells (*Gzma+Nkg7+*). 

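Marker transcripts of several named classes were counted in the Control library. Dcpp1, a secreted protein of intercalated ducts, made up 238798 CPM of the intercalated duct-like class, and the kallikrein Klk1 and the ion transport regulator Fxyd2 were at 46404 and 17030 CPM in the striated duct-like class. Pecam1, an adhesion molecule of endothelium, was at 1141 CPM in the endothelial-like class and 38.3 CPM in B-cell-like cells. Cd79a, part of the B-cell receptor, was at 2161 CPM in the B-cell-like class and 2.22 CPM in the Lef1+ T-cell class. Foxp3, the factor that defines regulatory T-cells, was at 128 CPM in its class (100 to 161), and Cxcr6, a chemokine receptor of tissue-resident T-cells, at 523 CPM. Gzma, a granzyme of cytotoxic cells, was at 852 CPM in the Cxcr6+ class but had a UMI in 11.4% of its cells, and other genes of natural killer cells led that class too. Adgre1, the macrophage marker F4/80, had a UMI in 15.9% of macrophage-like cells (13.7% after thinning) and in 0.119% of B-cell-like cells. S100a8 and S100a9, neutrophil proteins, led a cluster of macrophage-like cells, and no UMI of S100a8 was counted in the 44 dendritic cell-like cells, which allows a share of up to 6.82%. Secretory RNA was counted outside the epithelium: Dcpp1 had a UMI in 99.3% of B-cell-like cells. A cluster of 99 Control and 237 IR cells, led by Jchain, Hbb-bt and Igkc at a median of 728 UMIs, was left unnamed.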

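In the Control library, Etv1 (ENSMUSG00000004151.16), an ETS-family transcription factor, was at 197 CPM in a class of 245 epithelial cells and at 20.5 CPM in the acinar-like class. Krt8 (ENSMUSG00000049382.9), a keratin of simple epithelia, was at 388 CPM (373 to 403) in that Etv1+ class and 173 CPM (158 to 189) in the acinar-like class, and it was higher in duct cells, at 690 CPM in the intercalated duct-like and 1149 CPM in the striated duct-like class. Amy1 (ENSMUSG00000074264.12), salivary amylase, was at 67119 CPM in the Etv1+ class, 71204 CPM in the acinar-like class and 30971 CPM in the intercalated duct-like class. Background Amy1, in B-cell-like cells, was at 5437 CPM. The Etv1+ cells had the highest median of UMIs per cell of any class, 19823, with a median of 1615 genes, against 5129 UMIs and 420 genes in acinar-like cells. Median genes were higher in stromal-like (2118), myoepithelial-like (2081) and dendritic cell-like (1812) cells. Etv1 led the cluster that the class was named from.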

We also identified a previously uncharacterized epithelial population defined by high expression of *Etv1* and *Krt8* and moderate expression of *Amy1* (Figures 1B, 1C, and S1B).

### Etv1 expression delineates a secretory sub-population in acinar and duct compartments

The two most striking observations from our initial clustering analysis are the identification of an *Etv1*+ epithelial population and the prominence of multiple resident immune cell types after IR. *Etv1* has been described as one of the top transcription factors expressed in the salivary glands.^41^ To characterize this *Etv1+*cluster, and to generate gene expression profiles of individual cell populations in healthy adult parotid glands, we performed differential expression analysis with SEURAT in the annotated control sample (Figure 1C). Genes enriched in a given cluster are herein referred to as cell-defining genes and were sometimes expressed elsewhere at lower levels. The complete gene list is included in Table S1.

The expression of Amy1 in *Etv1+*cells suggested an acinar-like phenotype. When comparing the gene expression profile of major epithelial populations, 38% of acinar-defining genes (30 of 79) were enriched in *Etv1*+ cells (Figures 2A and 2B). Both cell types expressed serous secretory markers such as amylase (*Amy1*), parotid secretory protein (*Bpifa2*), prolactin induced protein (*Pip*), and carbonic anhydrase 6 (*Car6*), but their expression was significantly higher in acinar cells, while*Etv1+*cells had higher expression of *Krt8, Krt18,* and *Phlda1* (Figure 2C). 

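Of the genes enriched in the acinar-like class of the Control library, 62 of 63 were also enriched in the Etv1+ class, which is 98.4% (91.5 to 100.0). Enriched means a UMI in at least 10% of the class's cells and a mean log-normalized level at least 0.25 natural log units above all other cells. Among the shared genes are all 17 listed serous secretory products, such as amylase and parotid secretory protein, and also Aqp5, Kcnn4, Lrrc26, Krt8, Krt18 and Ntrk2. The Etv1+ class had 159 enriched genes in total. Of the paper's own 79 acinar-defining genes, 55 were enriched in the acinar-like class (69.6%) and 68 in the Etv1+ class (86.1%). The share depends on how enrichment is ranked against other cells, and no test was applied because cells of 1 library are not replicates.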

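Serous secretory transcripts stood at nearly the same level in both classes of the Control library, while Etv1+ cells held more keratin and regulatory transcripts. The factor of Etv1+ over acinar-like cells was 0.943 for Amy1, 0.839 for Bpifa2 (parotid secretory protein), 1.08 for Pip and 1.08 for Car6 (carbonic anhydrase 6). It was 2.24 for Krt8, 1.45 for Krt18, the keratin that pairs with it, and 2.20 for Phlda1, an immediate response gene. Chka, a choline kinase of membrane lipid synthesis, was 50.5-fold and the nuclear RNA Neat1 19.5-fold higher in Etv1+ cells. The secretory genes made up 86.4% of all UMIs in acinar-like cells and 80.6% in Etv1+ cells, so other genes share a small remainder, and the median of 2463 genes outside that list was 1.22-fold higher in Etv1+ cells. Other nuclear RNAs differed in the same way: Malat1 was 8.43-fold and Xist 10.0-fold higher. Malat1 had a UMI in 49.9% of acinar-like droplets and in 94.7% of Etv1+ droplets. In acinar-like droplets its level was 2.30% of that in the immune classes, and the level of T-cell genes there was 2.17% of theirs.

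**Figure D1:**
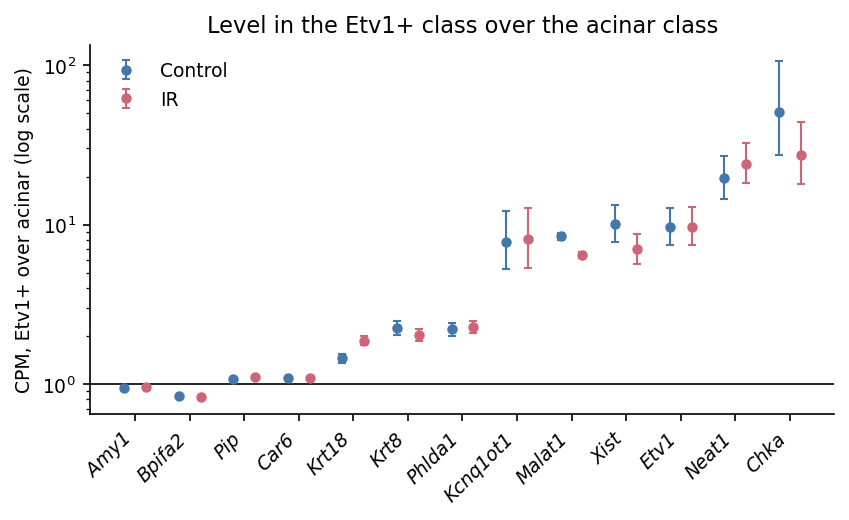
Level in the Etv1+ class over the acinar-like class, as a ratio of CPM on a log axis, for secretory, keratin and nuclear transcripts. Points are the Control and IR libraries, bars are 95% counting intervals, and the line marks equal levels: the secretory genes lie close to it and Neat1 lies at 19.5 in Control and 24.1 in IR.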

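In the Control library, genes of the intercalated duct-like class overlapped those of the Etv1+ class more than genes of the striated duct-like class did. Of 55 genes enriched in the intercalated duct-like class, 37 were also enriched in Etv1+ cells, or 67.3% (53.3 to 79.3). Of 271 genes enriched in the striated duct-like class, 34 were shared, or 12.5% (8.85 to 17.1). B-cell-like cells, as a comparison, shared 1 of 564 genes (0.177%). Secretory products account for part of the duct overlap: 13 of the 17 listed products passed in intercalated duct-like cells and 11 in striated duct-like cells. The intercalated duct share was 28.5% when cells needed at least 500 genes. The same share of the striated duct-like genes was 31.3% in the IR library.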

When compared to duct populations, *Etv1+*cells expressed 38% (19 genes) of intercalated duct (ID)-defining genes (Figure S2A) and only 9.3% of striated duct (SD)-defining genes (Figures 2B and S2B), suggesting that *Etv1*+ cells are transcriptionally similar to both acinar and ID populations. Accordingly, Etv1 protein was detected by immunofluorescence in a subset of duct and acinar cells. Duct cells showed strong nuclear and cytoplasmic Etv1+ signal while it was predominantly nuclear in NKCC1+ acinar cells (Figure 2D).

**Figure 2:**
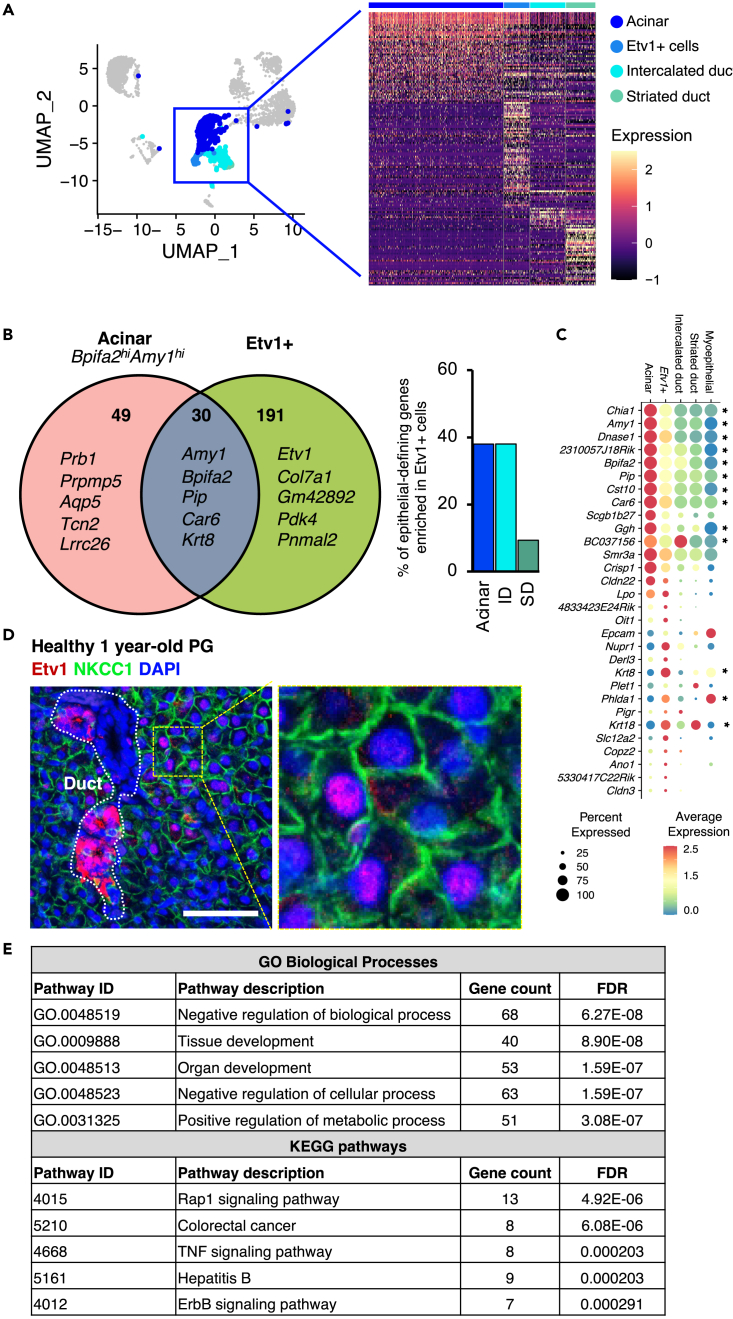
Characterization of acinar and Etv1+ cells (A) UMAP plot highlighting acinar, Etv1+, and duct populations with a representative heatmap of their gene expression profiles. Color scale bar represents scaled gene expression. (B) Venn diagram of cell-defining genes in acinar and Etv1+ clusters showing the number of unique and overlapping cell-defining genes. Representative genes from each group are shown. The bar graph shows the percentage of overlap between cell-defining genes in acinar and duct populations with Etv1+ cells. (C) Balloon plot showing expression of the 30 genes overlapping between acinar and Etv1+ cells. Genes marked with an asterisk are differentially expressed between Etv1+ and acinar cells (p<0.05, Wilcoxon rank-sum test (SEURAT)). Color is relative to scaled gene expression and size of the dot represents the percentage of cells within a cluster expressing the gene. (D) Immunofluorescence staining of PG from 1-year-old C3H mice stained for Etv1 (Red), NKCC1 (green) and DAPI (blue). The area delineated by the yellow dotted line is magnified to the right for visualization. Scale bar = 50um. (E) Results from STITCH analysis showing top biological processes and KEGG pathways associated with defining-genes from Etv1+ cells.

Next, we performed functional analysis of all acinar and *Etv1*+ cell-defining genes using STITCH (search tool for interactions of chemicals, http://stitch.embl.de/), which integrates information about interactions from metabolic and KEGG pathways, crystal structures, binding experiments, and drug-target relationships.^42^ As expected, KEGG pathway analysis on acinar genes showed salivary secretion as one of the top pathways (Figure S2D). In contrast, in *Etv1*+ cells the top functions and pathways were associated with organ development and activation of Rap1, TNF, and ErbB signaling pathways (Figures 2E and S2C), suggesting that the *Etv1+*population has distinct functions despite their transcriptional similarities to acinar cells.

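Genes for fluid secretion were enriched in acinar-like cells, and more of them in Etv1+ cells. Of 18 genes of the salivary secretion machinery, 3 were enriched in the acinar-like class of the Control library: the water channel Aqp5, the potassium channel Kcnn4 and the channel subunit Lrrc26. In the Etv1+ class these 3 were enriched too, and so were the chloride channel Ano1, the sodium-potassium-chloride cotransporter Slc12a2 and the transport protein Atp1b1. Slc12a2 was 5.59-fold higher in Etv1+ than in acinar-like cells. In the intercalated duct-like class 1 such gene was enriched, Aqp5.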

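In each list of the named signaling pathways, 1 or 2 members were enriched in Etv1+ cells of the Control library, and none in acinar-like cells. Among all 48825 genes of the reference, 159 were enriched in Etv1+ cells. The lists were written for the re-analysis and are not those of the paper's pathway tool. The counts therefore do not weigh against the pathways that the paper found. Of 27 Rap1 pathway genes, 2 were enriched in Etv1+ cells: Rap1gap, which switches Rap1 off, and Thbs1, a secreted matrix protein. Of 24 TNF pathway genes, 2 passed there, the immediate early factors Jun and Fos, and Fos also passed in striated duct-like cells. Of 21 ErbB pathway genes, 1 passed, the ErbB feedback inhibitor Errfi1. The receptor Erbb3 was 4.48-fold higher in Etv1+ than in acinar-like cells without passing. Bhlha15, a transcription factor of secretory cells, was 3.00-fold higher. From the pathways found among the Etv1+ genes, the paper proposes that these cells have functions distinct from those of acinar cells in spite of their similar transcripts.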

### Acinar and Etv1+ cells communicate with MECs and stromal cells via Erbb3 and Ntrk2

Given that cellular functions are often initiated by ligand-receptor interactions that trigger signaling cascades, we next used two bioinformatic approaches to predict putative cell-cell interactions: First, we used differential expression analysis for each cluster and cross-referenced the resulting cell-defining genes with a previously published database of curated ligand-receptor pairs.^43^ For reproducibility of this approach, we used R-scripted code which is available as supplemental information. In this database, a ligand is defined as any molecule that interacts with known receptors and thus intracellular components such as *Hras* are included. As a complementary approach, we used CellChat, which infers ligand-receptor pairs and associated pathways based on a manually-curated list of literature-supported interactions grouped into 229 signaling pathways.^44^ Both approaches were consistent and showed that acinar and duct cells had the lowest number of enriched ligand and receptor genes compared to all other cell types while MECs had the highest number across epithelial populations (Figures S3A–S3C).

Differential expression analysis identified 9 ligand and 5 receptor genes among the *Etv1*+ cell-defining genes, as well as 5 ligands and 2 receptors in acinar cells (Figure 3A). The identified receptor genes enriched in *Etv1*+ cells included *Ghr*, *Dddr1*, *St14*, *Erbb3,* and *Epha5*, which were highly specific to this population (Figure 3B, left panel). On the other hand, the ligands found in *Etv1*+ cells were also enriched in other cell types, with the exception of *Col7a1,*which was highly specific (Figure 3B, right panel). 

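All 5 receptor genes were higher in Etv1+ than in acinar-like cells of the Control library, and all were low. Erbb3, a receptor partner for neuregulins, was at 18.0 CPM in Etv1+ cells, 4.03 CPM in acinar-like and 13.4 CPM in intercalated duct-like cells. Ghr, the growth hormone receptor, was at 26.6, 11.4 and 18.2 CPM in the same order, and St14, a membrane serine protease, at 27.8, 7.05 and 22.1 CPM. Ddr1, a collagen receptor, was at 21.5, 12.1 and 19.0 CPM, and Epha5, an ephrin receptor, at 14.3, 0.672 and 9.48 CPM. A UMI of Ghr was present in 42.4% of Etv1+ cells, and in 3.70% after each cell was thinned to 1000 UMIs, with 29 of 245 cells left out. After the same thinning, Erbb3 was present in 3.70%, Epha5 in 3.24%, St14 in 6.02% and Ddr1 in 1.39% of Etv1+ cells. None of the 5 passed the enrichment rule in Etv1+ cells, and Ddr1 and Epha5 passed it in the 5 myoepithelial-like cells.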

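Col7a1 (ENSMUSG00000025650.12), the chain of the collagen that anchors epithelium to stroma, was at 23.3 CPM in Etv1+ cells of the Control library and had a UMI in 40.0% of them. It was at 14.2 CPM in intercalated duct-like cells, 3.69 CPM in acinar-like cells and 1.29 CPM in B-cell-like cells, and passed the enrichment rule in the Etv1+ class alone. After thinning, 5.56% of Etv1+ cells had a UMI. Thbs1, thrombospondin, was at 76.1 CPM in Etv1+ cells and 2632 CPM in the 5 myoepithelial-like cells. Along with Col7a1 and Thbs1, Pip passed in Etv1+ cells. The remaining listed ligands, the chemokine Cxcl1, the angiogenic factor Vegfa, Mllt4, Ltbp3, Cdh1 and Efna1, passed in other classes and not in Etv1+ cells.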

A distinct set of ligands and receptors were enriched in acinar cells, including the receptor genes *Ntrk2* and *Kcnn4*, and the ligands *P4hb, Nucb2, Agt, Tcn2,* and *Pip.* All of the resulting putative interactions from our differential gene expression analysis are shown in Table S2. 

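The ligand and channel genes named for acinar cells were at least as high in Etv1+ cells of the Control library. Kcnn4 was at 207 CPM in acinar-like cells, 300 CPM in Etv1+ cells and 40.0 CPM in B-cell-like cells. P4hb, a folding enzyme of the endoplasmic reticulum, was at 88.0, 220 and 41.3 CPM, and Nucb2, a precursor of the peptide nesfatin, at 161, 199 and 81.3 CPM in the same order. Agt, the angiotensin precursor, was at 83.3, 89.9 and 9.47 CPM. Tcn2, a carrier of vitamin B12, was at 390, 508 and 49.1 CPM. All except P4hb passed the enrichment rule in acinar-like cells, where P4hb lay at 0.24 natural log units above other cells.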

Interactions between acinar and *Etv1*+ cells with all other cell types are summarized as chord plots in Figures S3D and S3E. All interactions predicted by CellChat are available in Table S3. Based simply on the total number of possible pairs (without accounting for the level of expression of individual genes), the strongest outgoing interactions from *Etv1*+ cell ligands were predicted to occur with receptors in endothelial cells, whereas *Etv1*+ cell receptors corresponded to ligands from myoepithelial and stromal cells. In contrast, the corresponding pairs for acinar cell ligands were expressed primarily in T-cells (Figure S3D). These findings were largely corroborated by CellChat (Figure 3D), which does take into account the level of gene expression as well as the proportion of cells expressing a given ligand-receptor pair in a cluster.

**Figure 3:**
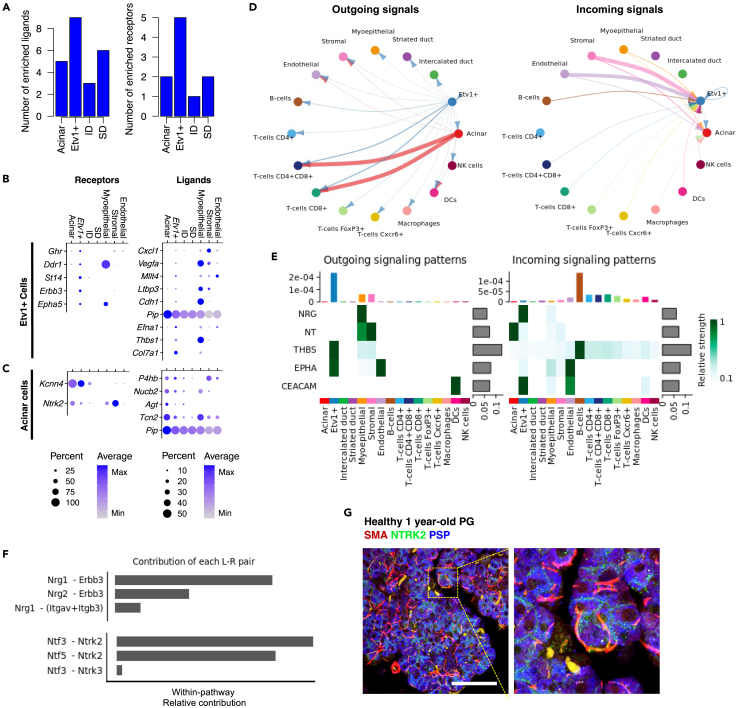
Ligand-receptor analysis of Etv1+ and acinar cells (A) Bar graphs with number of identified ligands and receptors among cell-defining genes from epithelial populations. (B) Balloon plots of expression of ligands and receptors enriched in Etv1+ cells. (C) Balloon plots of expression of ligands and receptors enriched in acinar cells. (D) Chord plots summarizing putative ligand-receptor interactions with Acinar and Etv1+ cells, as predicted by CellChat. The arrows point to the cell expressing the receptors and are colored based on the source of the ligand. The thickness of the arrow is relative to the number of putative pairs identified. (E) Heatmap shows the relative importance of each cell group based on CellChat-computed network centrality measures of NRG, NT, THBS, EPHA, and CEACAM signaling networks. (F) Relative contribution of each ligand-receptor pair to the overall communication network of NRG and NT signaling pathways, which is the ratio of the total communication probability of the inferred network of each ligand-receptor pair to that of the signaling pathway. (G) Immunofluorescence staining for Smooth muscle actin (SMA, Red), NTRK2 (green) and Parotid Secretory Protein (PSP, blue). The area delineated by the yellow dotted line is magnified to the right for visualization. Scale bar = 50um.

CellChat analysis determined that Etv1+ cells were a source of ligands for Thrombospondin (THBS) and EphrinA (EPHA) signaling pathways, and had receptors for Carcinoembryonic antigen cell adhesion molecule (CEACAM) and Neuregulin (NRG) ligands, whereas acinar cells were receptive to Neurotrophin (NT) signaling (Figure 3E). These results revealed notable interactions between myoepithelial and Etv1+ cells via the *Erbb3* receptor and two of its ligands, Neuregulin1 (*Nrg1*) and *Nrg2*, and between myoepithelial and acinar cells via the neurotrophin receptor *Ntrk2* and one of its ligands, Neurotrophin 5 (*Ntf5*) (Figures 3E, 3F, S3D, and S3E). *Ntrk2* was also expressed in *Etv1*+, myoepithelial and stromal cells in our scRNA-seq data but immunofluorescence staining confirmed enrichment of the receptor in acinar cells of mouse parotid gland (Figure 3F). 

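Ntrk2 (ENSMUSG00000055254.14), the receptor for brain-derived neurotrophic factor and neurotrophin 5, was present in acinar-like, Etv1+, duct and stromal-like cells of the Control library. It was at 81.3 CPM in acinar-like cells (71.4 to 92.2), 91.7 CPM in Etv1+ cells, 69.5 CPM in intercalated duct-like cells and 172 CPM in stromal-like cells. In B-cell-like cells, which should lack it, it was at 9.90 CPM. A UMI was present in 39.5% of acinar-like and 65.3% of Etv1+ cells, at median depths of 5129 and 19823 UMIs, and in 9.21% and 9.72% after thinning, against 2.63% of B-cell-like cells at a median of 2539 UMIs. In the 5 myoepithelial-like cells, 3 had Ntrk2 UMIs. Of its ligands, Ntf5 had 2 UMIs in myoepithelial-like cells and none in stromal-like cells. Ntf3 had none in myoepithelial-like cells, which allows a share of up to 60%, and 7 UMIs in 6 of 33 stromal-like cells. The neuregulins that bind Erbb3 had 7 UMIs of Nrg1 and 5 UMIs of Nrg2 in the myoepithelial-like cells. These counts in 5 cells are too few to rank the ligands.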

The cellular functions of *Ntrk2* in acinar cells are currently unknown and thus further mechanistic studies are warranted. Note that MECs, and to some extent, stromal cells, were recovered at a relatively low frequency, and thus CellChat’s results involving these populations should be interpreted with caution, although they are consistent with our previous observations that MECs and stromal cells are major sources of neurotrophins and other ligands in mouse SMG.^28^^,^^45^

### CD8^+^CD4^+^T-cells and acinar cells have the greatest transcriptional response to IR

The model of SG IR used in this study is based on a fractionated dosing schedule of 6Gy x 5 consecutive days, which leads to significant loss of saliva^37^ but it does not result in extensive loss of acinar cells and development of fibrosis (Figure 4A) as reported by Ferreira et al. While this model shows a milder phenotype compared to alternative models using a single 15Gy dose in distinct mouse strains,^12^^,^^46^^,^^47^^,^^48^ it has been previously used to demonstrate the therapeutic potential of adenovirus-based Neurturin gene transfer in the SMG to prevent the loss of saliva caused by IR. Given that we did not perform multiple technical replicates of each treatment, potential changes in cell proportions are reported as trends. 

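T-cells made up more and B-cells less of the IR library than of the Control library. All T-cell-like classes together were 36.5% of 3378 Control cells (34.9 to 38.2) and 55.8% of 5286 IR cells (54.4 to 57.1), a ratio of 1.53 (1.45 to 1.61). B-cell-like cells were 24.8% and 15.8%, a ratio of 0.635 (0.583 to 0.692). The FoxP3+ regulatory class was 5.74% and 9.42%, and the CD8+ class 6.45% and 7.49%, where the interval of the ratio reaches from 0.990 to 1.36. The Cxcr6+ class did not rise, with a ratio of 0.998, and 0.583 to 0.740 under alternatives that found it. It also held natural killer-like cells, as 111 of its 269 cells fell in a natural killer class without integration. Alternatives that formed such a class gave it ratios from 1.33 (0.893 to 1.97) to 1.67 (1.09 to 2.56), so 0.998 joins groups that differ in direction. A share of cells falls when any other class grows, and tissue dissociation can change it, so the shares describe these libraries and not cell numbers in the gland. With the reported genes left out of the clustering, the ratios were 0.640 for B-cell-like and 1.52 for T-cell-like cells.

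**Figure D2:**
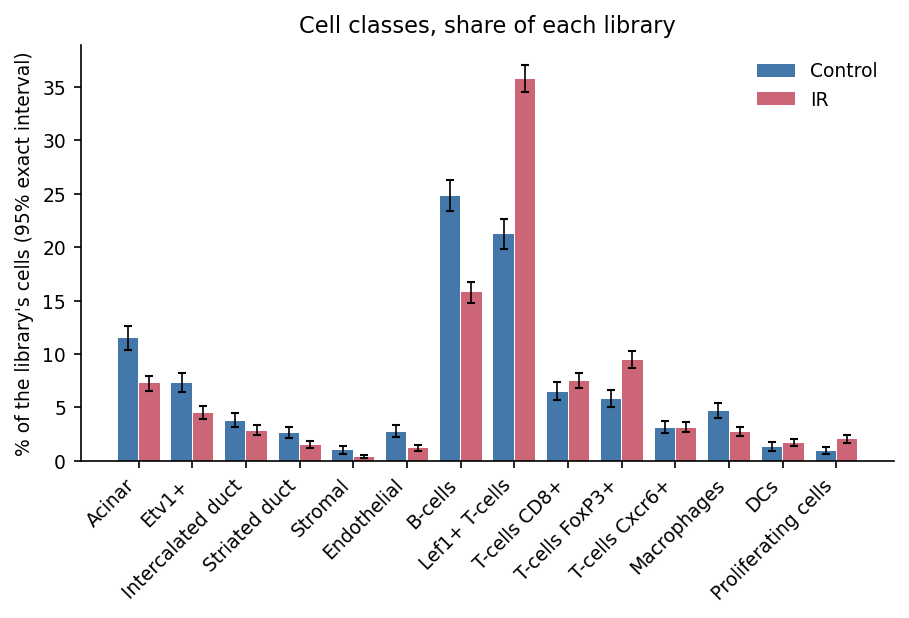
Share of each library's cells in each class (y axis, percent) for the Control and IR libraries, with 95% exact intervals for counting error. The Lef1+ T-cell class is 21.2% of Control and 35.8% of IR cells.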

In general, B cells and T cells were the most affected (Figures 4A and 4B). 

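Within the T-cells, the Lef1+ class had the largest share in both libraries, and a larger one in IR. It held 717 of 3378 Control cells and 1891 of 5286 IR cells, a ratio of 1.69 (1.56 to 1.82). Its first cluster, led by Lef1 and Ramp3, and its second, led by Dapl1 and Klf2, held 570 and 147 Control cells and 1024 and 867 IR cells. Klf2 and Ltb are among the leading genes of the second cluster and are also compared between the libraries, so the ratio of that cluster, 3.77 (3.18 to 4.46), rests in part on them. The ratio of the first cluster was 1.15 (1.05 to 1.26). Clustering without the reported genes gave a ratio of 1.64 for the whole class, against 1.69 with them. It gave no pair of Lef1+ clusters to match, so the ratio of the second cluster was not checked in this way. The paper's proportions rest on its own cells and names, which were not used here, so part of any distance from them may come from rebuilt names.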

We observed a 33% relative decrease in the proportion of B cells, a 39% increase in CD4^+^T cells, and a 195% increase in CD4^+^CD8^+^T cells. 

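Epithelial, stromal and vascular cells were a smaller share of the IR library. Acinar-like cells were 11.5% of Control cells (10.4 to 12.6) and 7.25% of IR cells (6.56 to 7.98), a ratio of 0.632. Intercalated duct-like cells had a ratio of 0.750 (0.594 to 0.946), striated duct-like cells 0.559 (0.413 to 0.757), endothelial-like cells 0.428 (0.311 to 0.591) and stromal-like cells 0.368 (0.210 to 0.646). The number of acinar-like cells was nearly equal, at 387 and 383, and the IR library held more cells in total. Requiring at least 500 genes per cell turned the intercalated duct-like ratio to 1.32 and gave 0.743 for acinar-like cells, whose median is 420 genes in Control and 508 in IR. Clustering without the reported genes gave 0.633 for acinar-like cells.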

A 22% decrease in the proportion of acinar cells was also noted.

**Figure 4:**
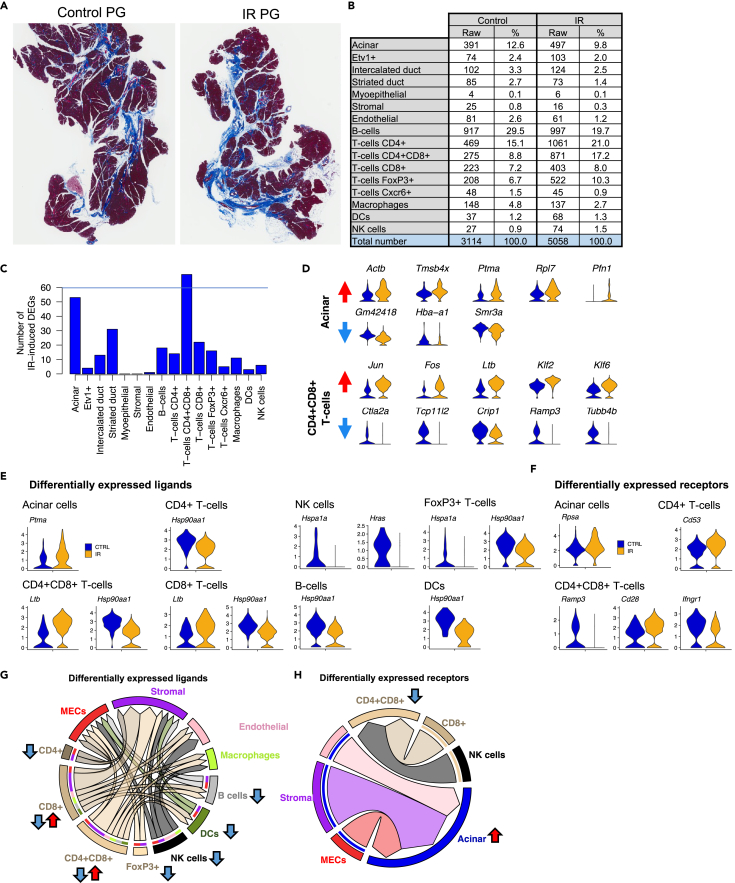
Cell-specific IR-induced DEGs (A) Masson’s trichrome staining of control and IR-PG collected 10 month after IR. Areas in blue represent fibrotic/collagenous tissue. (B) Cell numbers and proportions in scRNA-seq datasets from control and irradiated PG. (C) Bar graph showing number of DEGs after IR in individual cell populations. DE analysis was performed with SEURAT’s default Wilcoxon test (p<0.05). (D) Violin plots of top 5 (if present) up and downregulated genes in acinar and CD4^+^CD8^+^T-cells. Red and blue arrows denote upregulated and downregulated genes, respectively. (E and F) Violin plots of differentially expressed ligands and receptors from SEURAT’s DE analysis. (G and H) Chord plots of ligand-receptor interactions with IR-induced DE receptors and ligands.

Differential expression analysis with SEURAT was performed between control and irradiated cell types. The complete list of differentially expressed genes (DEGs) is shown in Table S4. 

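In every class large enough to compare, more genes lay 2-fold apart between the libraries than counting error alone would give. After each class was thinned to 78334 UMIs per library, the number of genes at least 2-fold apart, with at least 20 UMIs in the higher library, was 60 in the Lef1+ T-cell class, where counting error alone would give 17.6 by simulation. It was 21 in acinar-like cells (3.85 from counting error), 20 in Etv1+ cells (4.95), 34 in intercalated duct-like cells (5.40), 50 in B-cell-like cells (19.0), 52 in CD8+ cells (17.6) and 60 in FoxP3+ cells (22.4). The largest number was in the striated duct-like class, with 25 genes higher and 248 lower in the IR library. Its composition differed as well: serous secretory RNA was 28.4% of its UMIs in Control and 52.8% in IR, at medians of 726.5 and 2005 UMIs per cell. Macrophage-like cells had 81 such genes, endothelial-like cells 82 and Cxcr6+ cells 83. These are counts by size and not by a test, and they depend on the thinning: without it the Lef1+ T-cell class had 670 and acinar-like cells 343. The simulation leaves out variation between cells, so an excess over it does not by itself show a difference between the libraries. Serous products took 86.4% of Control UMIs in acinar-like and 80.6% in Etv1+ cells, against 6.03% in the Lef1+ T-cell class. At equal totals the secretory classes thus had fewer UMIs for all other genes, so the counts do not rank how much the classes differ.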

CD4^+^CD8^+^T-cells had the highest number of dysregulated genes (∼70) after IR across all identified cell populations, followed by acinar cells (Figure 4C). We did not detect DEGs in MEC and stromal populations after IR, and only 1 gene was differentially expressed in IR endothelial cells. 

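Stromal-like, endothelial-like and myoepithelial-like cells were few in both libraries. Stromal-like cells numbered 33 and 19 with medians of 6286 and 3434 UMIs, and endothelial-like cells 91 and 61 with medians of 2495 and 2678 UMIs. Stromal heat shock genes had a median log2 ratio of 0.03, close to the 0.16 of acinar-like cells, where most other classes were negative. Immediate early genes of stromal-like cells had a median of 0.60, with 17 of 19 higher in the IR library. Immediate early genes of endothelial-like cells had a median of 0.08. In endothelial-like cells 46 genes were higher and 36 lower by the 2-fold rule, against 21.8 from counting error. The classes of 33 and 19 and of 5 and 5 cells were below the 50 cells required for that count.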

The lack of DEGs in MECs is likely explained because of the low number of MECs analyzed (Figure 4B). Stromal and endothelial cells also did not show significant changes in gene expression, but they were well-represented in our dataset; thus, cell numbers alone are not likely to account for the lack of DEGs after IR in these populations. Instead, the lack of DEGs may reflect the fact that this model of IR damage is not highly fibrotic (Figure 4A). Alternatively, it is possible that endothelial and stromal populations may have recovered a year after IR damage.

The top upregulated genes in acinar cells after IR included *Actb, Tmsb4x*, and *Pfn1*which are involved in actin polymerization (Figure 4D). 

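Genes of actin polymerization were higher in acinar-like cells of the IR library, all 14 measured members of the list, with a median log2 ratio of 0.79 (at the 100th percentile of 10000 random lists matched on expression), or 0.41 after TMM scaling. The list was written from the paper's themes and holds Actb, Tmsb4x and Pfn1, which the paper reports from these same libraries. Its percentile is therefore a description and not independent support. Actb (ENSMUSG00000029580.14), cytoplasmic beta-actin, was at 262 CPM in Control and 559 CPM in IR, a log2 ratio of 1.09 (0.97 to 1.22), or 0.72 after TMM scaling. Tmsb4x, thymosin beta 4, which binds actin monomers, was at 744 and 1310 CPM (0.82, or 0.44 after TMM scaling), and Pfn1, profilin, which feeds monomers to growing filaments, at 42.7 and 87.9 CPM (1.04, 0.73 to 1.37). Coro1a, a coronin of leukocytes, was at 9.40 and 32.7 CPM. Genes of immune cells were higher there too: the 6 measured MHC class II genes had a median of 1.40 and the 11 naive T-cell genes a median of 1.28. The level of T-cell genes in acinar-like cells was 2.17% of that in immune classes in Control and 3.48% in IR, and the level of B-cell genes 1.13% and 5.27%. Actb in acinar-like cells was at 5.42% and 8.39% of its level in the immune classes. In Etv1+ cells all 14 actin genes were also higher in IR, with a median of 0.59, and T-cell genes were at 0.323% and 0.894% of their level in immune classes. As a mean of log-normalized values over cells, the actin median in acinar-like cells was 0.13. That measure adds a constant to each scaled count before the log, which shrinks differences of low genes, so it is not on the scale of the CPM ratios.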

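Mitochondrially encoded genes were among the 10 highest log2 ratios of well-expressed genes in acinar-like cells, with mt-Cytb of respiratory complex III at 287 and 748 CPM (1.38, 1.26 to 1.50), mt-Rnr1 at 1.30, mt-Nd2 at 1.27 and mt-Nd1 at 1.25. Odam, a secreted matrix protein of ameloblasts and glands, was at 222 and 676 CPM (1.61). Hbb-bt and Hbb-bs, adult beta-globins, had 73.2% and 64.2% of their IR UMIs in 1 droplet each. Among the 10 lowest were the secretory genes Car6 at -0.66, Wfdc12 at -0.85, Dcpp1 at -0.64 and the nuclease Dnase1 at -0.50, and the ribosomal protein genes Rpl41 at -0.70 and Rps28 at -0.45. Prh1, at 159 and 79.2 CPM, had 95.6% of its Control UMIs in 1 droplet. Hsp90aa1, a cytosolic chaperone, was at -0.46.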

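Gm42418 (ENSMUSG00000098178.1), a transcript that overlaps ribosomal RNA sequence, was lower in the IR library in acinar-like cells, at 1790 CPM in Control and 539 CPM in IR, a log2 ratio of -1.73 (-1.82 to -1.65). It was lower in every other class measured as well, from -0.81 in stromal-like to -1.94 in endothelial-like cells. Smr3a (ENSMUSG00000029280.13), a secreted prohormone of salivary acini, was at 123236 and 64782 CPM in acinar-like cells (-0.93). In the B-cell-like class its log2 ratio was -1.10 and in the CD8+ class -0.87. Against Bpifa2, another secretory gene, Smr3a counts stood at 0.280 in acinar-like and 0.329 in B-cell-like cells of Control, and at 0.135 and 0.148 in IR, so the ratio of the pair in immune cells followed that in acinar-like cells. Hba-a1 (ENSMUSG00000069919.7), alpha-globin of red blood cells, was at 334 and 484 CPM in acinar-like cells, a log2 ratio of 0.53, and -0.62 as a mean of log-normalized values per cell. With at least 500 genes per cell this Hba-a1 ratio was -0.36, and with the highest doublet scores removed it was -0.028. Elsewhere its ratio differed in sign, from 0.41 in B-cell-like and 0.21 in Etv1+ cells to -0.61 in the Lef1+ T-cell class and -2.41 in endothelial-like cells. In macrophage-like cells, 74.7% of the UMIs in the higher library came from 1 cell.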

The genes *Gm42418, Hba-a1*, and *Smr3a* were the only downregulated genes in acinar cells and they were also downregulated in most other cell types (Figure S4A and Table S4), suggesting a global response to IR rather than an acinar-specific one. 

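In the Lef1+ T-cell class, immediate early and activation genes were higher and heat shock genes lower in the IR library. Jun (ENSMUSG00000052684.4), an AP-1 transcription factor, was at 177 CPM in Control and 729 CPM in IR, a log2 ratio of 2.04 (1.89 to 2.19). Fos, its partner, was at 83.9 and 313 CPM (1.90). Ltb, the cytokine lymphotoxin beta, was at 232 and 649 CPM (1.49, 1.35 to 1.62). Klf2 and Klf6, zinc finger factors of which Klf2 keeps T-cells quiescent and recirculating, had ratios of 1.12 (1.07 to 1.18) and 1.36 (1.24 to 1.48). Ctla2a, a cysteine protease inhibitor, was at 221 and 104 CPM (-1.09), Crip1, a LIM-domain protein, at -0.99 and Tubb4b, a beta-tubulin, at -1.15. Tcp11l2 and Ramp3, a receptor activity modifying protein, were at -0.16 and 0.01 in the class as a whole. The 2 clusters of the class differ: in the cluster led by Lef1 and Ramp3, the ratios were 0.30 for Jun, 0.24 for Klf2, 0.42 for Tcp11l2 and 0.60 for Ramp3. In the cluster led by Dapl1 and Klf2 they were 1.69 for Jun, 1.46 for Klf2, -1.37 for Tcp11l2 and -1.44 for Ramp3. The first cluster holds most of the class in Control and a smaller part of it in IR, so the class ratios also carry this difference in makeup.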

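Other genes were among those with the highest ratios in the Lef1+ T-cell class. Gpr183, an oxysterol receptor that guides migration, was at 35.9 and 148 CPM (2.04), Rgs1, a regulator of chemokine receptor signals, at 40.8 and 158 CPM (1.95) and Cd69, an early activation marker, at 79.9 and 292 CPM (1.87). Sgms1, Dusp1 and Tagap followed with 1.51, 1.37 and 1.28. Among the lowest were the chaperones Hsph1 at 321 and 73.0 CPM (-2.14), Hspd1 at -1.32 and Stip1 at -1.01, the interferon-induced Ifi27l2a at -1.29, and Lars2 at -1.21. The 9 lowest of all, lipocalin and secretoglobin transcripts such as Obp1a, Scgb1b2 and Mucl2, came almost wholly from 1 Control droplet of 28476 UMIs, which held 99.2% of the Obp1a UMIs of the class in that library.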

In CD4^+^CD8^+^T-cells, the top upregulated genes after IR were *Jun, Fos, Ltb*, *Klf2*, and *Klf6*, and the most downregulated genes were *Ctla2a, Tcp11L2, Crip1, Ramp3,* and *Tubb4b* (Figure 4D). In general, DEGs in acinar cells were associated with regulation of transepithelial transport, electron transport, apoptosis, and translation processes according to gene ontology analysis via The Gene Ontology Consortium,^49^ while DEGs in CD4^+^CD8^+^T-cells were associated with V(D)J recombination, lymphocyte differentiation, apoptosis, axonogenesis, and ERK signaling pathway (Figure S4B).

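In acinar-like cells, mitochondrially encoded genes were higher in the IR library, while nuclear genes of the same respiratory chain changed little and lay below the median gene. Of 11 measured mitochondrially encoded genes, 10 were higher, with a median log2 ratio of 1.19, or 0.81 after TMM scaling. Of 76 nuclear-encoded respiratory chain genes, 44 were higher, with a median of 0.06 against 0.35 for all genes, lower than any of 10000 random lists. The 86 cytosolic ribosomal protein genes had a median of 0.12, with 51 higher, and -0.26 after TMM scaling. Of 13 genes of the secretion machinery 7 were higher, with a median of 0.02, and the anion channel Ano1 was at -0.63 (-1.15 to -0.12). Of 17 serous secretory products 8 were higher, with a median of -0.04, or -0.42 after TMM scaling. Of the p53 target and senescence genes 8 of 9 were higher, with a median of 0.64, and Bax, which promotes apoptosis, was at 14.4 and 22.2 CPM (0.62, 0.03 to 1.22). These are values before TMM scaling, which lowers ratios here by 0.38. The median share of mitochondrial UMIs in acinar-like cells was 0.0536% in Control and 0.255% in IR, against 2.25% and 2.75% in the Lef1+ T-cell class. T-cell genes in acinar-like cells were at 2.2% of their level in immune classes in Control and 3.5% in IR, and B-cell genes at 1.1% and 5.3%. How much of the mitochondrial and p53 target RNA in these droplets came from other cells was not measured. In the Lef1+ T-cell class, 60 of 86 ribosomal protein genes were lower in IR, with a median of -0.25.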

When we cross-referenced the IR DEGs against the database of ligand-receptor pairs from Ramilowsky et al., only a handful of ligands and receptors were represented (Figures 4E and 4F), and only a few of these had a corresponding pair (Figures 4G, 4H, and Table S5). Most differentially expressed pairs were found between immune populations, MECs, stromal, and endothelial cells. 

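Genes for secreted or surface proteins differed between the libraries in both acinar-like cells and the Lef1+ T-cell class. In acinar-like cells, Ptma, prothymosin alpha, was at 161 CPM in Control and 269 CPM in IR, a log2 ratio of 0.74 (0.57 to 0.91), or 0.36 after TMM scaling. In the Lef1+ T-cell class, Cd28, a co-stimulatory receptor, was at 388 and 632 CPM (0.70, 0.59 to 0.81), and Cd53, a tetraspanin of leukocytes, at 608 and 871 CPM (0.52). Hspa1a, an inducible heat shock protein, was at 204 and 102 CPM (log2 ratio from -1.19 to -0.81). Hras, a small GTPase, was at 35.1 and 37.1 CPM (0.08, -0.31 to 0.48), a difference not detectable at this depth. Cd53 is among the genes that lead the first cluster of that class and Cd28 among those that lead the second.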

In acinar and CD4^+^CD8^+^T-cells, which were the most transcriptionally affected, we identified 5 ligands (*Ptma, Hsp90aa1, Ltb, Hspa1a,* and *Hras*) and 5 receptor genes (*Rpsa*, *Cd53, Ramp3, Cd28*, and *Ifngr1*) differentially expressed after IR (Figures 4E and 4F). However, these DEGs were expressed across multiple clusters and were not defining for any individual population. For instance, *Hsp90aa1* was downregulated in all immune populations except NK cells and macrophages, and both *Hspa1a* and *Hras* were downregulated in NK cells (Figure 4E). Similarly, *Rpsa* was upregulated in acinar cells while*Ifngr1* was downregulated in CD4^+^CD8^+^T-cells after IR (Figure 4F). 

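Chaperone genes were lower in the IR library in nearly all classes. Hsp90aa1 (ENSMUSG00000021270.13), the stress-induced form of the chaperone HSP90, had log2 ratios of -1.36 in the Lef1+ T-cell class (1774 CPM in Control and 689 CPM in IR), -1.24 in B-cell-like, -1.37 in CD8+, -1.39 in FoxP3+ and -2.28 in dendritic cell-like cells. In Cxcr6+ cells it was -1.15 (-1.34 to -0.96) and in macrophage-like cells -1.03 (-1.20 to -0.86), and in epithelial cells it was smaller, -0.55 in Etv1+ and -0.53 in intercalated duct-like cells. The list of 17 heat shock and chaperone genes had a median below 0 in 13 of 15 classes, with -0.81 in the Lef1+ T-cell class and -0.88 in B-cell-like cells, where all 17 were lower. Immediate early genes went the other way in lymphocytes: all 19 were higher in the Lef1+ T-cell class, with a median of 0.80, and 17 of 19 in B-cell-like cells. As a mean of log-normalized values over cells, the medians in the Lef1+ T-cell class were 0.16 for immediate early and -0.34 for heat shock genes. That measure shrinks differences of low genes and is not on the scale of the CPM ratios. In intercalated duct-like cells 14 of 19 immediate early genes were lower, with a median of -0.80. In Cxcr6+ cells, the class with natural killer genes, Hspa1a was at 417 and 94.0 CPM (-2.15, -2.68 to -1.64) and Hras at 84.9 and 64.2 CPM (-0.40, -1.19 to 0.37).

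**Figure D3:**
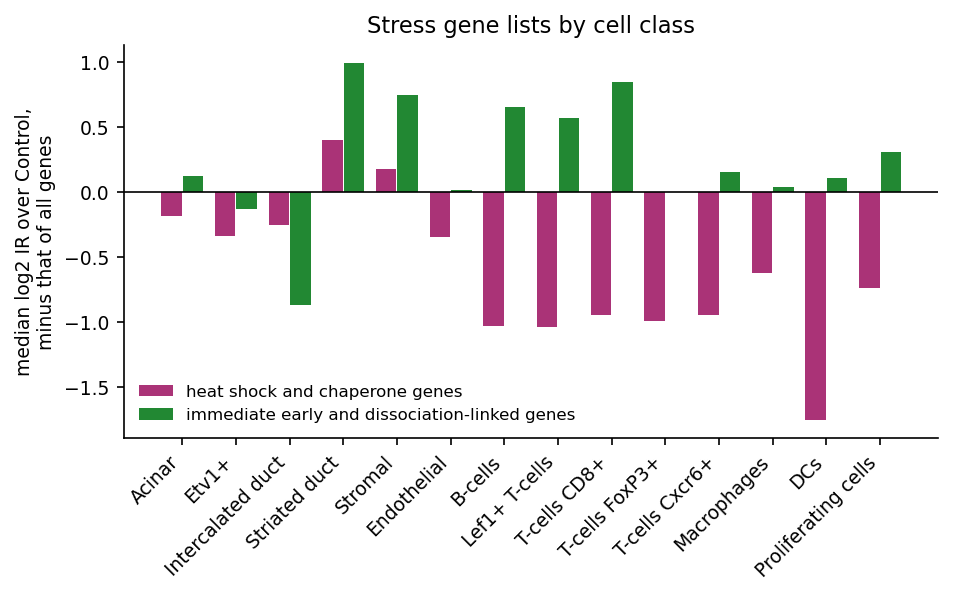
Median log2 ratio of IR over Control of the heat shock and the immediate early lists in each class (y axis), after the median of all genes of the class is taken away. The figure leaves out the myoepithelial-like class. With that class counted, the heat shock value lies below 0 in 13 of 15 classes.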

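Rpsa (ENSMUSG00000032518.5), a ribosomal protein that also acts as a laminin receptor, was at 768 CPM in Control and 956 CPM in IR in acinar-like cells. Its log2 ratio was 0.32 (0.24 to 0.40), close to the shift of the median gene, and -0.06 after TMM scaling. Ifngr1 (ENSMUSG00000020009.12), a chain of the interferon gamma receptor, was at 695 and 624 CPM in the Lef1+ T-cell class, a log2 ratio of -0.15 (-0.24 to -0.07). In the cluster of that class led by Dapl1 and Klf2 it was -0.86, and in the other cluster 0.28.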

Putative pairs were found for *Rpsa* (Ribosomal protein SA (*Rpsa*), also known as Laminin receptor 1)*, Ifngr1* (Interferon Gamma Receptor 1)*, Hsp90aa1* (Heat shock protein 90 Alpha Family Class A Member 1)*, Ltb* (Lymphotoxin Beta), and *Hras* oncogene (Table S5).

This analysis suggested multiple signaling alterations including interactions with acinar cells via *Lamb2-Rpsa* and between NK and CD8^+^ cells with CD4^+^CD8^+^T-cells via *Ifng-Ifngr1* (Table S5, Figures 4G and 4H). 

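Ifng (ENSMUSG00000055170.3), the cytokine interferon gamma, was higher in the CD8+ class of the IR library. It was at 21.4 CPM (13.1 to 33.0) in Control and 83.3 CPM (68.8 to 100) in IR in CD8+ cells, and 69.0 CPM (45.1 to 101) and 117 CPM (87.1 to 154) in Cxcr6+ cells. A UMI was present in 7.34% of Control and 16.7% of IR CD8+ cells, or 1.84% and 5.85% after thinning. In Cxcr6+ cells the 2 intervals overlap, and that class also held natural killer-like cells. At a higher resolution, natural killer-like cells numbered 29 in Control and 76 in IR, and Cxcr6+ cells 76 and 88. The Ifng level of the joint class thus also carries a difference in makeup. The Lef1+ T-cell class had 0 UMIs of Ifng in Control and 2 in IR. Lamb2, a laminin chain of basement membranes, was at 139 CPM (92.9 to 199) and 86.9 CPM (31.9 to 189) in stromal-like cells, a difference within counting error, and at 112 and 110 CPM in endothelial-like cells.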

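Egfr, the epidermal growth factor receptor, had its highest level in stromal-like cells, at 100 CPM in Control (15 of 33 cells) and 57.9 CPM in IR (4 UMIs in 3 of 19 cells). In IR, 5 of 88 dendritic cell-like cells held 6 UMIs and 6 of 149 intercalated duct-like cells 8 UMIs. In myoepithelial-like cells 3 of 5 Control and 1 of 5 IR cells had a UMI, and in endothelial-like cells 0 of 91 Control cells, which allows a share of up to 3.30%, and 1 of 61 IR cells. Tnfrsf1a, a TNF receptor that also binds lymphotoxins, was at 190 and 172 CPM in endothelial-like cells, 62.9 and 71.4 CPM in macrophage-like cells, 18.3 and 17.3 CPM in dendritic cell-like cells and 2.58 and 2.41 CPM in B-cell-like cells. Cd40, a receptor of antigen-presenting cells, was at 307 and 219 CPM in dendritic cell-like cells, 53.4 and 60.2 CPM in B-cell-like cells and 52.5 and 30.2 CPM in macrophage-like cells. In endothelial-like cells it had 1 UMI in Control and 2 in IR.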

Paracrine signaling via *Hsp90aa1* from immune cells to *Egfr* expressed in myoepithelial, stromal, and endothelial cells was potentially reduced, while*Ltb* interaction with *Tnfrsf1a* and *Cd40* expressed by macrophages, endothelial cells, dendritic cells, and B-cells was potentially increased.

### Neurotrophin, neuregulin, ECM, and immune signaling are the main altered pathways in Acinar and Etv1+ cells after IR

Given that too few ligands and receptors were differentially expressed, we next used CellChat, which is sensitive to expression patterns in ligands and receptors themselves, as well as their cofactors, and weighs the size of a given cluster and the proportion of cells within a cluster expressing a gene. CellChat predicted similar ligand-receptor interactions in the IR-PG compared to those from the control glands (Table S3). There was an increase in the number of interactions after IR from 3128 in the control to 3191 in IR PG, although the predicted interaction strength was slightly reduced (Figure 5A). Interactions with *Rpsa*, *Hsp90aa1*, or *Hras* could not be confirmed since these are not included in CellChat’s database of ligand-receptor pairs. CellChat predicted that MECs, stromal, and endothelial cells had the highest number of differential interactions while B-cells and T-cells had the greatest difference in interaction strengths (Figures 5B and S5A). A summary of the number of differential interactions per cell type is provided in Data S1. Here, we focus specifically on acinar and Etv1+ cells.

**Figure 5:**
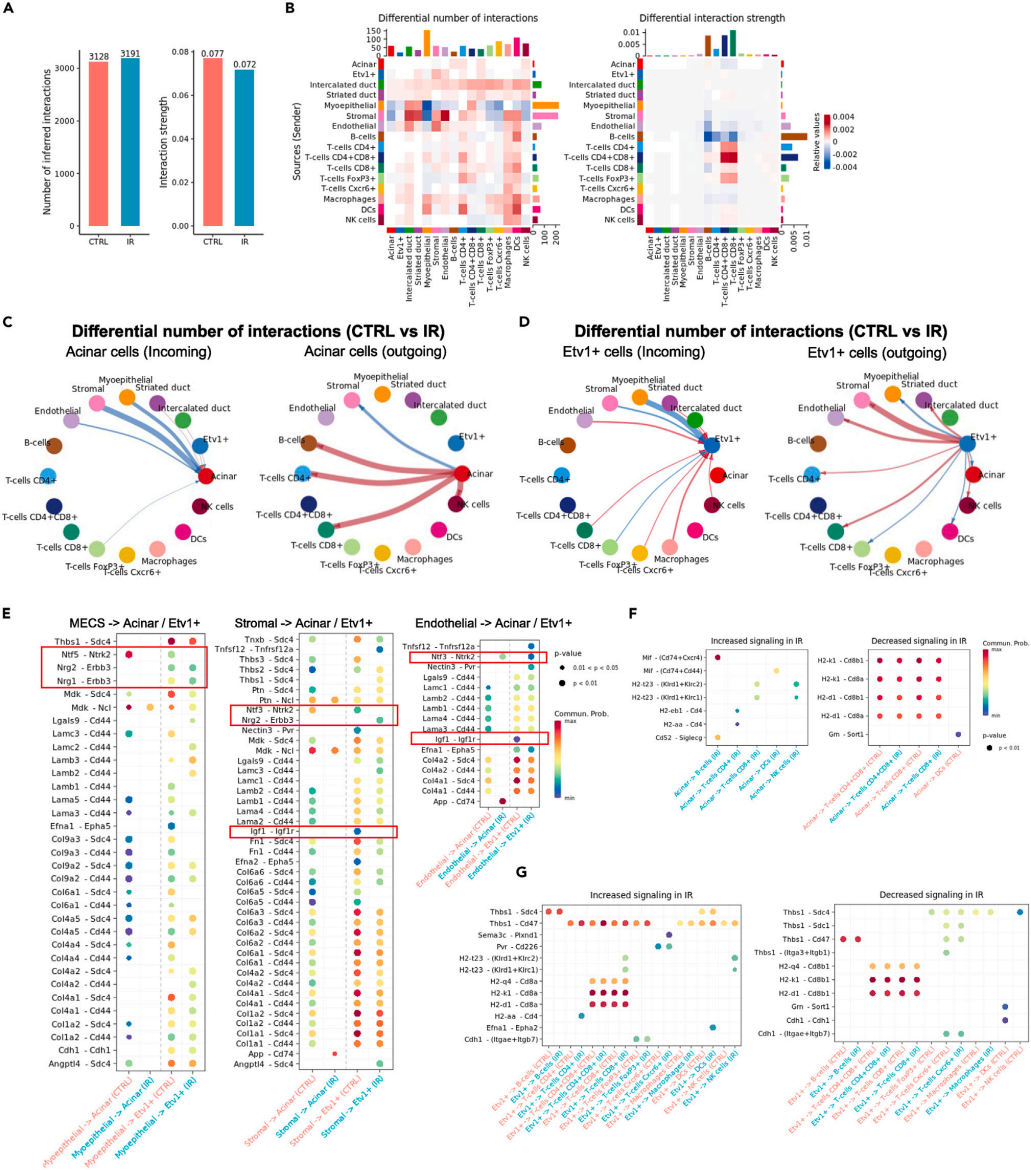
Dysregulated ligand-receptor pairs after IR (A) Number of ligand-receptor pairs and interaction strength in control and IR-PG determined by CellChat. (B) Differential number of possible interactions between acinar and Etv1+ cells with all other populations in IR-PG compared to control. Red (positive values) and blue (negative values) in the color bar indicate higher number of predicted interactions in IR-PG and controls, respectively. (C and D) Differential ligand-receptor interactions in Acinar and Etv1+ cells between IR-PG and control, as predicted by CellChat. The arrows point to the cell expressing the receptors. Red arrows indicate increased number of interactions and blue arrows represent a decrease. The thickness of the arrow is relative to the change in number of interactions between control and IR-PG. (E) Comparison of the significant ligand-receptor pairs between control and IR-PG, which contribute to the signaling from MECs, stromal and endothelial cells to acinar and Etv1+ cells. Dot color reflects communication probabilities and dot size represents computed pvalues. Empty space means the communication probability is zero. pvalues are computed from one-sided permutation test. (F and G) Comparison of the significant ligand-receptor pairs between control and IR-PG, which contribute to the signaling from acinar and Etv1+ cells to immune populations. Dot color reflects communication probabilities and dot size represents computed pvalues. Empty space means the communication probability is zero. pvalues are computed from one-sided permutation test.

CellChat predicted altered signaling from MECs, stromal, and endothelial cells to both acinar and Etv1+ cells (Figures 5C and 5D). Generally, this seemed to be predominantly mediated by fewer interactions between *Cd44* and *Sdc4* with multiple collagens and laminins (Figure 5E). 

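Cd44, a receptor for hyaluronan and matrix, was at 12.8 CPM in Control and 16.0 CPM in IR in acinar-like cells (log2 ratio 0.33, -0.33 to 0.99) and at 51.9 and 65.8 CPM in Etv1+ cells (0.34, 0.11 to 0.58). Sdc4, the proteoglycan syndecan 4, was at 19.5 and 16.0 CPM in acinar-like cells (-0.88 to 0.31) and 56.1 and 56.2 CPM in Etv1+ cells. Both acinar-like levels lie below those of B-cell-like cells, at 63.3 CPM for Cd44 and 127 CPM for Sdc4 in Control. Of 12 collagen genes measured in stromal-like cells 9 were lower in IR, with a median of -0.33 against -0.14 for all genes. The fibrillar collagen gene Col1a1 was at -0.06, Col1a2 at -0.12 and Col3a1 at -0.12, while Col4a1 of basement membranes was at 569 and 319 CPM (-0.84, -1.57 to -0.17) and Col6a1 at 723 and 420 CPM (-0.78, -1.41 to -0.20). All 5 laminin genes measured there were lower, with Lamb1 at 273 and 101 CPM (-1.43, -2.81 to -0.29). In endothelial-like cells 5 of 6 laminin genes were higher, with a median of 0.31, and Col4a2 was at -0.56.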

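Ntrk2 was at 72.3 CPM in acinar-like cells of the IR library, a log2 ratio to Control of -0.17 (-0.45 to 0.11), a difference not detectable at this depth. Ntf5 had 2 UMIs in Control and none in IR among the myoepithelial-like cells, 5 in each library.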

We also saw a shift in Neurotrophin signaling interactions after IR, which were decreased between acinar cells and MECs or Stromal cells, but increased with endothelial cells (Figure 5E); this shift also involved changes in the ligand *Ntf5* and the appearance of a more significant contribution from *Ngf-Ntrk1* interactions (Figure S5B). Disruption of neurotrophin signaling was also recently reported in irradiated human salivary glands.^45^ 

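Igf1 (ENSMUSG00000020053.18), insulin-like growth factor 1, was at 120 CPM (77.4 to 177) in Control and 275 CPM (166 to 430) in IR in stromal-like cells, with a log2 ratio between 0.26 and 2.12, and at 30.2 and 35.3 CPM in endothelial-like cells. Its receptor Igf1r was at 8.12 and 9.92 CPM in Etv1+ cells (0.29), with a UMI in 19.2% and 15.6% of cells and in 1.39% and 2.09% after thinning. Nrg2, a neuregulin, had 4 UMIs in each library in stromal-like cells, in 3 of 33 and 3 of 19 cells. Erbb3 in Etv1+ cells was at 18.8 CPM in IR, a log2 ratio of 0.06 (-0.38 to 0.49). Of 5 neuregulin and insulin-like growth factor pathway genes measured in Etv1+ cells, 3 were higher in IR.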

Altered signaling in Etv1+ cells also involved loss of *Igf1-Igf1r* interactions with stromal and endothelial cells, and increased interactions via *Nrg2-Erbb3* with stromal cells (Figure 5E). A key difference between the two cell types was their differential interactions after IR with immune populations. In acinar cells, there were increased interactions with T-cells and B-cells (Figures 5C and 5F), but the strength of the interactions was generally lower (Figure S5C). In contrast, Etv1+ cells showed generally stronger interactions with T-cells, with the exception of FoxP3+ cells, which had fewer interactions (Figures 5D, 5G, and S5C).

These results combined suggest that this model of IR injury shows alterations in cell adhesion interactions with the extracellular matrix (i.e. via Cd44, Sdc4, collagen and laminin), as well as changes in neurotrophin (Ntrk2, Ntf5, Ntf3), neuregulin (Nrg1, Nrg2, Erbb3), and IGF (Igf1, Igf1r) pathways. Furthermore, they suggest active involvement of immune cells, particularly T-cells, in mediating cellular responses after IR, although the specific mechanisms involved are still unclear. Further mechanistic studies are encouraged to determine the functional relevance of these predicted interactions.

## Discussion

We generated a scRNA-seq resource of adult PG that includes a chronic IR injury model. This resource allowed us to identify a discrete cell cluster of secretory cells defined by *Etv1* expression, and to predict putative ligand-receptor interactions that mediate key signaling pathways between secretory cell types and their microenvironment during homeostasis and after injury.

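Etv1 was not limited to a single class in these libraries. In Control it was at 129 CPM in intercalated duct-like cells, with a UMI in 25.2% of them (6.25% after thinning), and in 14.2% of acinar-like cells (4.34% after thinning). In the Etv1+ class, which was named by it, 87.3% of cells had a UMI (27.3% after thinning). B-cell-like cells, which should lack it, had a UMI in 2.74% at a median of 2539 UMIs (1.34% after thinning). The IR library was alike, with 203 CPM in the Etv1+ class, 119 CPM in intercalated duct-like and 21.1 CPM in acinar-like cells. With droplets thinned to 2000 UMIs, those that held the nuclear RNA Malat1 had Etv1 in 33.8% against 11.5% within the Etv1+ class of Control, and 6.98% against 5.19% within its acinar-like class. The intervals of the first pair, 26.5 to 41.6 and 2.45 to 30.2, overlap, and those of the second, 2.60 to 14.6 and 2.71 to 8.90, overlap almost wholly. Overlapping intervals do not make the shares equal. The IR library went the same way, with 36.8% (28.6 to 45.6) against 9.09% (1.12 to 29.2) within its Etv1+ class. Within its acinar-like class the shares were 4.5% and 3.9%.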

The near exclusivity of *Etv1* expression in a single cluster is intriguing but it is not known whether it represents a cell-type-specific marker or a cell state. Their mixed histological localization suggests the latter. We saw expression of *Etv1* in both acinar and duct compartments, particularly close to the intercalated duct, similar to observations made by Song et al. in adult mouse SMG.^50^ *Etv1* is one of the top transcription factors in the salivary glands^41^ and it was previously reported to be enriched in putative salivary stem cells defined by expression of Lin–CD24+c-Kit+Sca1+.^51^ *Etv1* was also recently associated with the development of the acinar epithelium in the mouse SMG.^28^ These observations may be suggestive of *Etv1* being involved in an intermediate state between intercalated duct and acinar cells. Indeed, experiments in rodents suggest that intercalated duct cells may harbor stem cells that can differentiate into acinar cells or other duct cells.^52^^,^^53^^,^^54^ *Etv1+*cells showed enrichment of *Erbb3* expression, which was predicted to mediate signaling via neuregulin ligands derived from MECs and stromal cells. Erbb3 signaling is critical for SG development and plays a crucial role in organogenesis. Branching morphogenesis in the mouse SMG depends on intraepithelial signaling mediated by ErbB2, ErbB3, and neuregulin 1 (Nrg1).^55^ Nrg1-null embryos show reduced innervation and defective branching morphogenesis.^56^^,^^57^ Thus, it is plausible that *Etv1*+ (*Erbb3+)* cells in the adult parotid gland could be involved in either replenishment of the epithelium or wound healing, and may function as a proacinar population in the PG.

Our finding that the neurotrophic receptor *Ntrk2* is enriched in acinar cells is interesting because of the precedent of using neurotrophic factors such as neurturin to preserve function in irradiated SGs.^37^^,^^58^ Moreover, we recently reported that in humans, IR chronically dysregulates the neurotrophin signaling pathway in both PG and SMG and is associated with functional and morphological abnormalities.^45^ Ligand-receptor analysis predicts that stromal cells and MECs communicate with *Ntrk2-*expressing acinar cells via *Ntf5* and *Ntf3*, respectively. Considering the localization of MECs surrounding acinar cells, it is likely that both juxtracrine and paracrine signaling takes place. The function of the Ntrk2 receptor in salivary acinar cells is not known but the gene is also highly expressed in Neurogenin 3-positive (Ngn3+) endocrine progenitors in the pancreas^59^ and its activation regulates Ngn3+ cell fate commitment. Neurotrophin receptors are also mutated or upregulated in a variety of cancers, suggesting a role in proliferation and differentiation. In the SMG, *Ntrk2* is expressed in serous acinar cells but not in seromucous acinar cells,^28^ indicating that *Ntrk2* signaling may be important for the serous acinar phenotype, which is predominant in the PG. Furthermore, we recently identified that *NTRK2* is highly upregulated in MECs of irradiated human SGs along with other neurotrophin receptors and stimulation of neurotrophin signaling *in vitro* promoted myoepithelial differentiation.^45^ In the lacrimal gland, neurotrophins are expressed in acini while neurotrophin receptors are expressed by MECs,^60^ suggesting that neurotrophin signaling may mediate intercellular communication between acinar cells and MECs in other exocrine tissues. Moreover, given that Ntrk2 is expressed on the cell surface, it may also provide a viable strategy to FACS-sort acinar cells from parotid gland to investigate expansion or differentiation of acinar cells *in vitro.* The latter application would likely require a combination of markers since*Ntrk2* is also expressed in *Etv1*+, myoepithelial and stromal cells.

The IR model used in our study has been previously used to demonstrate the protective effect of neurturin gene-transfer to prevent loss of saliva in the IR-SMG.^37^ In contrast to more severe models of IR injury,^12^^,^^46^^,^^48^^,^^61^^,^^62^ this model does not result in extensive loss of acinar cells and is only mildly fibrotic; nonetheless, secretory function is not regained after IR without therapeutic intervention. This model is ideal for evaluating transcriptional changes that occur in acinar cells which lead to chronic loss of secretion. Indeed, acinar cells had the second largest number of DEGs after IR in this model. 

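Cd4 (ENSMUSG00000023274.14), the co-receptor of helper T-cells, and Cd8a (ENSMUSG00000053977.13) or Cd8b1 (ENSMUSG00000053044.8), the chains of the co-receptor of cytotoxic T-cells, were rarely counted in the same cell. Of 2608 cells of the Lef1+ T-cell class, 384 had a Cd4 UMI, 714 had a Cd8 UMI and 6 had both, where independent detection would give 105. In Control 1 cell had both against 32.8 expected, and in IR 5 against 72.5. The share with Cd4 was 15.5% in Control and 14.4% in IR, and the share with Cd8 29.6% and 26.5%, while 1516 cells had neither. Over all 4183 T-cell-like cells, 15 had both against 163 expected. These 15 had a median of 4837 UMIs, against 2980 UMIs in cells with a UMI of only Cd4 or only Cd8. Background was 0.479% of B-cell-like cells for Cd4 and 1.32% for Cd8, at a median of 2374 UMIs.

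**Figure D4:**
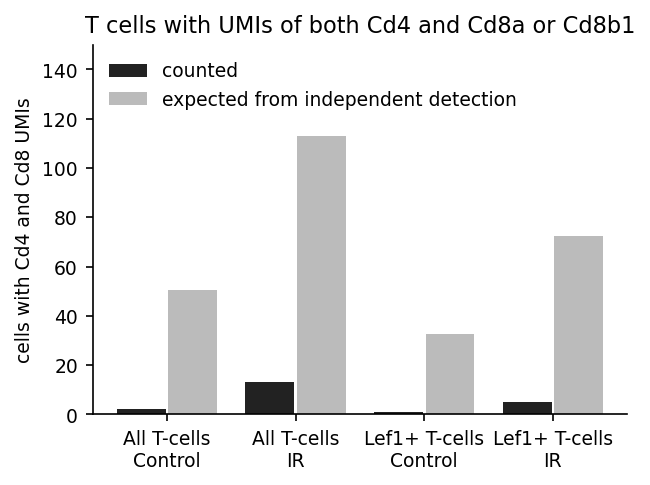
Number of T-cells with UMIs of both Cd4 and Cd8a or Cd8b1 (black) beside the number expected from independent detection (grey), for all T-cell-like cells and the Lef1+ class in each library. In the Lef1+ class of IR, 5 cells were counted and 72.5 expected.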

Surprisingly, CD4^+^CD8^+^ cells showed the highest number of DEGs after IR, suggesting that chronic damage after IR may be sustained by immunologic mechanisms. There is growing evidence of immune-epithelial interactions in the regulation of tissue homeostasis and wound healing responses with macrophages and regulatory T-cells (T_regs_; FoxP3+) garnering the most attention.^63^ Through Notch-mediated signaling, mammary gland stem cells induced resident macrophages to produce Wnt ligands ultimately leading to mammary stem cell proliferation.^64^ Depletion of T_regs_ in the intestine leads to a reduction in LGR5+ stem cells.^65^ Given the extensive ligand-receptor interactions between *Etv1*+ cells and immune cells, it is interesting to speculate a functional role of *Etv1*+ cells in directing the localization and activation of resident immune populations. In the epidermis, distinct cellular populations around the hair follicle produce distinct chemokines to direct innate immune cell populations.^66^ For example, the interaction between *Etv1*+ and *FoxP3*+ cells via *Cdh1*-*Itgae* (E-cadherin and integrin-α-E) may represent the physical tethering of this sub-population of T-cells to the salivary epithelium under homeostasis,^67^ and it was increased after IR (Figure 5G). It is interesting to note that radiation treatment led to a 1.5-fold increase in T_regs_ without a concomitant change in *Etv1*+ cells or macrophages. 

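FoxP3+ T-cells were a larger share of the IR library, at a ratio of 1.64 (1.40 to 1.93), or 1.64 with the reported genes left out of the clustering. Etv1+ cells were 7.25% of Control and 4.48% of IR cells, a ratio of 0.618 (0.520 to 0.735), and macrophage-like cells 4.65% (3.96 to 5.41) and 2.69% (2.27 to 3.16), a ratio of 0.578. In numbers of cells these were 245 and 237 Etv1+ cells, 157 and 142 macrophage-like cells, and 194 and 498 FoxP3+ cells. A coarser clustering, at a resolution of 0.1, put other cells with the macrophage-like class and gave it a ratio of 1.07. Without the reported genes the ratio of Etv1+ cells was 0.601 and of macrophage-like cells 0.627.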

Given the extensive role macrophages and *FoxP3*+ cells serve in injury and regeneration models, more work is required to unravel the impact of these T_regs_-epithelial interactions population during SG dysfunction.

Radiation treatment also resulted in the greatest increase in CD4^+^CD8^+^ populations and the most DEGs observed in the CD4^+^CD8^+^ cells (Figure 4). Clinical evaluation of SMG by immunohistochemistry following radiotherapy has revealed increased T-cells (CD3^+^, CD4^+^ or CD8^+^) in the periacinar area and B cell (CD20^+^) nodules in the periductal area.^68^ The DEGs in the CD4^+^CD8^+^ population suggest an imbalance in immune regulation following irradiation. Increases in KLF2 in IR PGs may represent a shift in T-cell populations as KLF2 is highly expressed in naive and memory T-cells and downregulated by TCR activation and cytokine stimulation in effector T-cells.^69^ In addition, high levels of KLF2 inhibit T-cell proliferation and clonal expansion.^69^ 

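Klf2 (ENSMUSG00000055148.7) was at 1549 CPM in Control and 3374 CPM in IR in the Lef1+ T-cell class. Genes of naive T-cells moved less: of 12 measured, 11 were higher in IR, with a median log2 ratio of 0.19, near the 0.23 of all genes, and -0.01 after TMM scaling. Among them Tcf7, a transcription factor of naive and memory cells, was at 0.98, Ccr7, the receptor that guides cells into lymph nodes, at 0.20, Lef1 at 0.13 and Il7r at 0.12. S1pr1, a target of Klf2 that lets T-cells leave lymph nodes, was at 0.19 (0.07 to 0.32).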

KLF6 also inhibits cell proliferation and is co-regulated with KLF2 in MCF-7 cells.^70^ Thus, high levels of KLF2 and KLF6 coupled with a lack of cytokines and chemokines on the DEGs suggest that the increase in CD4^+^CD8^+^T-cells may represent a naive population; however further kinetic analysis is required. This is also supported by a decrease in *Ctla2a*, which encodes for a cysteine protease that serves an immunosuppressive function in retinal pigment epithelium^71^^,^^72^ and promotes the conversion of CD4^+^T cells to Treg cells via Transforming Growth Factor β (TGFβ) signaling.^73^ 

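Klf6 (ENSMUSG00000000078.6) was at 304 CPM in Control and 780 CPM in IR in the Lef1+ T-cell class. Effector and cytokine genes were low in both libraries. Tnf had 7 UMIs in Control and 44 in IR (3.11 and 9.48 CPM, log2 ratio 1.61, 0.45 to 3.01), and Ccl5, a chemokine, was at 33.7 and 62.9 CPM (0.90, 0.53 to 1.28). Il2 had 1 and 3 UMIs, Il4 0 and 1, Gzmb 2 and 11. Of 8 measured effector and cytokine genes 6 were higher in IR, with a median of 0.85, and over all T-cell-like cells with only Cd4 the median was -0.02. All 12 measured activation and exhaustion genes were higher, with a median of 0.58. From the levels of KLF2 and KLF6 and the lack of cytokines and chemokines among its differentially expressed genes, the paper proposes that the rise of these T-cells may be one of naive cells, and it asks for further kinetic analysis.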

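Ctla2a (ENSMUSG00000044258.9) was lower in both clusters of the Lef1+ T-cell class, with log2 ratios of -0.71 in the cluster that holds 1024 IR cells and -1.58 in the cluster that holds 867. Foxp3 had 0 UMIs in Control and 6 in IR in the whole class. In CD8+ cells Ctla2a is among the genes that lead the cluster.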

Lymphotoxin-β (LT-β), encoded by *Ltb*, is a TNF family member cytokine that has been predominantly studied in development and organization of lymphoid tissues.^74^ LT-β can mediate both regeneration and chronic tissue injury in epithelial organs via nuclear factor-κB (NF-κB) pathway.^75^^,^^76^ Blocking the LT-β receptor suppresses immune responses by modulating trafficking mechanisms and disrupts the progression of T1DM in NOD mice.^74^ It is interesting to speculate whether the increased LT-β interactions with *Tnfrsf1a* or *CD40* prevent the clearance of immune populations or maintenance of naive T cells. *Ltb* is induced following oxidative stress^77^ and has been proposed to enable communication between lymphocytes and stromal cells,^75^ findings that are corroborated by this work predicting increased interactions with stromal and immune cell populations after IR (Figure 5).

### Limitations of the study

A caveat of this study is the lack of isolation of basal ducts and peripheral nerve cells during PG dissociation, which were not represented. Similar limitations have been reported in other scRNA-seq studies working with adult tissues, which could potentially be overcome using single nuclei RNA-seq analysis. Furthermore, although multiple biological replicates were used, they were pooled together during dissociation before sequencing, thus, cell proportion changes should be considered with caution.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-Smooth muscle actin-Cy3 conjugate 1:100	Millipore Sigma	CAT# C6198; RRID: AB_476856
Anti-TrkB 80G2 (Ntrk2) 1:100	Cell signaling	CAT# 4607; RRID: AB_2155128
Anti-Nkcc1 1:250	Santa Cruz Biotechnology	CAT# sc-21545; RRID: AB_2188633
Anti-Parotid secretory protein antibody 1:100	Abcam	CAT# ab121028; RRID: AB_10950051
Alexa Fluor® 488 AffiniPure F(ab')₂ Fragment Donkey Anti-Goat IgG (H + L). 1:250	Jackson Immunoresearch Laboratories	CAT# 705-546-147; RRID: AB_2340430
Alexa Fluor® 647 AffiniPure F(ab')₂ Fragment Donkey Anti-Goat IgG (H + L) 1:250	Jackson Immunoresearch Laboratories	CAT# 705-606-147; RRID: AB_2340438
Alexa Fluor® 488 AffiniPure F(ab')₂ Fragment Donkey Anti-Rabbit IgG (H + L) 1:250	Jackson Immunoresearch Laboratories	CAT# 711-546-152; RRID: AB_2340619
Cy™3 AffiniPure F(ab')₂ Fragment Donkey Anti-Rabbit IgG (H + L) 1:250	Jackson Immunoresearch Laboratories	CAT# 711-166-152; RRID: AB_2313568
Cy™3 AffiniPure F(ab')₂ Fragment Donkey Anti-Mouse IgG (H + L) 1:250	Jackson Immunoresearch Laboratories	CAT# 715-165-150; RRID: AB_2340813
DAPI (Dihydrochloride) 1:10000	Millipore Sigma	268298

**Chemicals, peptides, and recombinant proteins**		

Paraformaldehyde (formaldehyde) Aqueous solution	Electron Microscopy Sciences	15710
Xylene substitute	Millipore Sigma	A5597-1GAL
Ethanol 100%	Millipore Sigma	E7023
Ethanol 95%	Millipore Sigma	493538
Acetone	Millipore Sigma	179973
Methanol	Fisher Scientific	A412-4

**Critical commercial assays**		

M.O.M (Mouse on Mouse) Immunodetection Kit	Vector Laboratories	MKB-2213-1

**Deposited data**		

scRNAseq from control and IR-PG	This paper	GEO: GSE223516
Ready-to-use Seurat objects	This paper	https://doi.org/10.6084/m9.figshare.20406219
Code	This paper	Github: https://github.com/chiblya/scRNAseq_PG

**Software and algorithms**		

Beacon Designer	PREMIER Biosoft	N/A
R & R studio	https://rstudio.com/	N/A
FIJI	Schindelin et al.^78^	N/A
Seurat v4	(Hao et al.^39^)	N/A
CellChat 1.6.1	(Jin et al.^44^)	N/A
Photoshop	Adobe	N/A
Excel	Microsoft	N/A
Word	Microsoft	N/A
Powerpoint	Microsoft	N/A
NDP.view2	Hakamatsu	U12388-01

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Alejandro Chibly ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### C3H mice and irradiation (IR) treatment

C3H female mice were used for the study and were housed at the NIDCR Veterinary Resource Core in accordance with IACUC guidelines. At 6–10 weeks of age, mice received fractionated IR treatment at 5 × 6 Gy (6 Gy/day for 5 days). Only head and neck area was irradiated by placing each animal in a specially built Lucite jig so the animal could be immobilized without the use of anesthetics. IR treatment was delivered with by an X-Rad 320ix system. The mice were housed in a climate- and light-controlled environment, and allowed free access to food and water for 10 months after -IR before scRNA-seq analysis.

### Method details

#### Single-cell dissociation

Parotid glands from 2 female mice per treatment were dissociated in a 15 mL gentleMACS C tube with 5 mL of digestion enzyme using the human tumor dissociation kit (#130-095-929, Miltenyi Biotech, Auburn CA) in RPMI 1640 w/L-Glutamine (Cell applications, Inc, USA). Cell dissociation was performed in a Miltenyi gentleMACS Octo Dissociator using the manufacturer’s preset 37C_h_TDK_2 program. Following dissociation, 5 mL of RPMI media were added to the dissociated cells and centrifuged at 1100 rpm for 10 min. Cells were resuspended in RPMI 1640 w/L-Glutamine with 5% PenStrep (Gibco, USA) and washed twice with RPMI. Cells were passed through 70 μm filters between centrifugation steps. Single-cell dissociation was confirmed by microscopic examination and cell concentration determined with a Cellometer (Nexcelom Biosciences). Cell concentration was adjusted to 5x10^5^ – 1x10^6^ cells/mlprior to analysis with a 10X genomics Next GEM Chromium controller.

#### Library prep and sequencing

Single-cell RNA-seq library preparation was performed at the NIDCR Genomics and Computational Biology Core using a Chromium Single Cell v3 method (10X Genomics) following the manufacturer’s protocol. Pooled single-cell RNA-seq libraries were sequenced on a NextSeq500 sequencer (Illumina). Cell Ranger Single-Cell Software Suite (10X Genomics) was used for demultiplexing, barcode assignment, and unique molecular identifier (UMI) quantification using the mm10 reference genome (Genome Reference Consortium Mouse Build 38) for read alignment.

#### Computational analysis

Cell Ranger files were imported to SEURAT v3 using R & R Studio software and processed for clustering following their default pipeline. As a quality control measure, cells with fewer than 200 genes were not included in subsequent analyses, and those with >5% of UMIs mapping to mitochondrial genes were defined as non-viable or apoptotic and were also excluded. These metrics were based on our previous scRNAseq analysis of murine SMG.^28^ Normalization and scaling were performed following SEURAT’s default pipeline. Data from control and irradiated glands were bioinformatically integrated prior to assigning cell annotations. ‘Clustree’ package was used to determine an optimal resolution for clustering and the resulting clusters were annotated based on the expression of known cell type markers. Cell-defining genes were determined using the ‘FindAllMarkers’ function which uses a Wilcoxon Rank Sum statistical test for analysis. Only genes with adjusted pvalues <0.05 were considered as cell-defining genes. To identify DEGs between treatments, each population was compared individually using the ‘FindMarkers’ function from SEURAT package.

#### Ligand-receptor analysis

A database of curated ligand-receptor pairs was downloaded from Ramikowski et al. (2015). We used scripted code in R to automate the search for ligand and receptor genes within our dataset and leverage that information against the curated database. Additionally, we used CellChat v.1.6.1 (Jin, S. et al., 2021) to predict significant interactions and their associated pathways. Plots were generated using the ‘circlize’ and complexHeatmap packages in R. The code is available in https://github.com/chiblya/scRNAseq_PG.

#### Immunohistochemistry

PGs were fixed in 4% paraformaldehyde overnight at 4°C and dehydrated with 70% Ethanol prior to paraffin embedding. 5 μm sections were deparaffinized with xylene substitute for 10 min and rehydrated with reverse ethanol gradient for 5 min each. Heat induced antigen retrieval was performed using a microwave maintaining sub-boiling temperature for 10 min in a pH 6.0 Citrate Buffer (#21545, EDM Millipore, Darmstadt, Germany). Sections were washed for 5 min with 0.1% Tween20 (Quality Biological, Inc) in PBS 1X (PBST). M.O.M. (Mouse on Mouse) Immunodetection Kit (Vector Laboratories, Burlingame, CA) was used to block non-specific sites for 1 h at room temperature followed by overnight incubation with primary antibodies at 4°C. Tissue sections were washed 3 times for 5 min each with PBST and incubated in secondary antibodies and nuclear stain (Hoechst (Thermo Fisher Scientific, Marietta, OH)) at room temperature for 1 h. Coverslips were mounted with Fluoro-Gel (Electron Microscopy Sciences, Hatfield, PA), and imaging was performed with a Nikon A1R confocal system.

#### Stitch analysis

Etv1+ cell defining genes from control parotid sample (Table S1) were directly imported into STITCH (http://stitch.embl.de/). For reproducibility, analysis was performed selecting a minimum interaction score of 0.7 and limited to less than 10 interactions.

### Quantification and statistical analysis

Differential expression analysis was performed with SEURAT’s default settings, which use a non-parametric Wilcoxon rank-sum test. Similarly, for prediction of cell-cell communication networks with CellChat, the algorithm uses the Wilcoxon rank-sum test with the significance level of 0.05 for differential expression testing. Then, it uses the law of mass action and a random walk-based network propagation technique for calculating probabilities of cellular networks.

## Data Availability

The single-cell RNAseq libraries were deposited in GEO under accession number GEO: GSE223516. The code used for analysis is available in github: https://github.com/chiblya/scRNAseq_PG. All package versions are reported in the gitgub repository. The software used for analysis is described in the key resources table. Ready-to- use Seurat objects are also available via figshare: https://doi.org/10.6084/m9.figshare.20406219. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## References

[1] Maruyama C.L., Monroe M.M., Hunt J.P., Buchmann L., Baker O.J. (2019). Comparing human and mouse salivary glands: a practice guide for salivary researchers. Oral Dis..

[2] Henriksson R., Fröjd O., Gustafsson H., Johansson S., Yi-Qing C., Franzén L., Bjermer L. (1994). Increase in mast cells and hyaluronic acid correlates to radiation-induced damage and loss of serous acinar cells in salivary glands: the parotid and submandibular glands differ in radiation sensitivity. Br. J. Cancer.

[3] Nagler R.M. (2002). The enigmatic mechanism of irradiation-induced damage to the major salivary glands. Oral Dis..

[4] Gao X., Oei M.S., Ovitt C.E., Sincan M., Melvin J.E. (2018). Transcriptional profiling reveals gland-specific differential expression in the three major salivary glands of the adult mouse. Physiol. Genomics.

[5] Jensen S.B., Pedersen A.M.L., Vissink A., Andersen E., Brown C.G., Davies A.N., Dutilh J., Fulton J.S., Jankovic L., Lopes N.N.F. (2010). A systematic review of salivary gland hypofunction and xerostomia induced by cancer therapies: prevalence, severity and impact on quality of life. Support. Care Cancer.

[6] Tasaka S., Jingu K., Takahashi N., Umezawa R., Yamamoto T., Ishikawa Y., Takeda K., Suzuki Y., Kadoya N. (2021). The long-term recovery of parotid glands in nasopharyngeal carcinoma treated by intensity-modulated radiotherapy. Front. Oncol..

[7] Jensen S.B., Vissink A., Limesand K.H., Reyland M.E. (2019). Salivary gland hypofunction and xerostomia in head and neck radiation patients. J. Natl. Cancer Inst. Monogr..

[8] Eisbruch A., Dawson L.A., Kim H.M., Bradford C.R., Terrell J.E., Chepeha D.B., Teknos T.N., Anzai Y., Marsh L.H., Martel M.K. (1999). Conformal and intensity modulated irradiation of head and neck cancer: the potential for improved target irradiation, salivary gland function, and quality of life. Acta Otorhinolaryngol. Belg..

[9] Henson B.S., Eisbruch A., D’Hondt E., Ship J.A. (1999). Two-year longitudinal study of parotid salivary flow rates in head and neck cancer patients receiving unilateral neck parotid-sparing radiotherapy treatment. Oral Oncol..

[10] Avila J.L., Grundmann O., Burd R., Limesand K.H. (2009). Radiation-induced salivary gland dysfunction results from p53-dependent apoptosis. Int. J. Radiat. Oncol. Biol. Phys..

[11] Meyer S., Chibly A.M., Burd R., Limesand K.H. (2017). Insulin-like growth factor-1-mediated DNA repair in irradiated salivary glands is sirtuin-1 dependent. J. Dent. Res..

[12] Liu X., Cotrim A., Teos L., Zheng C., Swaim W., Mitchell J., Mori Y., Ambudkar I. (2013). Loss of TRPM2 function protects against irradiation-induced salivary gland dysfunction. Nat. Commun..

[13] Gilman K.E., Camden J.M., Klein R.R., Zhang Q., Weisman G.A., Limesand K.H. (2019). P2X7 receptor deletion suppresses gamma-radiation-induced hyposalivation. Am. J. Physiol. Regul. Integr. Comp. Physiol..

[14] Jasmer K.J., Gilman K.E., Muñoz Forti K., Weisman G.A., Limesand K.H. (2020). Radiation-induced salivary gland dysfunction: mechanisms, therapeutics and future directions. J. Clin. Med..

[15] Grundmann O., Mitchell G.C., Limesand K.H. (2009). Sensitivity of salivary glands to radiation: from animal models to therapies. J. Dent. Res..

[16] Dirix P., Nuyts S., Van den Bogaert W. (2006). Radiation-induced xerostomia in patients with head and neck cancer: a literature review. Cancer.

[17] Radfar L., Sirois D.A. (2003). Structural and functional injury in minipig salivary glands following fractionated exposure to 70 Gy of ionizing radiation: an animal model for human radiation-induced salivary gland injury. Oral Surg. Oral Med. Oral Pathol. Oral Radiol. Endod..

[18] Li Y., Taylor J.M.G., Ten Haken R.K., Eisbruch A. (2007). The impact of dose on parotid salivary recovery in head and neck cancer patients treated with radiation therapy. Int. J. Radiat. Oncol. Biol. Phys..

[19] Vissink A., Mitchell J.B., Baum B.J., Limesand K.H., Jensen S.B., Fox P.C., Elting L.S., Langendijk J.A., Coppes R.P., Reyland M.E. (2010). Clinical management of salivary gland hypofunction and xerostomia in head-and-neck cancer patients: successes and barriers. Int. J. Radiat. Oncol. Biol. Phys..

[20] Grün D., van Oudenaarden A. (2015). Design and analysis of single-cell sequencing experiments. Cell.

[21] Kolodziejczyk A.A., Kim J.K., Svensson V., Marioni J.C., Teichmann S.A. (2015). The technology and biology of single-cell RNA sequencing. Mol. Cell.

[22] Trapnell C. (2015). Defining cell types and states with single-cell genomics. Genome Res..

[23] Wang Y., Navin N.E. (2015). Advances and applications of single-cell sequencing technologies. Mol. Cell.

[24] Tabula Muris Consortium, Supplemental text writing group, Principal investigators, Overall coordination, Logistical coordination, Organ collection and processing, Library preparation and sequencing, Computational data analysis, Cell type annotation, Writing group (2018). Single-cell transcriptomics of 20 mouse organs creates a Tabula Muris. Nature.

[25] Jones R.C., Karkanias J., Krasnow M.A., Pisco A.O., Quake S.R., Salzman J., Yosef N., Bulthaup B., Brown P., Tabula Sapiens Consortium∗ (2022). The Tabula Sapiens: a multiple-organ, single-cell transcriptomic atlas of humans. Science.

[26] Chen M., Lin W., Gan J., Lu W., Wang M., Wang X., Yi J., Zhao Z. (2022). Transcriptomic mapping of human parotid gland at single-cell resolution. J. Dent. Res..

[27] Huang N., Pérez P., Kato T., Mikami Y., Okuda K., Gilmore R.C., Conde C.D., Gasmi B., Stein S., Beach M. (2021). SARS-CoV-2 infection of the oral cavity and saliva. Nat. Med..

[28] Hauser B.R., Aure M.H., Kelly M.C., Hoffman M.P., Chibly A.M., Genomics and Computational Biology Core (2020). Generation of a single-cell RNAseq atlas of murine salivary gland development. iScience.

[29] Oyelakin A., Song E.A.C., Min S., Bard J.E., Kann J.V., Horeth E., Smalley K., Kramer J.M., Sinha S., Romano R.A. (2019). Transcriptomic and single-cell analysis of the murine parotid gland. J. Dent. Res..

[30] Sekiguchi R., Martin D., Yamada K.M., Genomics and Computational Biology Core (2020). Single-cell RNA-seq identifies cell diversity in embryonic salivary glands. J. Dent. Res..

[31] Praktiknjo S.D., Obermayer B., Zhu Q., Fang L., Liu H., Quinn H., Stoeckius M., Kocks C., Birchmeier W., Rajewsky N. (2020). Tracing tumorigenesis in a solid tumor model at single-cell resolution. Nat. Commun..

[32] Horeth E., Oyelakin A., Song E.A.C., Che M., Bard J., Min S., Kiripolsky J., Kramer J.M., Sinha S., Romano R.A. (2021). Transcriptomic and single-cell analysis reveals regulatory networks and cellular heterogeneity in mouse primary sjogren's syndrome salivary glands. Front. Immunol..

[33] Hong X., Meng S., Tang D., Wang T., Ding L., Yu H., Li H., Liu D., Dai Y., Yang M. (2020). Single-cell RNA sequencing reveals the expansion of cytotoxic CD4(+) T lymphocytes and a landscape of immune cells in primary sjogren's syndrome. Front. Immunol..

[34] Xu Y., Feng S., Peng Q., Zhu W., Zu Q., Yao X., Zhang Q., Cao J., Jiao Y. (2021). Single-cell RNA sequencing reveals the cell landscape of a radiation-induced liver injury mouse model. Radiat. Med. Prot..

[35] Mukherjee A., Epperly M.W., Shields D., Hou W., Fisher R., Hamade D., Wang H., Saiful Huq M., Bao R., Tabib T. (2021). Ionizing irradiation-induced Fgr in senescent cells mediates fibrosis. Cell Death Discov..

[36] Paldor M., Levkovitch-Siany O., Eidelshtein D., Adar R., Enk C.D., Marmary Y., Elgavish S., Nevo Y., Benyamini H., Plaschkes I. (2022). Single-cell transcriptomics reveals a senescence-associated IL-6/CCR6 axis driving radiodermatitis. EMBO Mol. Med..

[37] Ferreira J.N.A., Zheng C., Lombaert I.M.A., Goldsmith C.M., Cotrim A.P., Symonds J.M., Patel V.N., Hoffman M.P. (2018). Neurturin gene therapy protects parasympathetic function to prevent irradiation-induced murine salivary gland hypofunction. Mol. Ther. Methods Clin. Dev..

[38] Stuart T., Butler A., Hoffman P., Hafemeister C., Papalexi E., Mauck W.M., Hao Y., Stoeckius M., Smibert P., Satija R. (2019). Comprehensive integration of single-cell data. Cell.

[39] Hao Y., Hao S., Andersen-Nissen E., Mauck W.M., Zheng S., Butler A., Lee M.J., Wilk A.J., Darby C., Zager M. (2021). Integrated analysis of multimodal single-cell data. Cell.

[40] Zappia L., Oshlack A. (2018). Clustering trees: a visualization for evaluating clusterings at multiple resolutions. Gigascience.

[41] Michael D.G., Pranzatelli T.J.F., Warner B.M., Yin H., Chiorini J.A. (2019). Integrated epigenetic mapping of human and mouse salivary gene regulation. J. Dent. Res..

[42] Kuhn M., von Mering C., Campillos M., Jensen L.J., Bork P. (2008). STITCH: interaction networks of chemicals and proteins. Nucleic Acids Res..

[43] Ramilowski J.A., Goldberg T., Harshbarger J., Kloppmann E., Lizio M., Satagopam V.P., Itoh M., Kawaji H., Carninci P., Rost B., Forrest A.R.R. (2015). A draft network of ligand-receptor-mediated multicellular signalling in human. Nat. Commun..

[44] Jin S., Guerrero-Juarez C.F., Zhang L., Chang I., Ramos R., Kuan C.H., Myung P., Plikus M.V., Nie Q. (2021). Inference and analysis of cell-cell communication using CellChat. Nat. Commun..

[45] Chibly A.M., Patel V.N., Aure M.H., Pasquale M.C., Martin G.E., Ghannam M., Andrade J., Denegre N.G., Simpson C., NIDCD/NIDCR Genomics and Computational Biology Core (2023). Neurotrophin signaling is a central mechanism of salivary dysfunction after irradiation that disrupts myoepithelial cells. NPJ Regen. Med..

[46] Teos L.Y., Zheng C.Y., Liu X., Swaim W.D., Goldsmith C.M., Cotrim A.P., Baum B.J., Ambudkar I.S. (2016). Adenovirus-mediated hAQP1 expression in irradiated mouse salivary glands causes recovery of saliva secretion by enhancing acinar cell volume decrease. Gene Ther..

[47] Zheng C., Cotrim A.P., Rowzee A., Swaim W., Sowers A., Mitchell J.B., Baum B.J. (2011). Prevention of radiation-induced salivary hypofunction following hKGF gene delivery to murine submandibular glands. Clin. Cancer Res..

[48] Lombaert I.M.A., Brunsting J.F., Wierenga P.K., Kampinga H.H., de Haan G., Coppes R.P. (2008). Keratinocyte growth factor prevents radiation damage to salivary glands by expansion of the stem/progenitor pool. Stem Cell..

[49] TheGeneOntologyConsortium (2019). The gene ontology resource: 20 years and still GOing strong. Nucleic Acids Res..

[50] Song E.A.C., Smalley K., Oyelakin A., Horeth E., Che M., Wrynn T., Osinski J., Romano R.A., Sinha S. (2023). Genetic study of Elf5 and ehf in the mouse salivary gland. J. Dent. Res..

[51] Xiao N., Lin Y., Cao H., Sirjani D., Giaccia A.J., Koong A.C., Kong C.S., Diehn M., Le Q.T. (2014). Neurotrophic factor GDNF promotes survival of salivary stem cells. J. Clin. Invest..

[52] Katsumata O., Sato Y.I., Sakai Y., Yamashina S. (2009). Intercalated duct cells in the rat parotid gland may behave as tissue stem cells. Anat. Sci. Int..

[53] Denny P.C., Liu P., Denny P.A. (1999). Evidence of a phenotypically determined ductal cell lineage in mouse salivary glands. Anat. Rec..

[54] Denny P.C., Ball W.D., Redman R.S. (1997). Salivary glands: a paradigm for diversity of gland development. Crit. Rev. Oral Biol. Med..

[55] Miyazaki Y., Nakanishi Y., Hieda Y. (2004). Tissue interaction mediated by neuregulin-1 and ErbB receptors regulates epithelial morphogenesis of mouse embryonic submandibular gland. Dev. Dyn..

[56] Nedvetsky P.I., Emmerson E., Finley J.K., Ettinger A., Cruz-Pacheco N., Prochazka J., Haddox C.L., Northrup E., Hodges C., Mostov K.E. (2014). Parasympathetic innervation regulates tubulogenesis in the developing salivary gland. Dev. Cell.

[57] Mattingly A., Finley J.K., Knox S.M. (2015). Salivary gland development and disease. Wiley Interdiscip. Rev. Dev. Biol..

[58] Lombaert I.M.A., Patel V.N., Jones C.E., Villier D.C., Canada A.E., Moore M.R., Berenstein E., Zheng C., Goldsmith C.M., Chorini J.A. (2020). CERE-120 prevents irradiation-induced hypofunction and restores immune homeostasis in porcine salivary glands. Mol. Ther. Methods Clin. Dev..

[59] Shamblott M.J., O’Driscoll M.L., Gomez D.L., McGuire D.L. (2016). Neurogenin 3 is regulated by neurotrophic tyrosine kinase receptor type 2 (TRKB) signaling in the adult human exocrine pancreas. Cell Commun. Signal..

[60] Ghinelli E., Johansson J., Ríos J.D., Chen L.-L., Zoukhri D., Hodges R.R., Dartt D.A. (2003). Presence and localization of neurotrophins and neurotrophin receptors in rat lacrimal gland. Invest. Ophthalmol. Vis. Sci..

[61] Lombaert I.M.A., Brunsting J.F., Wierenga P.K., Faber H., Stokman M.A., Kok T., Visser W.H., Kampinga H.H., de Haan G., Coppes R.P. (2008). Rescue of salivary gland function after stem cell transplantation in irradiated glands. PLoS One.

[62] Ninche N., Kwak M., Ghazizadeh S. (2020). Diverse epithelial cell populations contribute to the regeneration of secretory units in injured salivary glands. Development.

[63] Naik S., Larsen S.B., Cowley C.J., Fuchs E. (2018). Two to tango: dialog between immunity and stem cells in health and disease. Cell.

[64] Chakrabarti R., Celià-Terrassa T., Kumar S., Hang X., Wei Y., Choudhury A., Hwang J., Peng J., Nixon B., Grady J.J. (2018). Notch ligand Dll1 mediates cross-talk between mammary stem cells and the macrophageal niche. Science.

[65] Biton M., Haber A.L., Rogel N., Burgin G., Beyaz S., Schnell A., Ashenberg O., Su C.-W., Smillie C., Shekhar K. (2018). T helper cell cytokines modulate intestinal stem cell renewal and differentiation. Cell.

[66] Mansfield K., Naik S. (2020). Unraveling immune-epithelial interactions in skin homeostasis and injury. Yale J. Biol. Med..

[67] Agace W.W., Higgins J.M., Sadasivan B., Brenner M.B., Parker C.M. (2000). T-lymphocyte-epithelial-cell interactions: integrin alpha(E)(CD103)beta(7), LEEP-CAM and chemokines. Curr. Opin. Cell Biol..

[68] Teymoortash A., Simolka N., Schrader C., Tiemann M., Werner J.A. (2005). Lymphocyte subsets in irradiation-induced sialadenitis of the submandibular gland. Histopathology.

[69] Preston G.C., Feijoo-Carnero C., Schurch N., Cowling V.H., Cantrell D.A. (2013). The impact of KLF2 modulation on the transcriptional Program and function of CD8 T cells. PLoS One.

[70] Ebert R., Zeck S., Meissner-Weigl J., Klotz B., Rachner T.D., Benad P., Klein-Hitpass L., Rudert M., Hofbauer L.C., Jakob F. (2012). Krüppel-like factors KLF2 and 6 and Ki-67 are direct targets of zoledronic acid in MCF-7 cells. Bone.

[71] Sugita S., Horie S., Nakamura O., Maruyama K., Takase H., Usui Y., Takeuchi M., Ishidoh K., Koike M., Uchiyama Y. (2009). Acquisition of T Regulatory function in cathepsin L-inhibited T cells by eye-derived CTLA-2α during inflammatory conditions. J. Immunol..

[72] Sugita S., Horie S., Nakamura O., Futagami Y., Takase H., Keino H., Aburatani H., Katunuma N., Ishidoh K., Yamamoto Y., Mochizuki M. (2008). Retinal pigment epithelium-derived CTLA-2α induces TGFβ-producing T regulatory cells. J. Immunol..

[73] Sugita S., Yamada Y., Horie S., Nakamura O., Ishidoh K., Yamamoto Y., Yamagami S., Mochizuki M. (2011). Induction of T Regulatory cells by cytotoxic T-lymphocyte antigen-2α on corneal endothelial cells. Invest. Ophthalmol. Vis. Sci..

[74] McCarthy D.D., Summers-Deluca L., Vu F., Chiu S., Gao Y., Gommerman J.L. (2006). The lymphotoxin pathway. Immunol. Res..

[75] Wolf M.J., Seleznik G.M., Zeller N., Heikenwalder M. (2010). The unexpected role of lymphotoxin β receptor signaling in carcinogenesis: from lymphoid tissue formation to liver and prostate cancer development. Oncogene.

[76] Tumanov A.V., Koroleva E.P., Christiansen P.A., Khan M.A., Ruddy M.J., Burnette B., Papa S., Franzoso G., Nedospasov S.A., Fu Y.X., Anders R.A. (2009). T cell-derived lymphotoxin regulates liver regeneration. Gastroenterology.

[77] Wong G.H. (1995). Protective roles of cytokines against radiation: induction of mitochondrial MnSOD. Biochim. Biophys. Acta.

[78] Schindelin J., Arganda-Carreras I., Frise E. (2012). Fiji: an open-source platform for biological-image analysis. Nat. Methods.

# Supplementary material for: Evaluating the transcriptional landscape and cell-cell communication networks in chronically irradiated parotid glands
**Source:** iScience. 2023 Apr 11;26(5):106660. doi: 10.1016/j.isci.2023.106660
**Supplement:** Document S1. Figures S1–S5

**Supplemental information**

**Evaluating the transcriptional  
landscape and cell-cell communication  
networks in chronically irradiated parotid glands**

**Brenna A. Rheinheimer, Mary C. Pasquale, NIDCD/NIDCR Genomics and Computational  
Biology Core, Kirsten H. Limesand, Matthew P. Hoffman, and Alejandro M. Chibly**

Figure S2. Secretory cells, Related to Figure 2

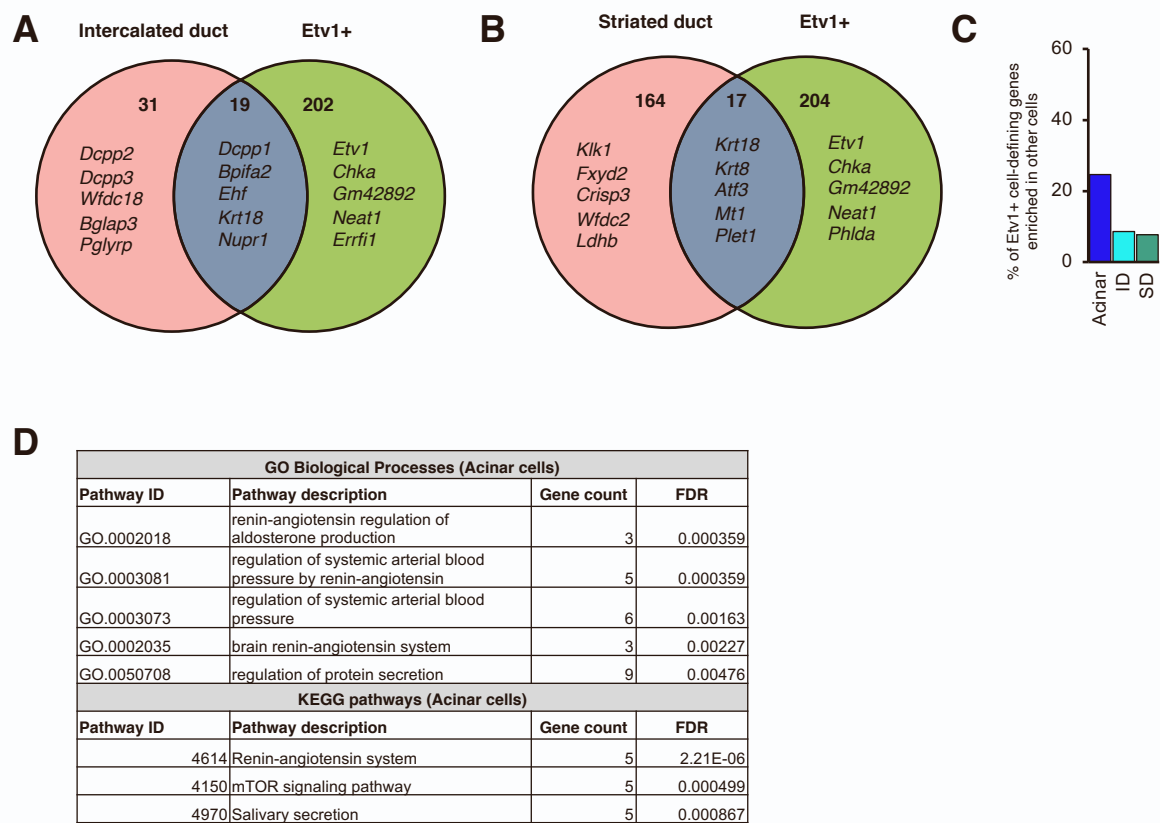

Figure S2. Secretory cells. Related to Figure 2

- A) Venn diagram comparing defining genes for *Etv1*⁺ and ID populations. The numbers in the left and right panels indicates the number of unique genes in the corresponding population whereas the number in the central panel reflects the overlap between the two populations.
- B) Venn diagram comparing defining genes for *Etv1*⁺ and SD populations. The numbers in the left and right panels indicates the number of unique genes in the corresponding population whereas the number in the central panel reflects the overlap between the two populations.
- C) Bar graph with percentage of *Etv1*⁺ defining genes enriched in other epithelial cells.
- D) Results from STITCH analysis showing top biological processes and KEGG pathways associated with defining-genes from acinar cells.

Figure S3. Ligand-receptor analysis of secretory cells, Related to Figure 3

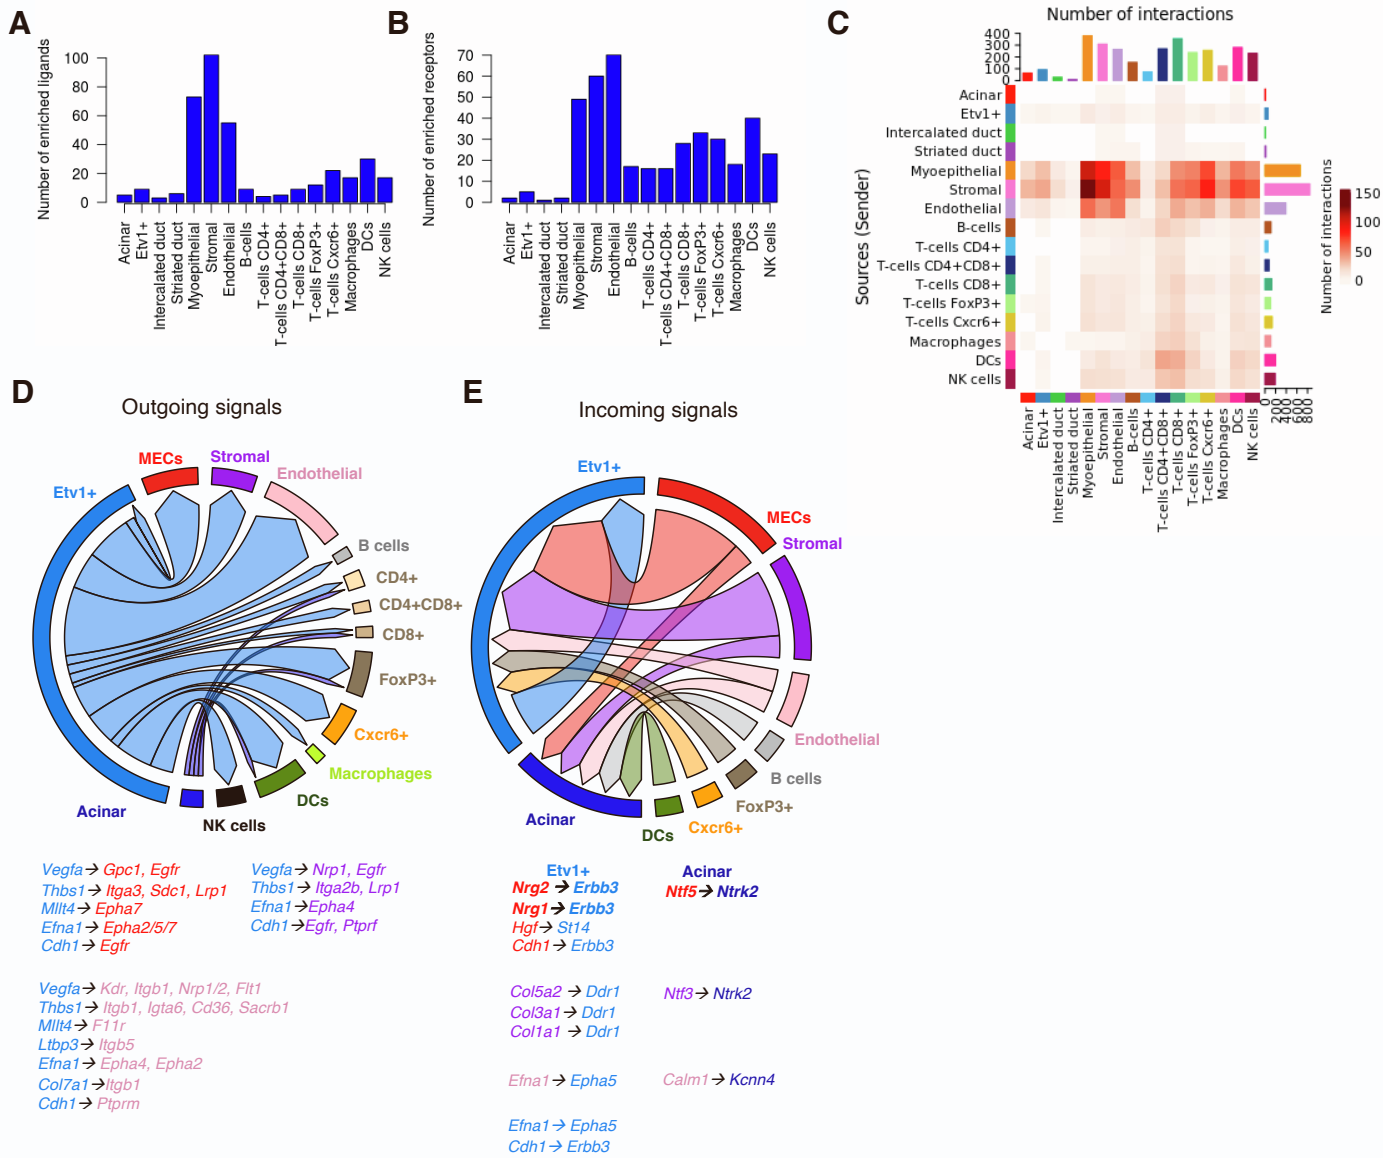

Figure S3. Ligand-receptor analysis of secretory cells. Related to Figure 3.

A-B) Bar graphs with number of identified ligands and receptors among cell-defining genes from all populations.  
C) Heatmap of possible interactions between any two cell populations. Red (positive values) in the color bar indicate higher number of predicted interactions.  
D-E) Chord plot summarizing putative ligand-receptor interactions with Etv1+ cell ligands. The arrows point to the cell expressing the corresponding receptors and are color-coded based on the source of the ligand. The thickness of the arrow is relative to the number of putative pairs identified between Etv1 cells and the cell type pointed by the arrow. Representative ligand-receptor pairs are shown beside the chord plots.

Figure S4. Cell-specific IR-induced DEGs, Related to Figure 4

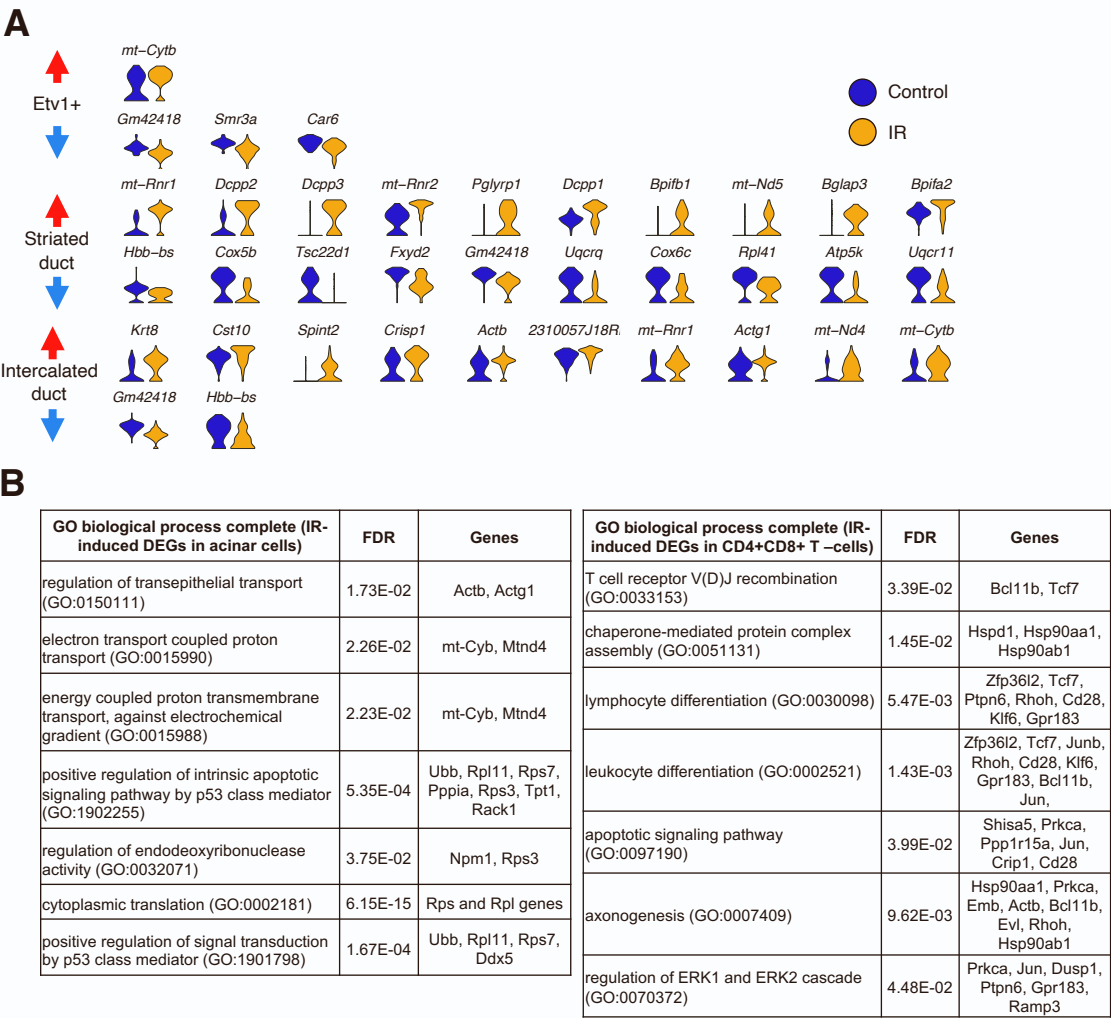

Figure S4. Cell-specific IR-induced DEGs. Related to Figure 4.

A) Violin plots of top 10 (if present) up and downregulated genes in epithelial populations. Red and blue arrows denote upregulated and downregulated genes, respectively.

B) Representative output from gene ontology analysis with IR-induced DEGs in acinar and CD4+CD8+ T-cells showing dysregulated processes and their associated genes.

**Figure S5. Dysregulated ligand-receptor pairs post-IR, Related to Figure 5**

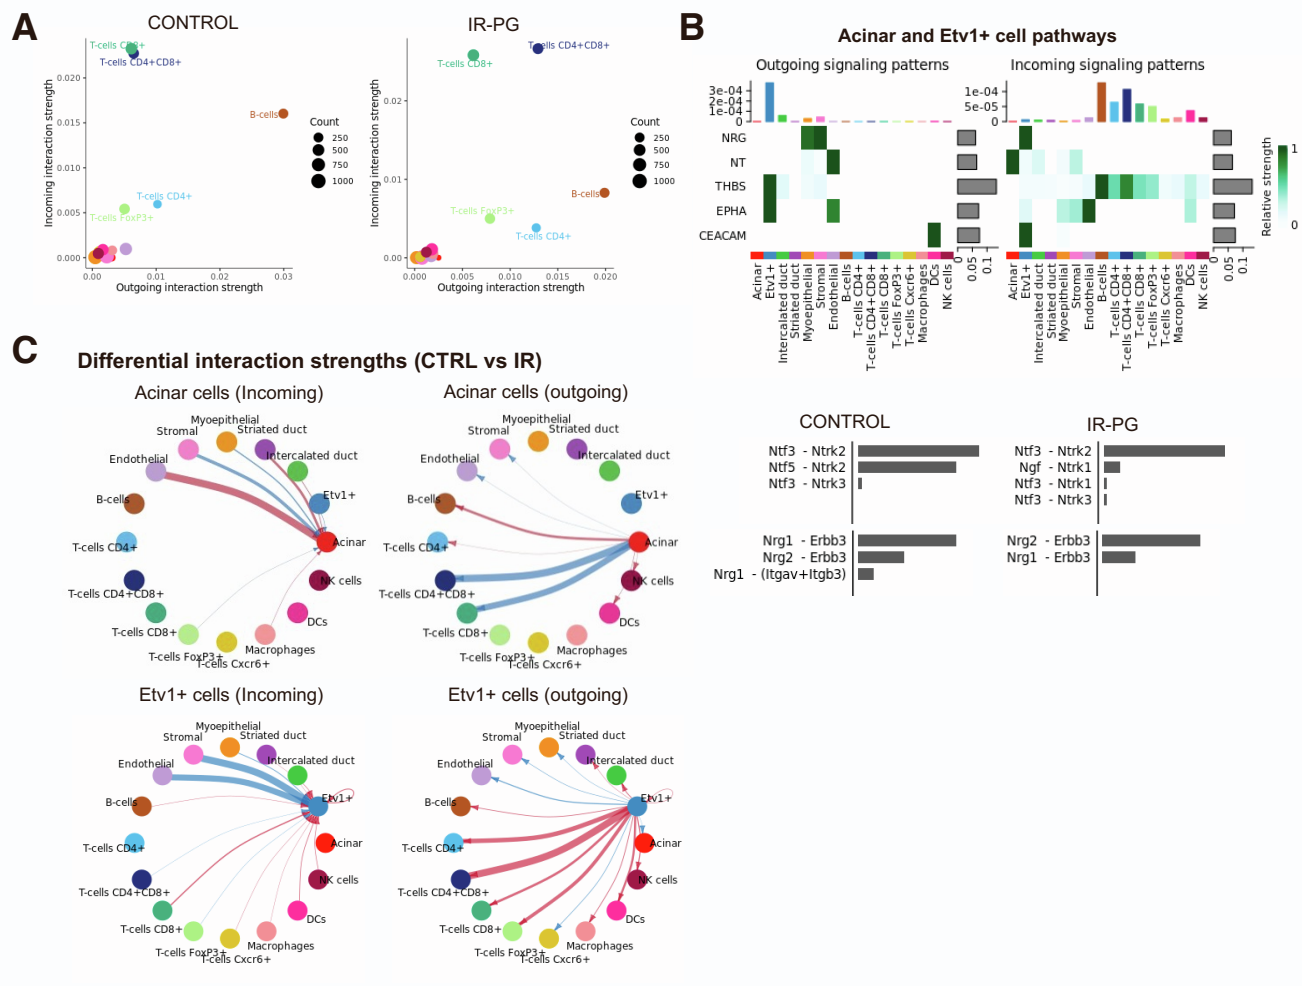

**Figure S5. Dysregulated ligand-receptor pairs post-IR. Related to Figure 5.**

- A) 2D representation of incoming vs outgoing interaction strengths for all cell types relative to each other.
- B) Heatmap shows the relative importance of each cell group in IR-PG based on CellChat-computed network centrality measures of NRG, NT, THBS, EPHA, and CEACAM signaling networks. Relative contribution of each ligand-receptor pair to the overall communication network of NRG and NT signaling pathways, which is the ratio of the total communication probability of the inferred network of each ligand-receptor pair to that of the signaling pathway.
- C) Differential interactions strength between acinar and Etv1+ populations with all other cell types in IR-PG compared to control. Red (positive values) and blue (negative values) in the color bar indicate higher number of predicted interactions in IR-PG and controls, respectively

# Supplementary material for: Evaluating the transcriptional landscape and cell-cell communication networks in chronically irradiated parotid glands
**Source:** iScience. 2023 Apr 11;26(5):106660. doi: 10.1016/j.isci.2023.106660

Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

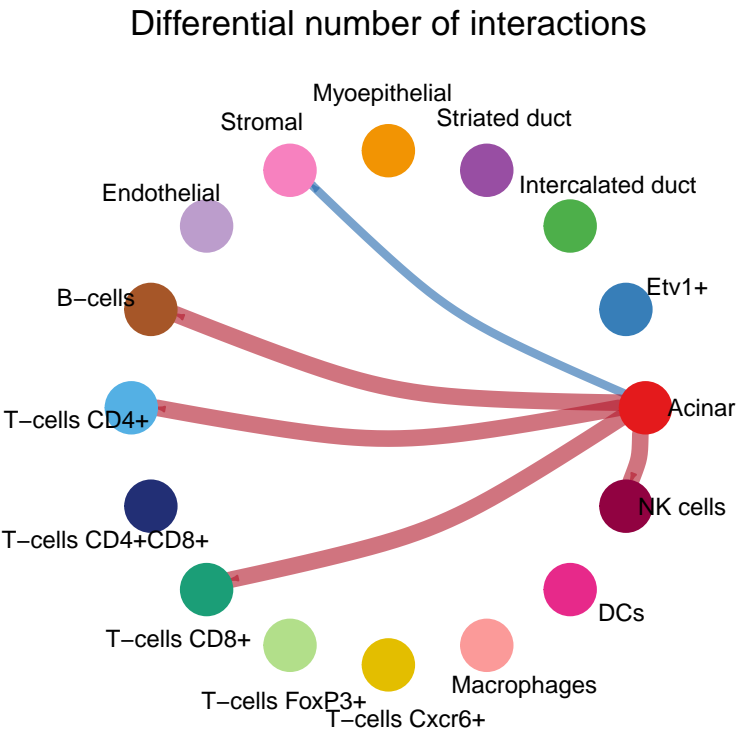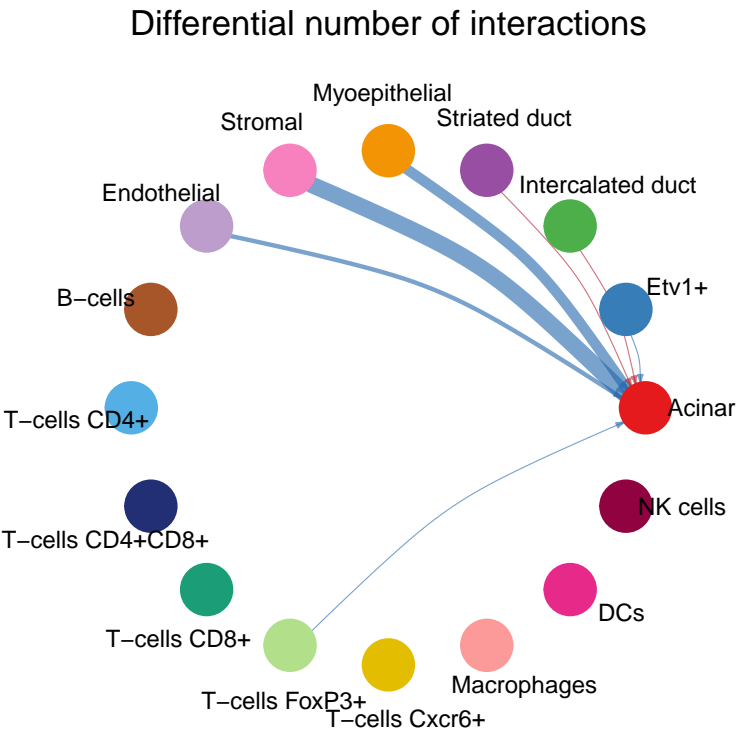

Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

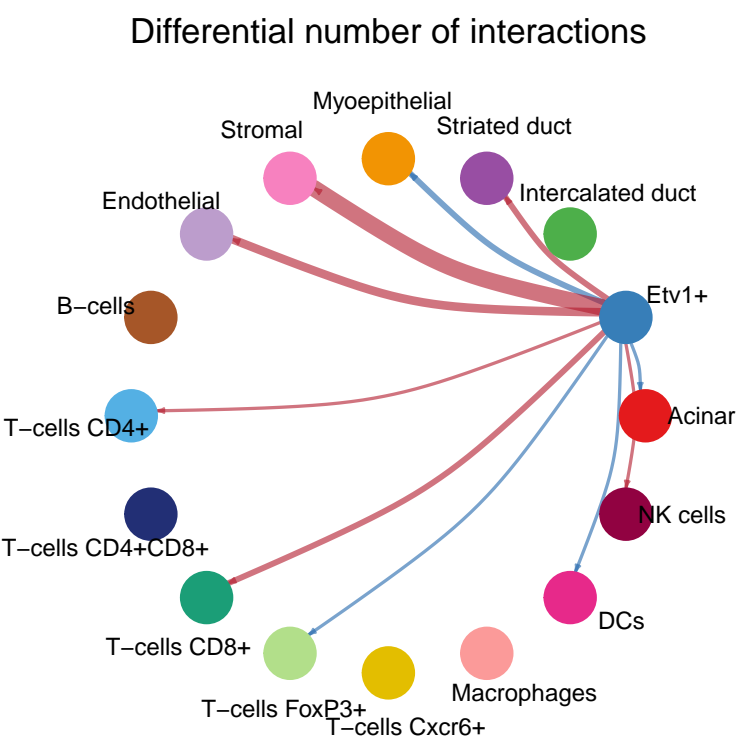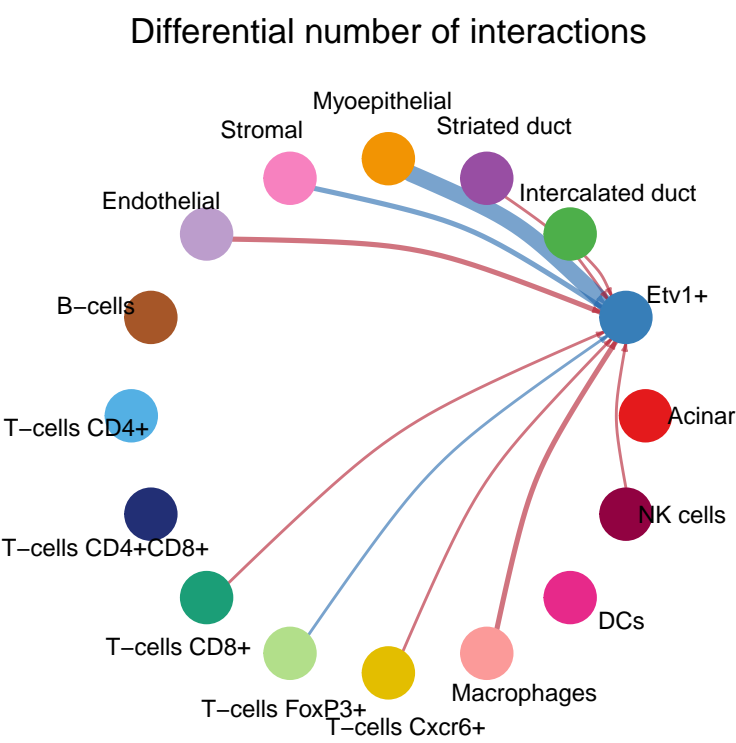

Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

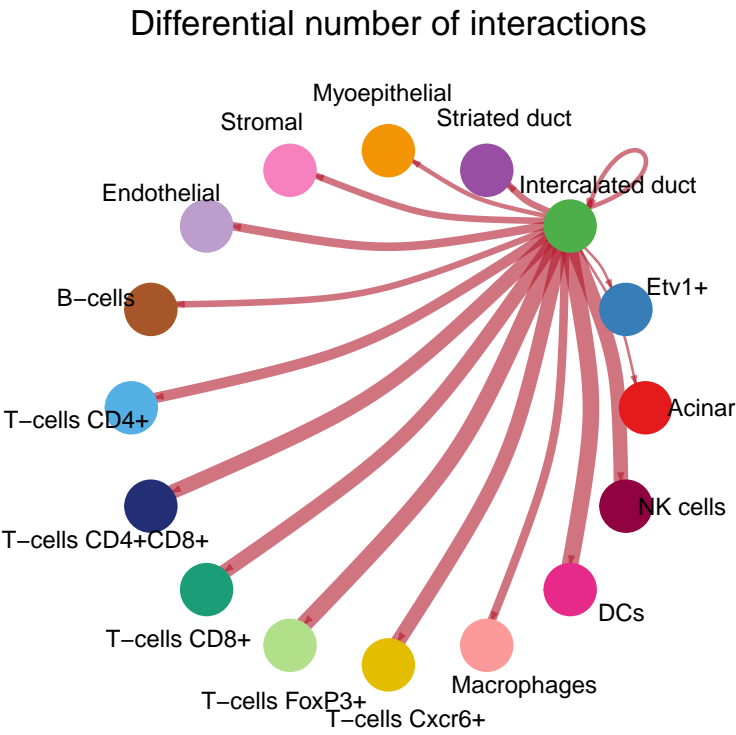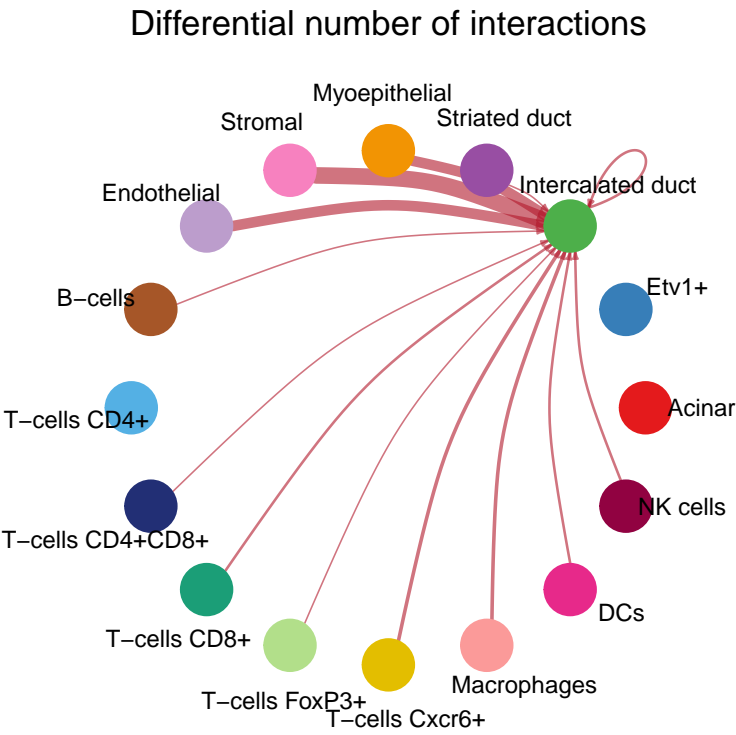

Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

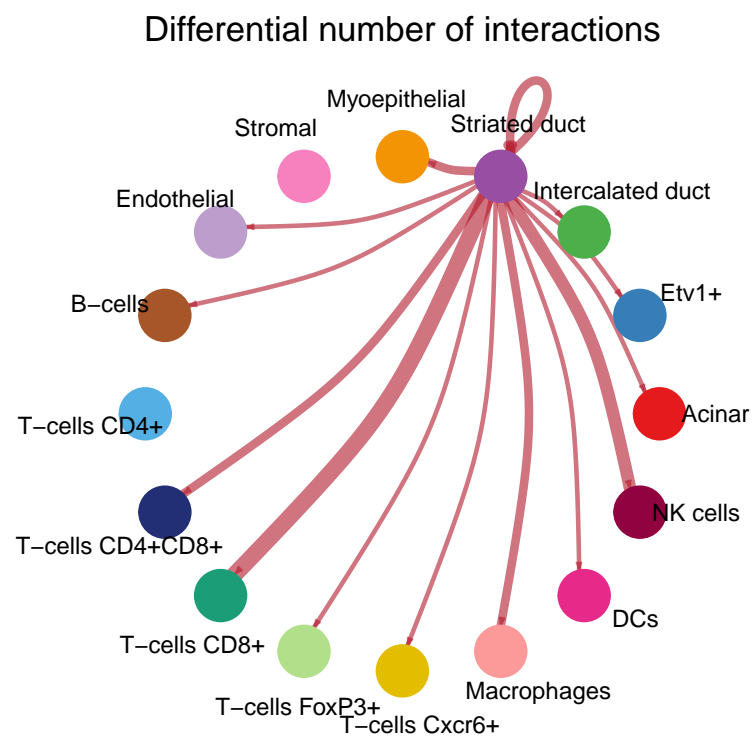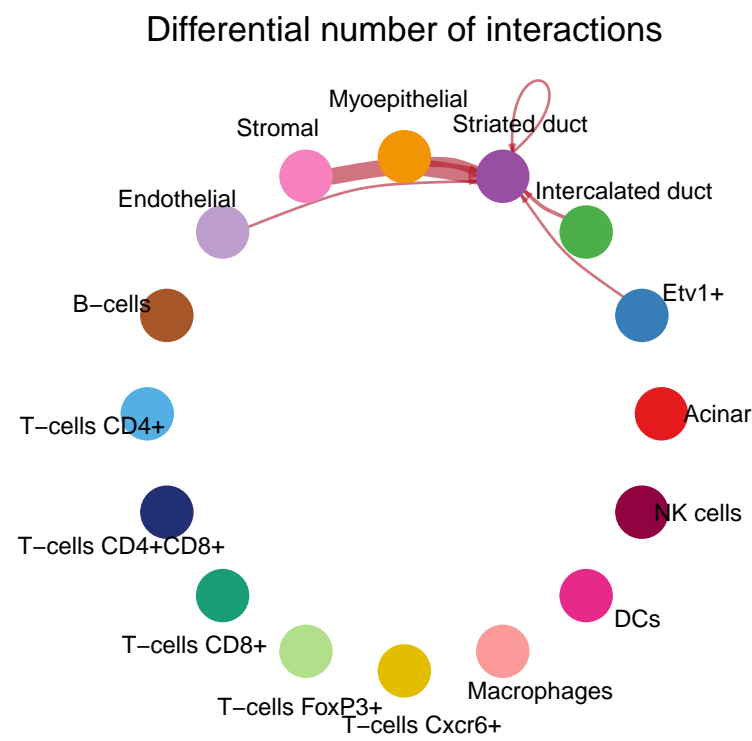

Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

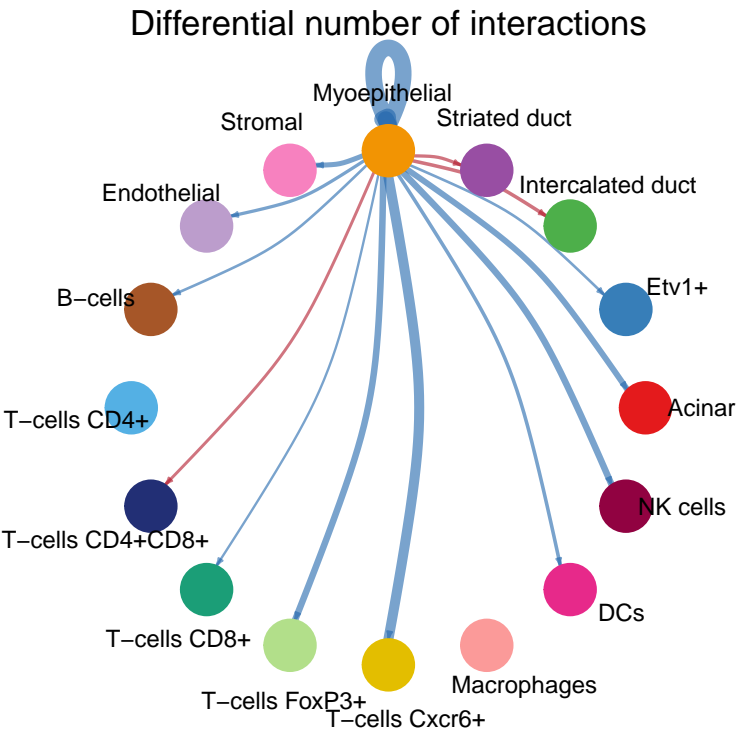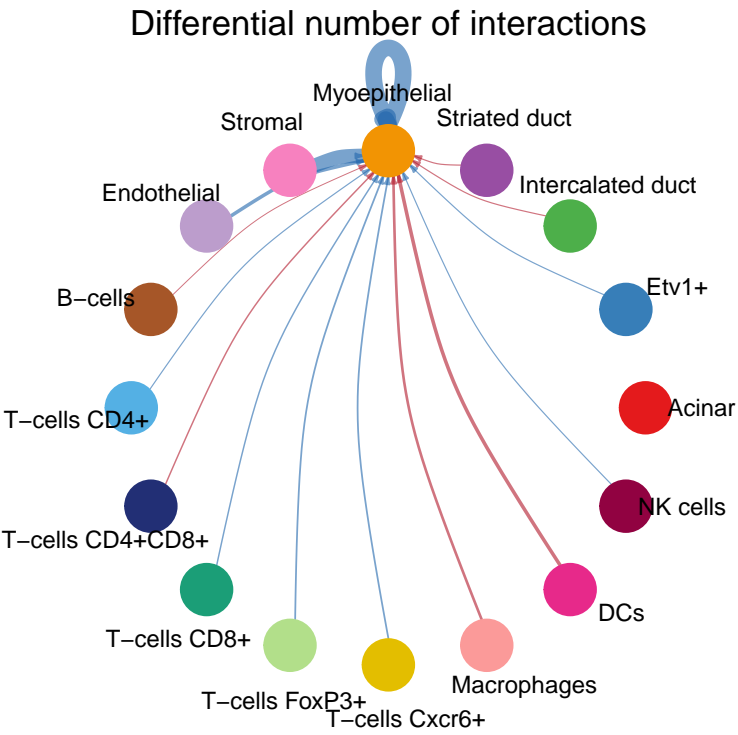

Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

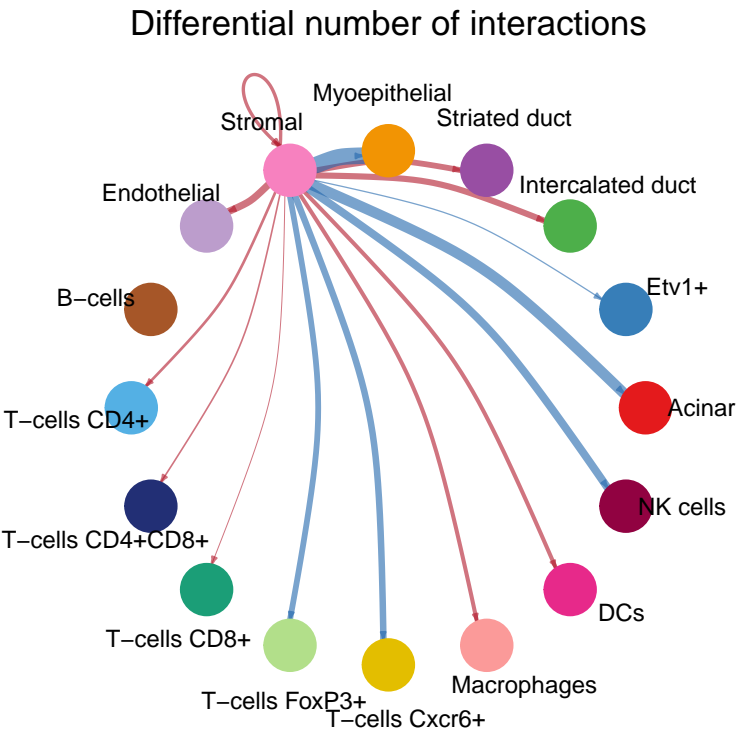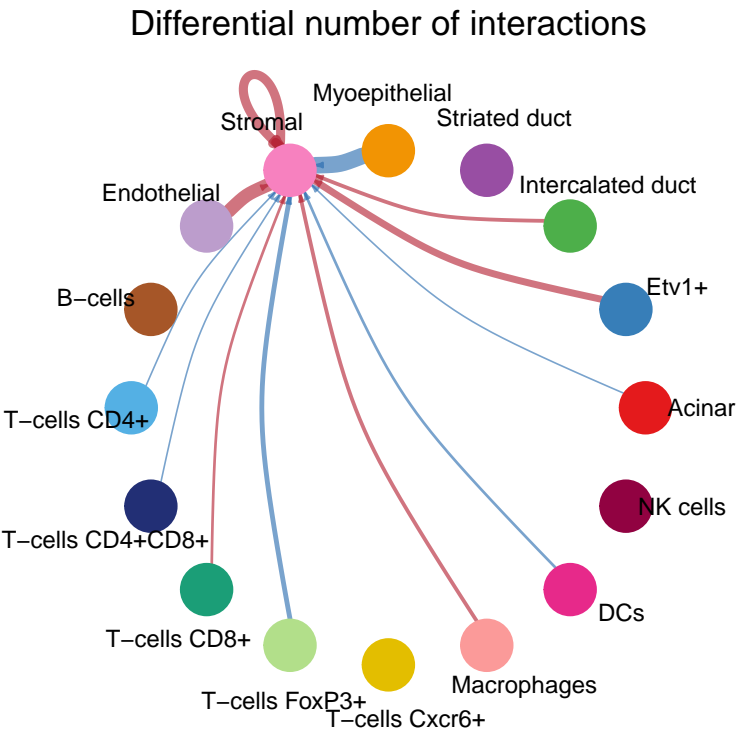

Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

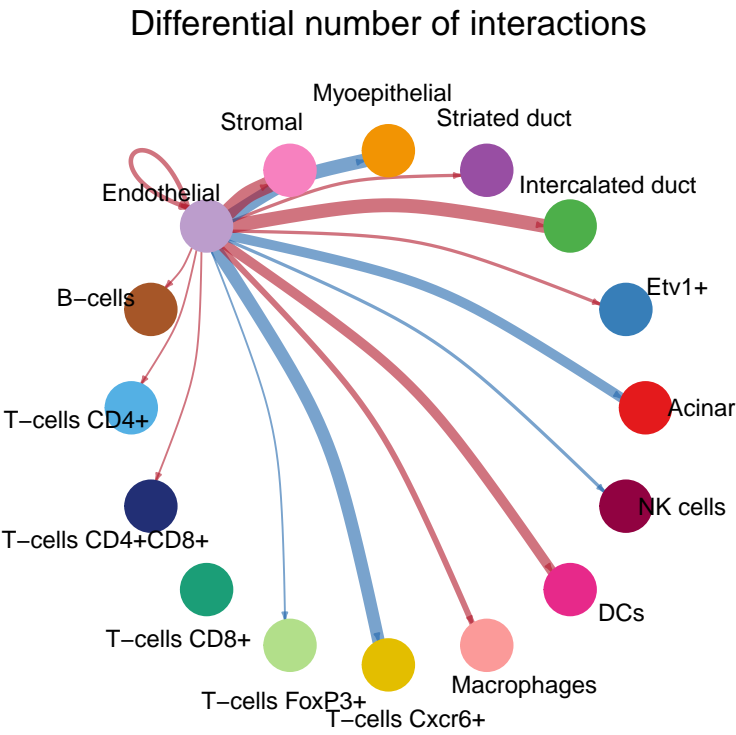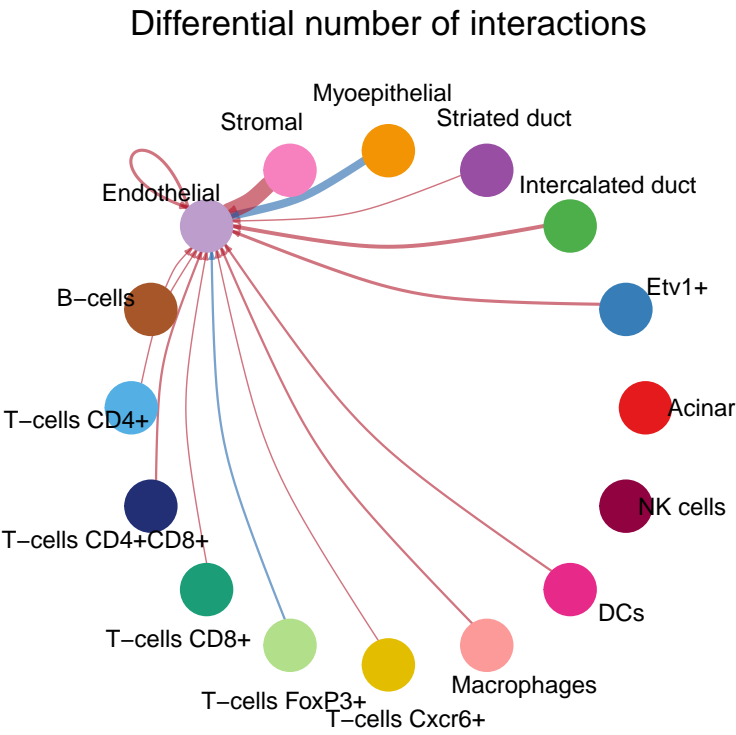

# Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

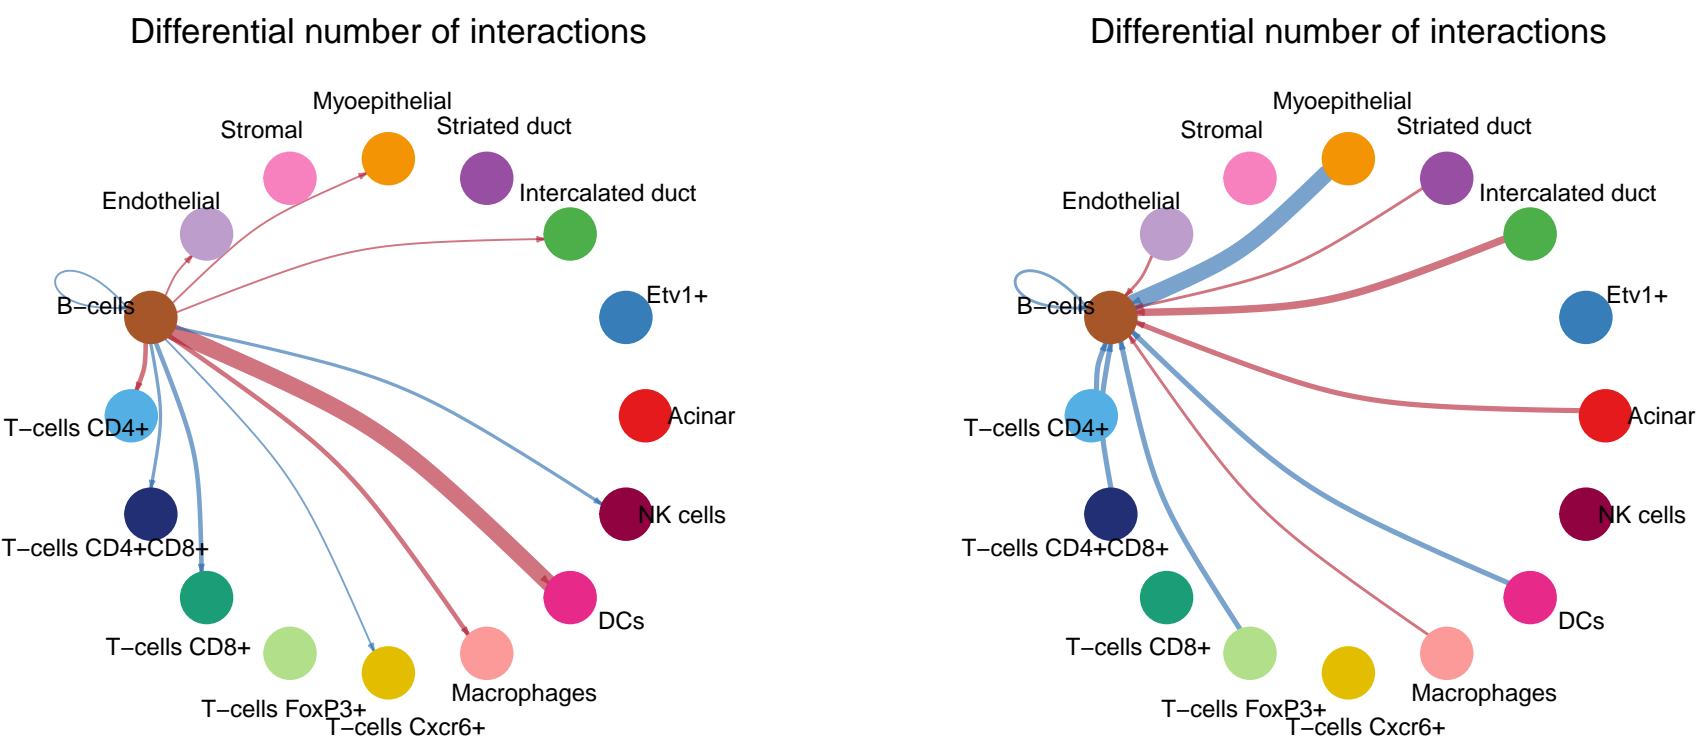

Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

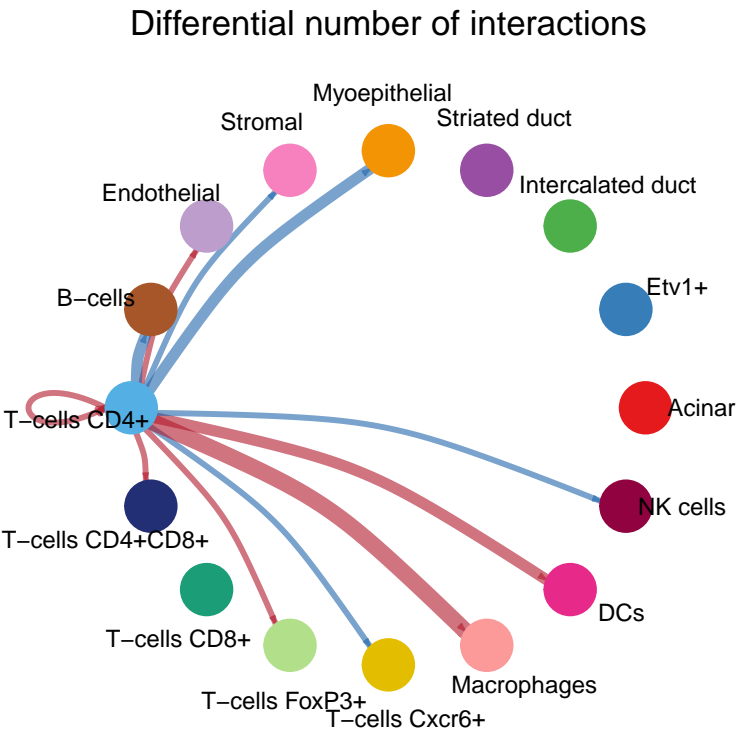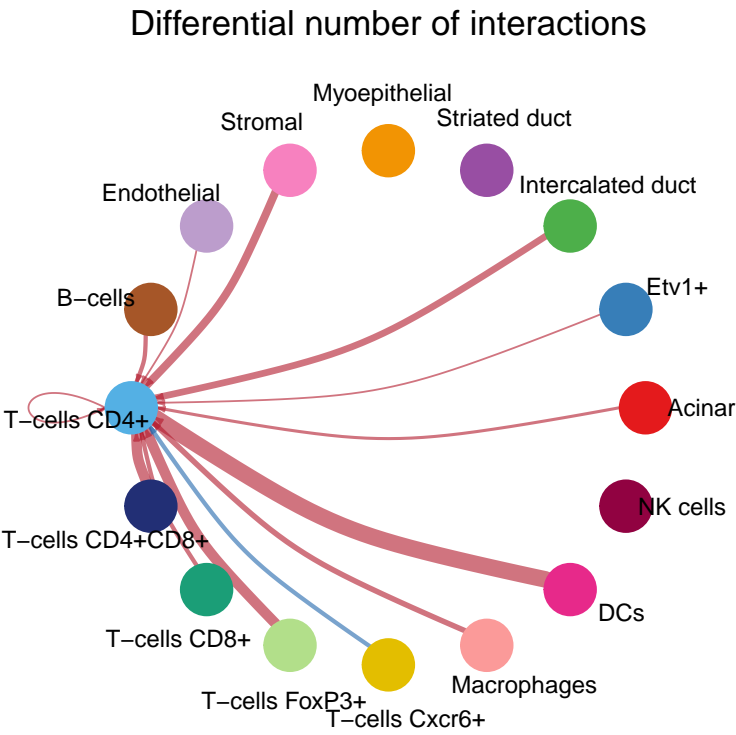

# Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

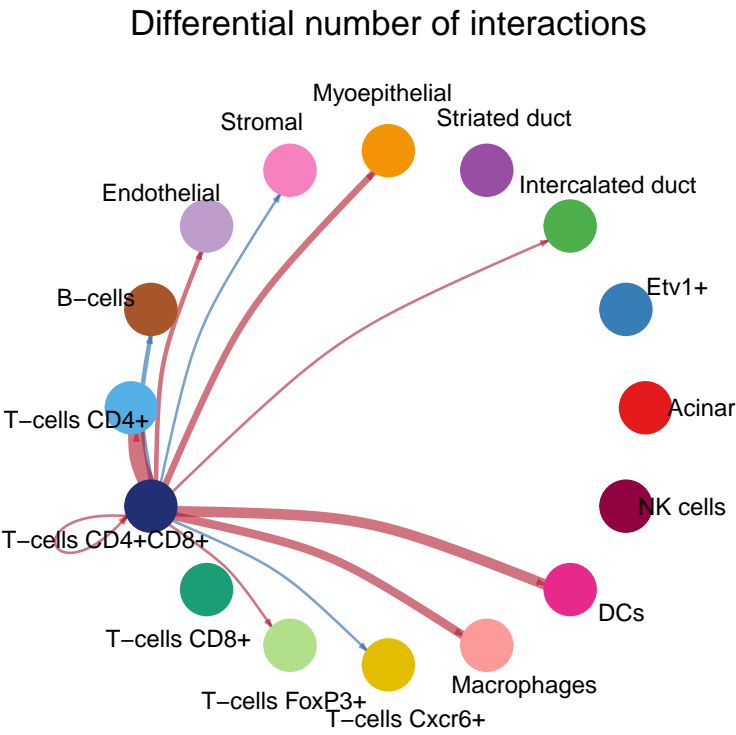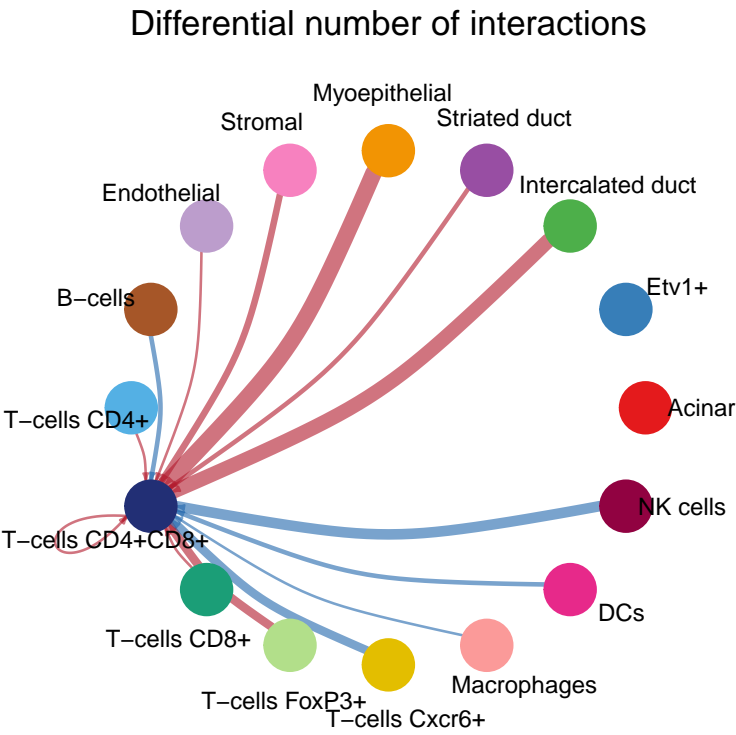

# Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

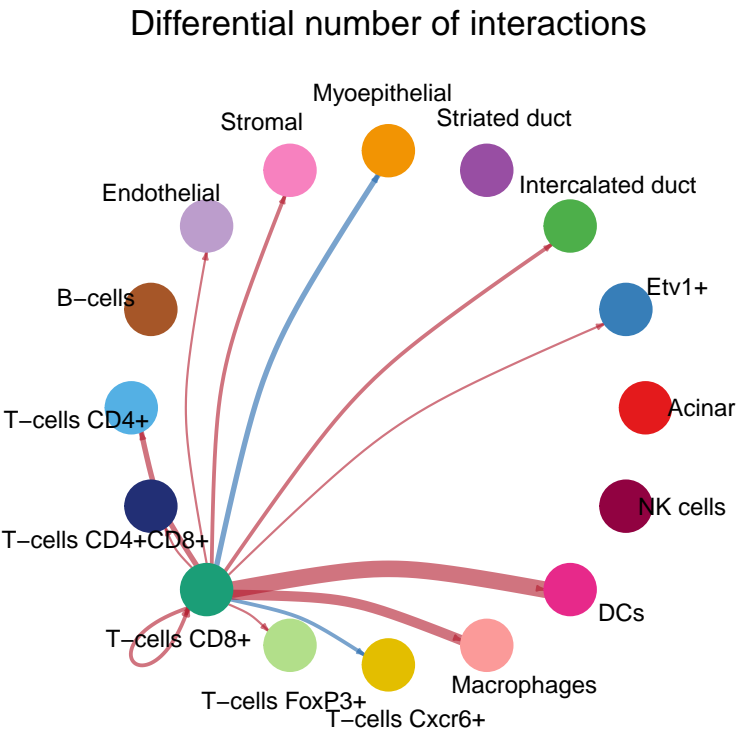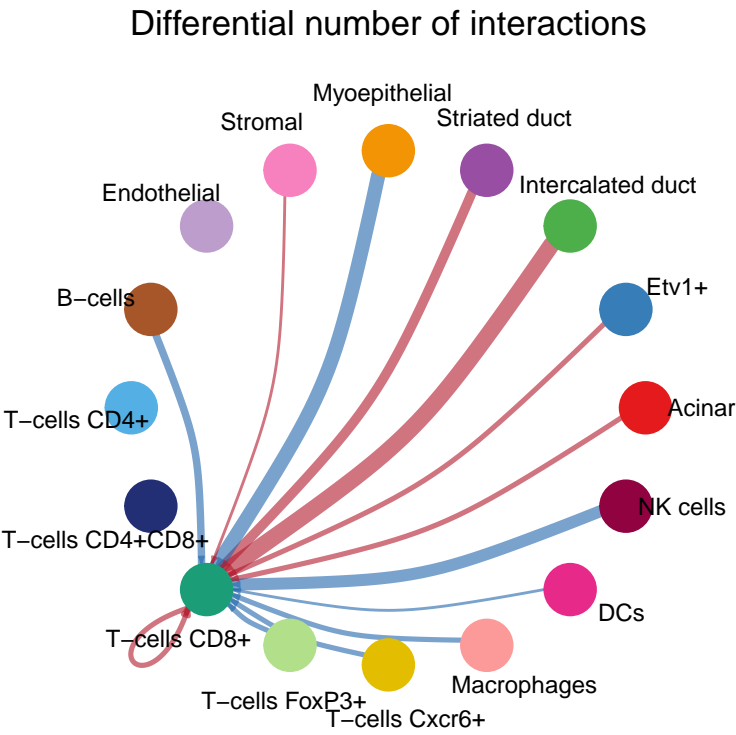

Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

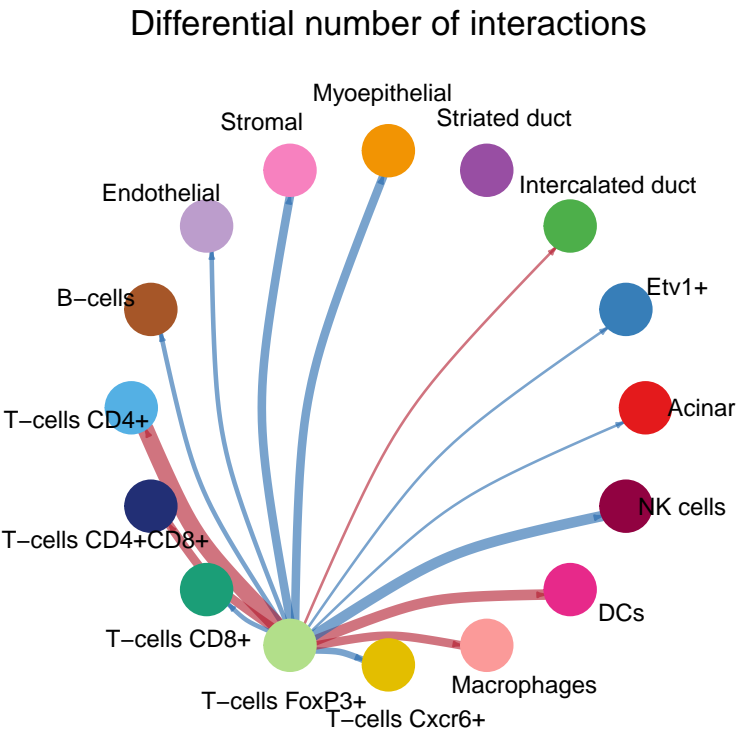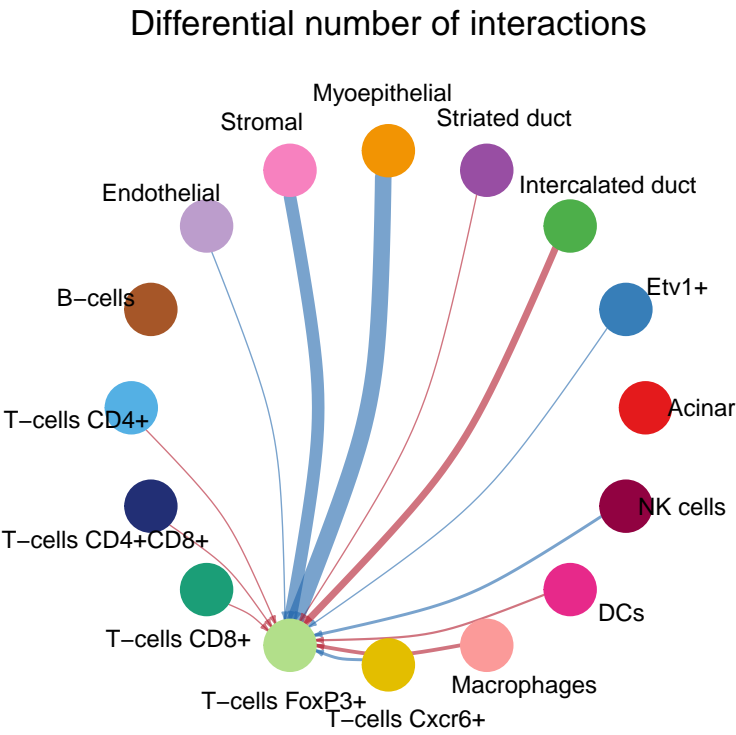

## Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

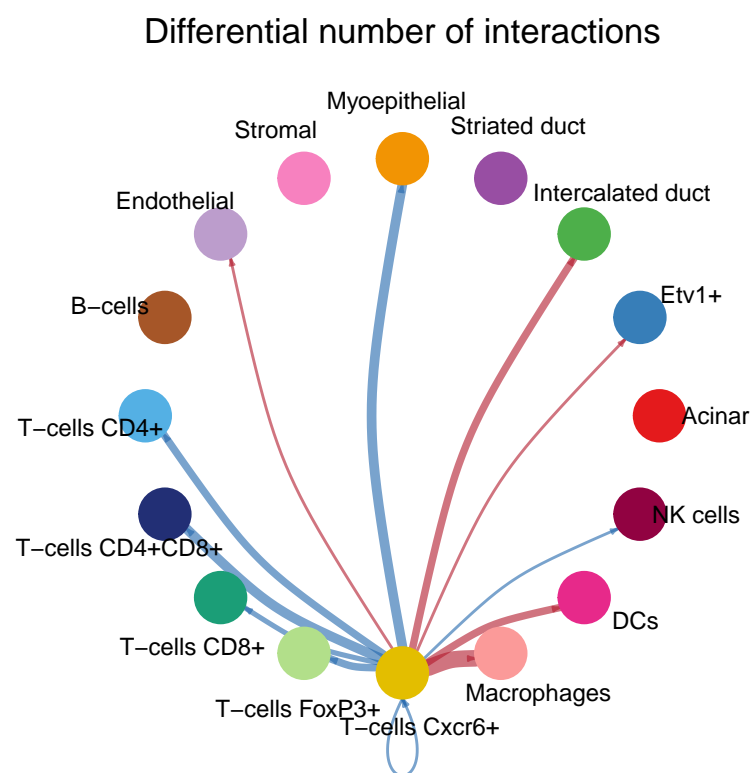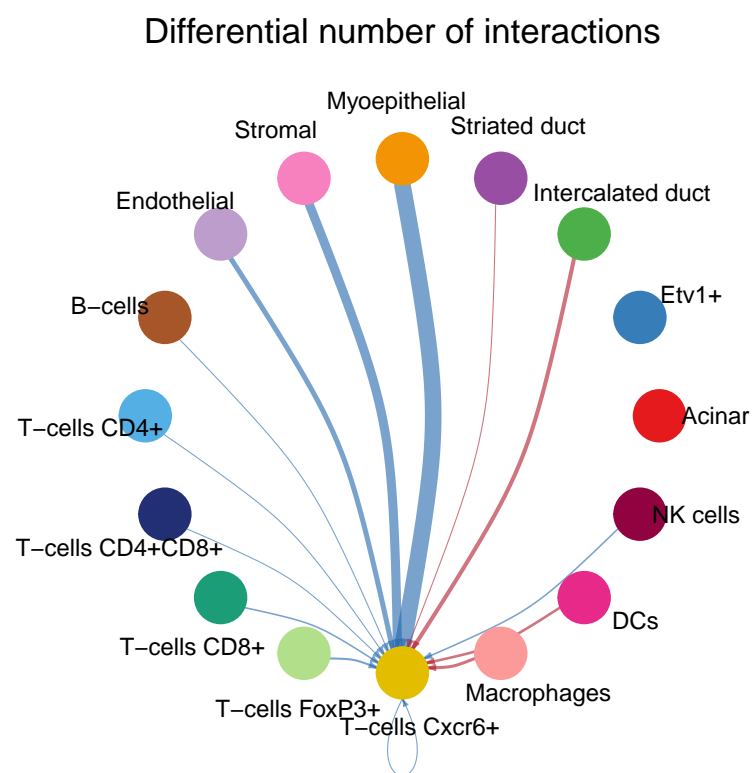

Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

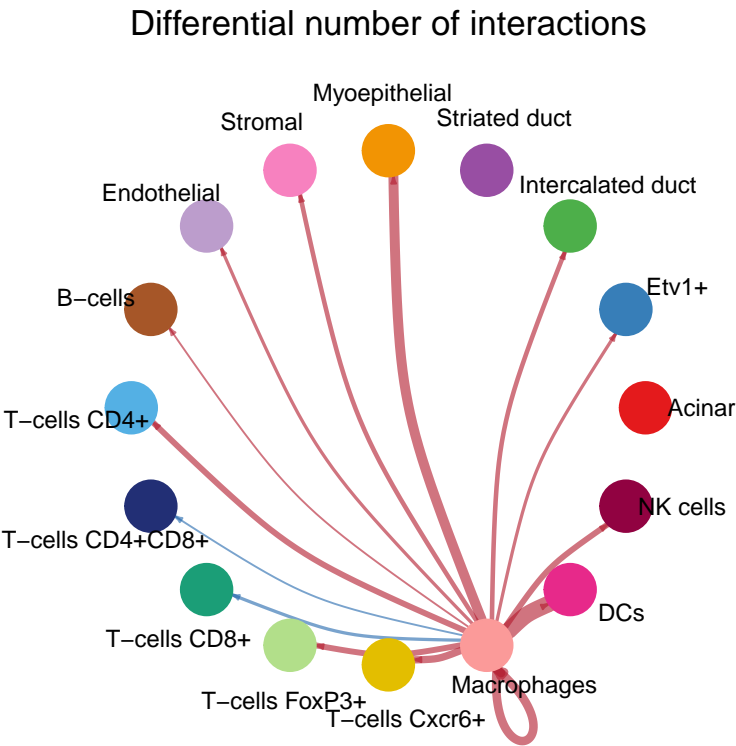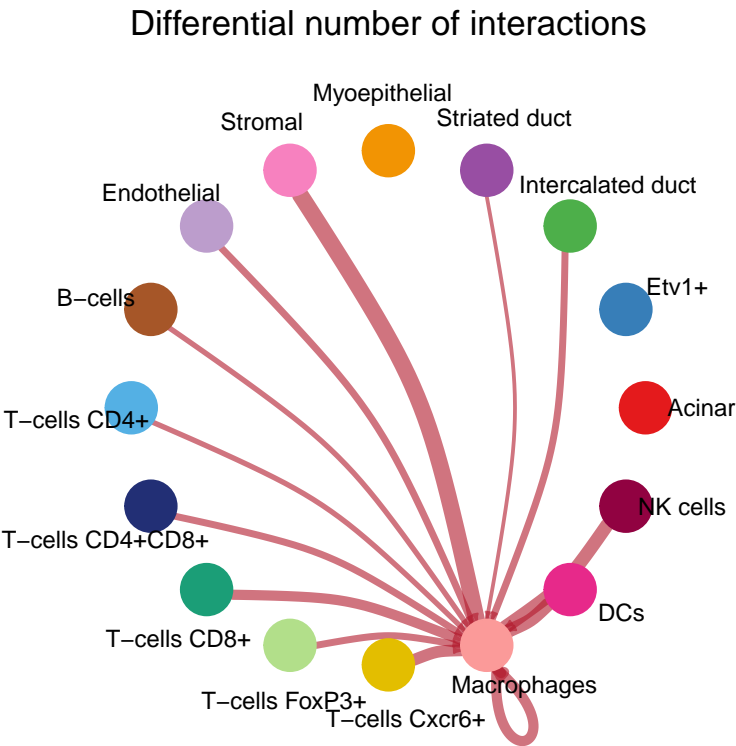

# Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

Differential number of interactions

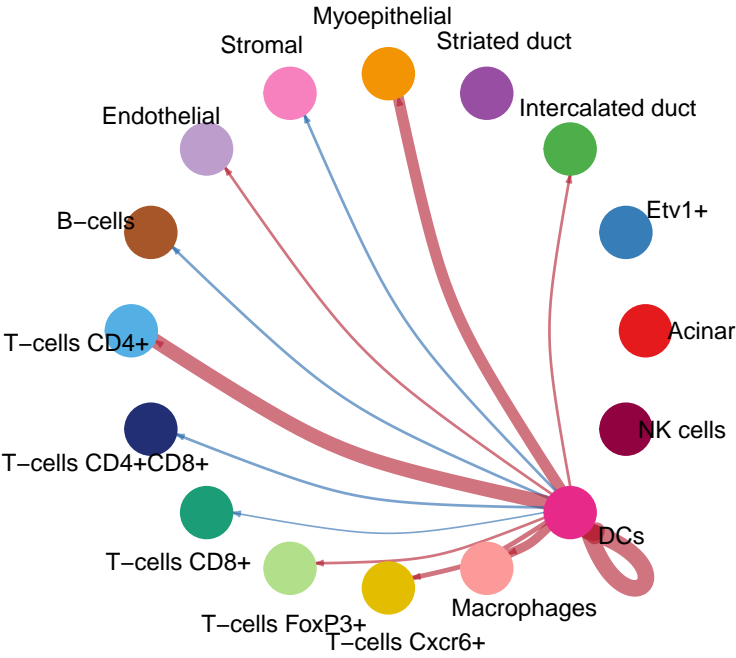

Differential number of interactions

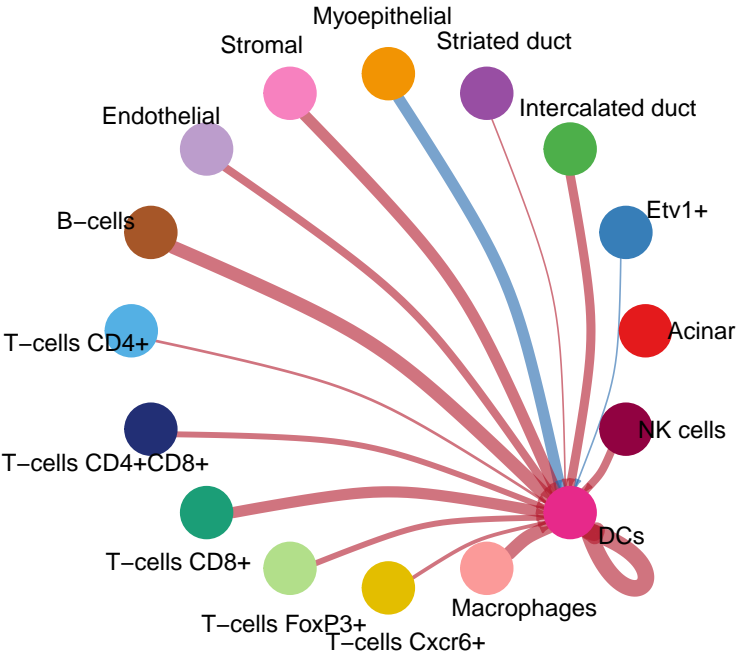

Supplemental Data S1. Cell Chat chord plots. Related to Figure 5

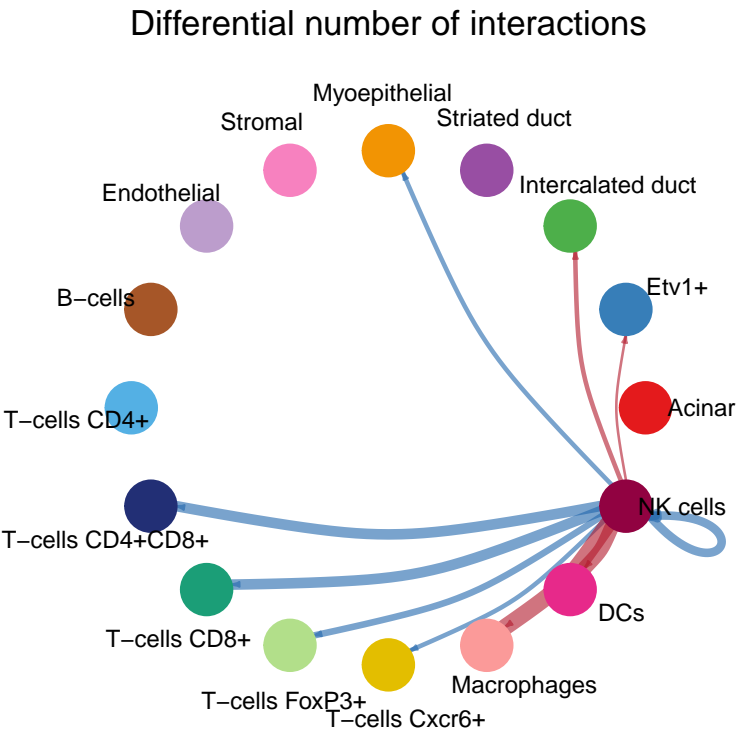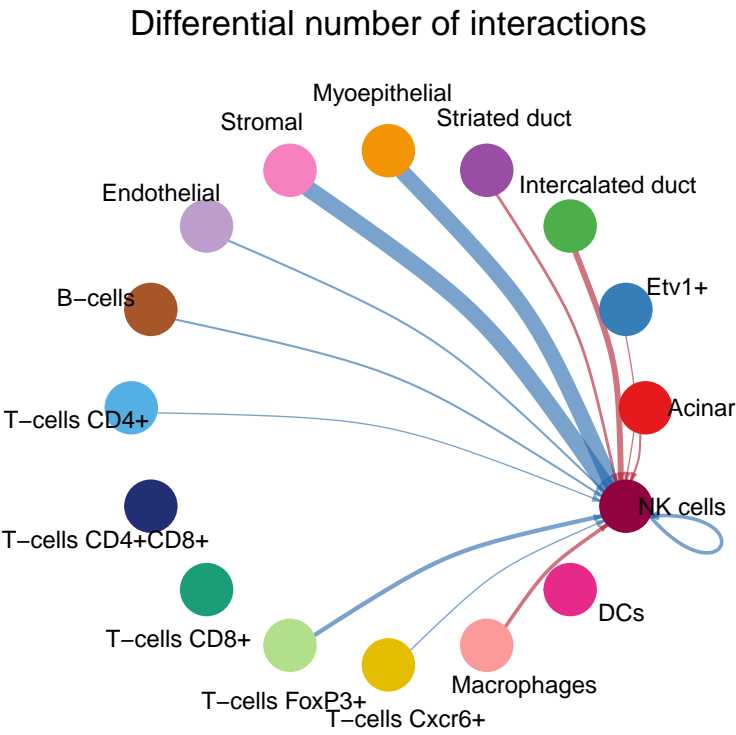

**Supplement:** Data S1. Cell Chat chord plots, related to Figure 5

How the deposited data were processed for this re-analysis (not part of the article)

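The authors deposited counts: per the file headers, Cell Ranger 3.0.1 was run by the authors on each 10x library, and the files give raw UMI counts per gene and barcode against a mouse GRCm38 (mm10) annotation, with no further scaling. The Control and IR libraries are 1 library each, made from 2 pooled mice each. No read was realigned here. Gene names and identifiers are those of the deposited files, and no coordinate from another reference was used.

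Cells were kept with at least 200 genes and at most 5% of UMIs from mitochondrially encoded genes, the paper's filter. The libraries were normalized, integrated and clustered with Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5) in R 4.3.3, on 2000 variable genes and 30 dimensions. Resolutions were tried in steps of 0.1, and 0.4 gave 17 clusters, the paper's number. Each cluster was named from marker lists, and a cluster with immunoglobulin, plasma cell and hemoglobin genes together was left unnamed. Stromal-like and myoepithelial-like cells were picked by their markers within the endothelial-like cluster. The paper's own cell names were not used here, so all class names are rebuilt.

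Counts were summed per class and library and scaled to CPM in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. Ratios and shares carry exact 95% Poisson or binomial intervals. Where no cell of a class had a UMI, the upper limit printed for the share is instead 3 divided by the number of cells. That limit is approximate, and crude in the smallest classes. A ratio of cell shares carries an interval from the counts of cells. Thinned values draw 1000 UMIs from each cell without replacement and leave out shallower cells. The count of genes by size asks for a 2-fold difference and at least 20 UMIs in the higher library, in classes of at least 50 cells per library thinned to equal totals, beside the mean of 20 simulated draws with counting error alone. A list median uses members with at least 10 UMIs, beside 10000 random lists matched on expression. The lists were written before the files were seen, from the paper's themes and textbook knowledge. A list that holds genes the paper reports is thus not independent of these libraries. A gene is enriched in a class with a UMI in at least 10% of its cells and a mean of log-normalized values at least 0.25 above all other cells.

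Gene levels are printed for every gene that the paper's results text names and for the genes with the 10 highest and 10 lowest log2 CPM ratios in acinar-like cells, Etv1+ cells and the Lef1+ T-cell class. These were taken among genes with at least 100 CPM in a library and at least 30 UMIs. Genes whose UMIs come mostly from 1 cell are said to be so.

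Doublets were kept. Scrublet, run through scanpy 1.11.5 with its automatic threshold, marked 32 of 3378 Control and 1 of 5286 IR cells, which is too few to be of use. As an alternative only, the 150 and 330 cells with the highest doublet scores were removed, the numbers expected at this loading.

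The size count and the intervals were tested on simulated data with known changes. In acinar-like cells, 34 of 100 genes raised or lowered 3-fold and 53 of 100 raised or lowered 6-fold passed the size rule, with 1 unchanged gene among 12078 genes. In the Lef1+ T-cell class the numbers were 34 and 51, with 19 unchanged genes. The 95% intervals held the true ratio in 92% to 98% of genes.

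Pathway, ligand-receptor and gene ontology databases were not available, so those analyses were replaced by gene lists or by levels of the named genes. Numbers of ligand-receptor pairs, CellChat probabilities and enrichment p-values were not computed. Copies of the paper's tables of defining genes for classes other than acinar were incomplete and were not used. Results for a few further genes are not reported.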

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

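The tests of whole-class doublets and of nuclear RNA, the rule that picked the values in the next paragraph, and the look at where cells fall without integration were chosen after the values had been seen. The other tests in this part were written down before the data were examined.

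The values below lie outside what the paper discusses: a gene is listed when its interval stays above a 2-fold difference, the UMIs do not come mostly from 1 cell, and neither the paper's text nor its table of changed genes for the class names it, among the 10 highest genes of acinar-like cells, Etv1+ cells and the Lef1+ T-cell class, and a cluster is listed when the paper gives no share for it. In acinar-like cells, Bpifb1, a secreted protein of the BPI family that is also a duct marker, had a log2 ratio of 2.523, with 36.5% of its IR UMIs in 1 cell. Igkc, the immunoglobulin kappa constant chain of B-cells and plasma cells, was at 1.832 in acinar-like cells, which do not make it. Cd74, the invariant chain of MHC class II in antigen-presenting cells, was at 1.325 there. In Etv1+ cells, Odam, a secreted protein of glands and teeth, was at 1.657, and it was 1.61 in acinar-like cells. Scgb2b27, a secretoglobin that leads the Etv1+ cluster, was at 1.188. Mup5, a major urinary protein that also leads the acinar-like cluster, was at 1.109 in Etv1+ cells. Proliferating-like cells, led by Mki67 and Top2a, had a share ratio of 2.258 with 30 such cells in Control, and 2.16 at a higher resolution. Without integration the ratio was 1.45, in a class that then took in 257 of the 336 cells of the next cluster. The unnamed cluster of immunoglobulin and hemoglobin transcripts had a share ratio of 1.53. The cells left unnamed without integration had 0.466, but 32 of them were from this cluster and most were endothelial-like, dendritic cell-like and stromal-like, so the value does not bear on it.

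Heat shock genes were lower and immediate early genes higher in the IR library. Heat shock medians were below 0 in 86.667% of classes, which fits a difference in handling or dissociation between the libraries, to which both lists respond. For a difference in UMIs per cell, the median in the Lef1+ T-cell class was -0.773 after thinning every cell. This decides nothing, because a ratio of pooled counts hardly depends on UMIs per cell and thinning moved the median little from -0.81, in the 1 class where it was run. Against handling alone, the immediate early list was not higher in every class, with -0.80 in intercalated duct-like and 0.12 in Etv1+ cells. With 1 library per condition, handling and radiation cannot be told apart, so the pattern stays open.

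The Lef1+ T-cell class, which joins the clusters matched to the paper's CD4+ and CD4+CD8+ T-cells, had few cells with both co-receptors. Cells with both were 0.057 of the number expected from independent detection, and 0.063 in the cluster matched to the CD4+CD8+ T-cells, which fits a mixture of cells with only Cd4 and cells with only Cd8. The paper's own cell names were not used. Over all T-cell-like cells, the 15 with both had 1.623 times the UMIs of cells with one, which met the limit set for doublets among those few. This decides nothing, because cells with more UMIs are more likely to show both genes in any case. B-cell-like cells with a UMI of only Cd4 or only Cd8 likewise had a median of 4089 UMIs, against 2374 in their class. In the Lef1+ class alone, the 6 with both had a median of 3894.5 UMIs against 2787, a smaller difference, and in Control the single such cell had fewer UMIs than cells with one. A class made wholly of doublets is excluded, as 1.562% of its cells with Cd4 also had Cd8. A UMI of Rag1, Rag2, Dntt or Ptcra was present in 0.383% of the class, which argues against a class made mainly of immature thymocytes. The share was 0.976% in Control, against 0.119% of B-cell-like cells. How often thymocytes would show these genes at this depth was not measured, so a minority of them is not excluded. Low detection of Cd4 leaves open what the cells with neither are.

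Etv1+ and acinar-like droplets differ little in secretory genes and much in nuclear transcripts. For acinar droplets that hold little nuclear RNA, the median of the 12 Etv1+ markers was 0.887 times the factor of Malat1 in Control and 1.394 times in IR. This median decides nothing, because the markers lie on both sides of Malat1, in Control from 0.172 for Krt18 to 5.99 for Chka, and 6 of 12 in Control and 2 of 12 in IR lie within 1.5-fold of it. At equal depth, 6.98% of acinar-like droplets with Malat1 had Etv1 against 33.8% of Etv1+ droplets with Malat1. The explanation stays open. Counts of unspliced RNA, which were not analysed here, would tell them apart.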

How the results depend on the processing

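No paired analysis was possible because each condition has 1 library. Each value was compared with itself under each other setting. A value stayed when it lay within the interval of its main value, and a number of genes by size when it lay within 1.5-fold. Numbers of genes by size and overlaps of enriched genes could stay or move but not reverse, by construction. Of the comparisons for the values reported most directly in the text, 208 stayed within the same range, 53 moved and 2 reversed. Of those for the further values, 693 stayed, 289 moved and 13 reversed. The reversed ones are the negative values of Rpsa, Bpifa2, Pip, Hba-a1, the ribosomal protein list, the naive T-cell list and the effector list given below. Removing the 1 droplet of odorant-binding transcripts, a higher resolution (0.8, 21 clusters) and list members of at least 50 UMIs moved none of the compared values out of its interval. Within the intervals, the share ratios at the higher resolution were 0.552 for stromal-like cells, against 0.368, and 0.336 for endothelial-like cells, against 0.428. That of Cxcr6+ cells, which was not among the compared values, was 0.740 there, below the interval of 0.784 to 1.27. Removing that droplet and ranking by the log of the mean were chosen after the values had been seen. The cause of the moves was not tested, except that scaling moves every ratio of a class by the same amount by construction. Depth limits low genes in small classes, as for Hras in Cxcr6+ cells, where 32 and 28 UMIs leave a log2 ratio anywhere from -1.19 to 0.37, and every gene in the 5 and 5 myoepithelial-like cells.

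Scaling. Under TMM scaling within the class, acinar-like ratios were -0.062 for Rpsa, -0.25 for Bpifa2, -0.31 for Pip, 0.41 for the actin list and -0.26 for the ribosomal protein list. In the Lef1+ T-cell class the medians were 0.60 for immediate early, -1.01 for heat shock and -0.0072 for naive T-cell genes. With mitochondrial, hemoglobin, Gm42418 and serous genes left out of the total, acinar-like values were 0.52 for the actin list, -0.14 for Bpifa2, -0.20 for Pip and -0.15 for the ribosomal protein list. As means of log-normalized values over cells, they were 0.13 for the actin list, -0.17 for Pip and -0.62 for Hba-a1, and in the Lef1+ T-cell class 0.16 for immediate early and -0.34 for heat shock genes. These means add a constant to each scaled count before the log, which shrinks differences of low genes. The 66 comparisons that moved under this setting therefore include a difference of scale.

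Cells. With at least 500 genes per cell, share ratios were 1.42 for all T-cell-like, 1.56 for Lef1+, 0.743 for acinar-like and 1.32 for intercalated duct-like cells, the last reversed. The intercalated duct overlap was 28.5%, Hba-a1 in acinar-like cells was at -0.36 and the actin list at 0.93. Genes by size were then 196 in B-cell-like, 43 in acinar-like, 137 in intercalated duct-like, 175 in Lef1+, 339 in macrophage-like, 170 in CD8+, 208 in FoxP3+ and 62 in Etv1+ cells. With the highest doublet scores removed, Hba-a1 was at -0.028 in acinar-like cells and genes by size were 38 in the Lef1+ T-cell class.

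Clusters. At a resolution of 0.1, share ratios were 1.07 for macrophage-like cells, reversed, and 1.39 for FoxP3+ cells. Genes by size were 161 in FoxP3+, 35 in acinar-like, 128 in B-cell-like, 238 in endothelial-like, 144 in Lef1+, 327 in macrophage-like and 143 in CD8+ cells. With all T-cell-like cells that had only Cd4 in place of the Lef1+ T-cell class, the effector list was at -0.017 and immediate early genes at 0.41, while within the Lef1+ class the cells with only Cd4 had 0.80 and 0.73. With all T-cell-like cells that had only Cd8, the share ratio was 1.33.

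Genes by size. A 1.5-fold limit gave 68 in intercalated duct-like, 179 in FoxP3+, 148 in CD8+, 172 in macrophage-like, 161 in Lef1+, 51 in acinar-like, 153 in B-cell-like, 203 in endothelial-like, 213 in Cxcr6+ and 61 in Etv1+ cells. Without thinning to equal totals the numbers were 447 in CD8+, 331 in macrophage-like, 670 in Lef1+, 372 in Etv1+, 240 in endothelial-like, 343 in acinar-like, 377 in B-cell-like, 455 in FoxP3+, 273 in intercalated duct-like and 300 in Cxcr6+ cells.

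Overlap. The striated duct overlap was 31.3% in the IR library, and ranking by the log of the mean normalized value gave an intercalated duct overlap of 26.8%.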

Differences from the paper's values

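Values more than 1.5-fold apart are taken to differ. Rises and falls of a share were compared as percent changes, which can differ by this limit where the ratios of IR over Control share do not. The cluster matched to the paper's CD4+ T-cells was picked after the values had been seen, as the cluster of the Lef1+ T-cell class with less Cd8b1. The marker lists gave both of its clusters the name of the CD4+CD8+ T-cells, so the comparison rests on that later choice.

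The paper gives a rise of 39% in the share of CD4+ T-cells, and the matched cluster rose by 14.8%. These differ as percent changes, while as ratios of IR over Control share they lie within 1.5-fold of each other. The alternatives set before the data were examined for which a cluster was matched also differ as percent changes and not as ratios. Their rises were 17.7% at a higher resolution, 2.95% with at least 500 genes, 20.4% without doublets and 2.46% without integration. For CD4+CD8+ T-cells the paper gives a rise of 195%, and the other cluster rose by 277%, which does not differ. As percent changes, 300% with at least 500 genes and 907% without integration do differ. As ratios of IR over Control share, only the value without integration does.

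For acinar cells the paper gives a fall of 22%, and the acinar-like share fell by 36.8%. These differ as percent falls, while as ratios of IR over Control share they lie within 1.5-fold of each other. Among the alternatives set before the data were examined, a mitochondrial limit of 10% (31.4%) and at least 500 genes per cell (25.7%) do not differ from the paper as percent falls, and the others do.

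The paper gives 38% of acinar-defining genes as also enriched in Etv1+ cells, and the value here was 98.4%. The rules are unlike, as the paper took genes by a Wilcoxon test with adjusted p below 0.05 and here genes were taken by size without a test, which also holds for the intercalated duct genes below. All alternatives set before the data were examined also differ, between 92.3% and 98.8%. The paper's own list of 79 acinar genes gave 86.1%.

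For intercalated duct genes the paper also gives 38%, and the value here was 67.3%. A mitochondrial limit of 10% (56.1%) and at least 500 genes per cell (28.5%), both set before the data were examined, do not differ, and the others set then do. Ranking by the log of the mean normalized value (26.8%), an alternative chosen after seeing the values, does not differ either.

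Some statements of direction or rank differ as well. The paper describes no change in Etv1+ cells and macrophages beside the rise of regulatory T-cells, and their share ratios here were 0.618 and 0.578. The macrophage-like class is not the same group, since it holds a cluster led by S100a9 and S100a8, which the paper gives as dendritic cell markers, and its ratio was 1.07 at a resolution of 0.1. Hba-a1, which the paper gives as lower in irradiated acinar cells, had a log2 CPM ratio of 0.53 and -0.62 as a mean of log-normalized values. With at least 500 genes per cell it was -0.36, and with the highest doublet scores removed -0.028. Its direction here is therefore not settled. In the same class, Hbb-bt and Hbb-bs had 73.2% and 64.2% of their IR UMIs in 1 droplet each. The paper describes Hsp90aa1 as lower in immune cells except natural killer cells and macrophages, and in macrophage-like cells it was at -1.03. None of the 5 receptor genes that the paper calls specific to Etv1+ cells passed the rule of size used here, which is not the paper's rule, although all 5 were higher there than in acinar-like cells. The serous products Pip and Car6, which the paper describes as higher in acinar cells, were 1.08-fold higher in Etv1+ cells, while Amy1 and Bpifa2, described likewise, were lower there, at 0.943 and 0.839.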

Other observations

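The p53 and interferon tests on Etv1+ cells use lists fixed in advance, and the choice to describe them, the striated duct-like class and the single droplets was made after the values had been seen.

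In pooled counts of Etv1+ cells, p53 target genes were higher in the IR library. All 14 measured members were higher, with a median log2 ratio of 1.02, or 0.73 after TMM scaling, above 99.99% of random lists. As a mean of log-normalized values over cells, the median was 0.04. That measure adds a constant to each scaled count before the log, which shrinks differences of low genes such as these. It is therefore not on the scale of the pooled ratios, and the distance between the values is not an effect of weighting cells equally alone. The class also differed in quality: median UMIs per cell were 19823 in Control and 5067 in IR, genes 1615 and 828, and the mitochondrial share 0.782% and 1.43%, while T-cell genes were at 0.323% and 0.894% of their level in immune classes. Whether these differences account for the higher ratios was not tested. Cdkn1a, the cell cycle inhibitor p21, was at 6.62 CPM in Control and 21.6 CPM in IR (1.71, 1.17 to 2.27), with 24.7% of its IR UMIs in 1 cell. Ccng1, another p53 target, was at 13.1 and 35.3 CPM (1.43) and Bax at 15.3 and 26.4 CPM (0.79). Of 17 interferon-stimulated genes 15 were higher, with a median of 0.98. Mcl1, a survival factor, was at 63.2 and 128 CPM, the histone gene H3f3b at 449 and 908 CPM, and Ier3 at 136 and 259 CPM. Scgb1b27, Bglap3, Esp8 and Btg1 had ratios of 1.01, 0.94, 0.92 and 0.90. Lowest were Gm42418 at -1.52, Lars2 at -1.49, Smr3a at -0.96, Wfdc12 at -0.70, Hspa1a at -0.67, Rpl41 at -0.66, Car6 at -0.65, Atp5e at -0.65, Rps21 at -0.58 and Rpl36 at -0.57. Mucl2, at 2.27, had 88.0% of its IR UMIs in 1 droplet.

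Interferon-stimulated genes went the other way in immune cells. In macrophage-like cells 17 of 20 were lower in IR, with a median of -0.87, and Isg15, a ubiquitin-like protein induced by interferon, was at 184 and 19.2 CPM (-3.26). In B-cell-like cells 16 of 19 were lower, with a median of -0.61, and Ifi27l2a was at 713 and 243 CPM (-1.55). These differences are of 1 library against 1 library, so a difference between the mice in infection or immune state is not separated from radiation.

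The striated duct-like class differed in makeup. Nuclear-encoded respiratory chain genes, which are high in these mitochondria-rich ducts, were lower in 71 of 72 cases, with a median of -1.84 against -0.87 for all genes, and Klk1 was at 46404 and 9314 CPM (-2.32). Serous products were higher in 15 of 17 cases, with a median of 0.74. The class holds 88 and 77 cells.

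Further lists in Etv1+ cells had medians of 0.41 for ER stress, 0.46 for MHC class I, -0.81 for MHC class II, 0.34 for ErbB, 0.31 for TNF and 0.36 for Rap1 pathway genes, where all genes had 0.25. Stress keratin and injury genes had 0.60, matrix receptors 0.03, neurotrophin genes 0.04, neuregulin and IGF genes 0.06, hemoglobin genes 1.33 and ribosomal RNA-overlapping transcripts -1.49. For MHC class II, 60.3% of the H2-Aa UMIs of the higher library came from 1 cell. In endothelial-like cells, all 4 measured MHC class II genes were higher, with a median of 1.63.

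Single droplets held some of the largest differences. In the Lef1+ T-cell class, 1 Control droplet had 87.9% of its 28476 UMIs in 9 transcripts of odorant-binding and secretoglobin proteins, and a second Control droplet, in the intercalated duct-like class, had 70.3% of 11542 UMIs in them. The gland of these transcripts is not known from the data.

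Of the paper's 53 acinar genes with a change in expression, 52 had the same direction here, and of its 69 genes of CD4+CD8+ T-cells 69 had the same direction in the cluster led by Dapl1 and Klf2 and 53 in the cluster led by Lef1 and Ramp3. Its 14 genes of CD4+ T-cells do not separate these clusters, with 13 in the same direction in each. The paper called these genes from the same 2 libraries, and 50 of the 53 acinar genes are higher in IR, as the median gene of the acinar-like class is. The paper's direction was found in 16 of 18 genes in B-cell-like cells and 31 of 31 in striated duct-like cells.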
